# The CRY1–COP1–HY5 axis mediates blue-light regulation of *Arabidopsis* thermotolerance

**DOI:** 10.1016/j.xplc.2025.101264

**Published:** 2025-01-29

**Authors:** Siyuan Liu, Qiongli Wang, Ming Zhong, Guifang Lin, Meiling Ye, Youren Wang, Jing Zhang, Qin Wang

**Keywords:** blue light, heat stress, thermotolerance, CRY1, HY5, HSF

## Abstract

High-temperature stress, also referred to as heat stress, often has detrimental effects on plant growth and development. Phytochromes have been implicated in the regulation of plant heat-stress responses, but the role of blue-light receptors, such as cryptochromes, in plant blue-light-dependent heat-stress responses remains unclear. We found that cryptochrome 1 (CRY1) negatively regulates heat-stress tolerance (thermotolerance) in *Arabidopsis*. Heat stress represses CRY1 phosphorylation. Unphosphorylated CRY1 exhibits decreased activity in suppressing the interaction of CONSTITUTIVE PHOTOMORPHOGENIC 1 (COP1) with ELONGATED HYPOCOTYL 5 (HY5), leading to excessive degradation of HY5 under heat stress in blue light. This reduction in HY5 protein levels subsequently relieves its repression of the transcription of HY5 target genes, especially the heat-shock transcription factors. Our study thus reveals a novel mechanism by which CRY1-mediated blue-light signaling suppresses plant thermotolerance and highlights the dual function of the CRY1–COP1–HY5 module in both light- and heat-stress signaling, providing insights into how plants integrate heat stress and light signals to optimize their survival under heat stress.

## Introduction

Light is one of the most important environmental cues that regulate plant growth and development. Light signals are perceived by different photoreceptors. Cryptochromes (CRYs) are photolyase-like flavoproteins that serve as blue-light receptors in plants. Plant CRYs undergo light-induced photooligomerization to become photoactivated in response to blue light (Wang et al., 2016; Liu et al., 2020). Once photoactivated, CRYs further condense into photobodies in the nucleus, which have been identified as liquid–liquid phase separation droplets (Yu et al., 2009; Wang et al., 2021). Photoactivated CRYs undergo blue-light-dependent phosphorylation by four closely related photoregulatory protein kinases (PPK1 to PPK4) (Liu et al., 2017; Gao et al., 2022) and are subsequently polyubiquitinated by two E3 ubiquitin ligases, Cul4^COP1/SPAs^ ligase and Cul3^LRBs^, leading to their degradation via the 26S proteasome (Yu et al., 2007; Weidler et al., 2012; Chen et al., 2015, 2021; Liu et al., 2016, 2022; Miao et al., 2022). Photoactivated CRYs interact with over 80 proteins, including transcription factors, chromatin remodeling factors, RNA binding proteins, E3 ligases, and so on, to transduce blue-light signals in plants (Wang and Lin, 2020; Qu et al., 2024). These diverse interactions highlight the complexity and importance of CRY-mediated signal transduction. Plant CRYs play pivotal roles in regulating various developmental processes throughout the entire plant life cycle, especially in promoting plant photomorphogenesis (Ahmad and Cashmore, 1993; Lin et al., 1998) and photoperiod-dependent floral initiation (Guo et al., 1998; El-Din El-Assal et al., 2001; Zhao et al., 2022).

Temperature is another crucial environmental cue that affects plant growth and development. Different plant species have specific minimum and maximum temperature ranges they can tolerate. Within these limits, moderate increases in temperature (also referred to as warm or high ambient temperatures) can trigger thermomorphogenesis, a process that modifies plant growth and development. However, environmental temperatures that exceed a plant’s tolerance limits can induce cold-stress or heat-stress responses, leading to plant damage. Plants have evolved sophisticated mechanisms to deal with the adverse effects of cold and heat stress, enabling their survival under these stressful conditions. The heat-shock transcription factors (HSFs) and heat-shock proteins (HSPs) play dominant roles in activating heat-shock responses. HSFs recognize a consensus heat-shock element in the promoters of *HSPs* and regulate their expression in response to stressful high temperatures (Kotak et al., 2007; von Koskull-Döring et al., 2007). HSPs act as molecular chaperones to prevent or reverse the inactivation and irreversible aggregation of proteins under heat-stress conditions (Baniwal et al., 2007; Basha et al., 2012; Doyle et al., 2013; Kotak et al., 2007; Schramm et al., 2008; Vierling, 1991; von Koskull-Döring et al., 2007).

Photoreceptors and light signaling molecules are known to regulate plant thermal sensing and thermal responses. For instance, the red-light receptor PHYTOCHROME B (phyB) functions as a thermal sensor (Jung et al., 2016; Legris et al., 2016; Chen et al., 2022). Elevated ambient temperatures inactivate phyB by facilitating reversion of phyB from the active Pfr form to the inactive Pr form (Jung et al., 2016; Legris et al., 2016). Light-activated phyB has been shown to participate in the regulation of both basal (under heat-shock conditions) and acquired plant thermotolerance (under prolonged heat-shock conditions) (Song et al., 2017; Arico et al., 2019; Han et al., 2019). CRYs have previously been shown to regulate plant cold acclimation and thermomorphogenesis under ambient temperature conditions (Ma et al., 2016; Li et al., 2021). For example, photoactivated CRY1 inhibits plant thermomorphogenesis by interacting with PHYTOCHROME-INTERACTING FACTOR 4 (PIF4) to repress its transcriptional activation activity (Ma et al., 2016). PIF4 is a master regulator that integrates the blue-light and red-light signaling pathways, promoting gene expression for plant thermosensory responses under warm temperatures (28°C) (Koini et al., 2009; Kumar et al., 2012). CRY1 also interacts with TEOSINTE BRANCHED 1/CYCLOIDEA/PCF 17 (TCP17) to indirectly regulate PIF4 activity (Zhou et al., 2019). Low ambient temperatures (16°C) promote the degradation of CRY2 (Ma et al., 2021), whereas cold (or stressfully low) temperatures (4°C) stabilize phosphorylated CRY2 (Li et al., 2021), enhancing its interaction with CONSTITUTIVE PHOTOMORPHOGENIC 1 (COP1). The CRY2–COP1 interaction results in the suppression of ELONGATED HYPOCOTYL 5 (HY5) degradation, promoting the expression of freezing-tolerance genes and plant cold acclimation (Li et al., 2021). CRY2 also regulates plant thermosensory flowering at low ambient temperatures by interacting with CRY2 INTERACTING SPLICING FACTOR 1 (CIS1) to inhibit the accumulation of the FLOWERING LOCUS M beta (FLM-β) splice variant (Pose et al., 2013; Zhao et al., 2022). A recent study has shown that CRY1 may promote plant thermotolerance by promoting the nuclear localization of HEAT SHOCK TRANSCRIPTION FACTOR A1d (HSFA1d) (Gao et al., 2023), coupling CRY-mediated light signaling with plant heat-stress responses. COP1 and HY5, two key regulators of plant photomorphogenesis, have also been reported to participate in both plant cold acclimation and thermomorphogenesis. Elevated temperatures induce the nuclear import of COP1, leading to the excessive degradation of HY5 at higher ambient temperatures (Park et al., 2017). Conversely, cold temperatures trigger the nuclear depletion of COP1, thereby stabilizing HY5 (Catalá et al., 2011; Li et al., 2021).

In this study, we found that CRY1 negatively regulates plant thermotolerance by decreasing its interaction with COP1 in response to heat stress, leading to enhanced degradation of HY5 and suppression of *HSF* expression. Our study reveals a novel mechanism by which CRY1-mediated blue-light signaling suppresses plant thermotolerance, providing insights into how CRY1 integrates blue-light and temperature signals to affect plant growth and development. Together, our study and previous studies highlight the multifaceted functions of the CRY–COP1–HY5 module in light, cold-stress, and heat-stress signaling in *Arabidopsis*.

## Results

### CRY1 mediates blue-light suppression of thermotolerance in *Arabidopsis*

We initially used a set of experimental conditions to study the role of blue light and CRYs in *Arabidopsis* thermotolerance (Figure 1A–1C). To eliminate the gating effect of the circadian clock and minimize the morphological variations among plants, we grew seedlings in continuous white light for 4 days at 22°C, referred to as the basal growth condition, to ensure that they reached a similar developmental stage. Plants left in the basal growth condition throughout the experiments served as the controls. We then treated the seedlings with blue light, red light, or darkness for 1 day at 22°C, referred to as pretreatment conditions, before subjecting them to heat-shock treatment at 44°C for 3 h under the same light conditions as the pretreatment. After the heat shock, the seedlings were allowed to recover at 22°C for 5 days under continuous white light, referred to as the recovery condition. We then quantified the survival rate after the 5-day recovery period, which was defined as the percentage of healthy seedlings at the end of the recovery period, and used this survival rate as an indicator of thermotolerance. As expected, *hsp101* mutant seedlings, which lack the molecular chaperone HSP101, were hypersensitive to heat stress under both dark and light pretreatment conditions (Figure 1B and 1C), confirming the effectiveness of our heat-stress treatment. Interestingly, the survival rates of wild-type (WT) seedlings pretreated with darkness and red light were higher than those of seedlings pretreated with blue light (Figure 1B and 1C), indicating that blue-light pretreatment may suppress thermotolerance. Consistent with this finding, the survival rates of *cry1* mutants were significantly higher than those of WT seedlings pretreated with blue light, whereas the survival rates of seedlings overexpressing *GFP-CRY1* were markedly lower than those of the WT (Figure 1B and 1C). We next tested whether blue-light inhibition of thermotolerance was dependent on light intensity by pretreating seedlings under different intensities of blue and red light (Supplemental Figure 1A). WT seedlings pretreated with different intensities of blue light exhibited a fluence-dependent suppression of thermotolerance, with a significantly higher survival rate under low blue light (Supplemental Figure 1B and 1C). By contrast, *GFP-CRY1* seedlings were more sensitive to heat stress, whereas *cry1* mutants were more resistant (Supplemental Figure 1B and 1C). However, WT, *cry1*, and *GFP-CRY1* seedlings pretreated with varying intensities of red light showed similar thermotolerance across all fluences of red light (Supplemental Figure 1B and 1C). These results suggest that CRY1 may mediate blue-light suppression of thermotolerance in *Arabidopsis*.

**Figure 1:**
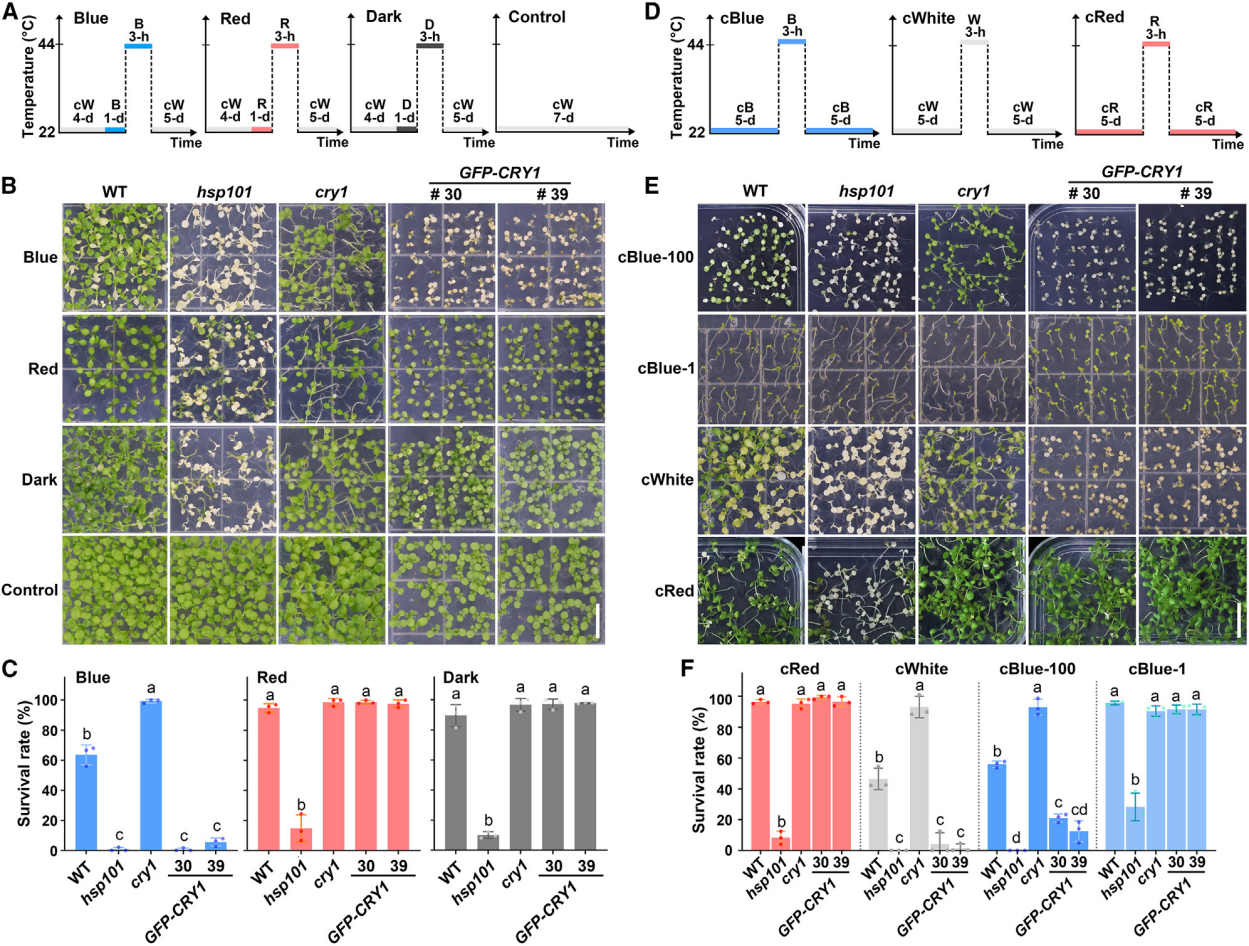
CRY1 mediates blue-light suppression of thermotolerance in *Arabidopsis*. **(A)** Representative charts showing different sets of heat-stress experimental conditions. Plants were initially grown on MS plates at 22°C in continuous white light (cW, 100 μmol m^−2^ s^−1^) for 4 days. Next, they were pretreated with blue light (B, 100 μmol m^−2^ s^−1^), red light (R, 100 μmol m^−2^ s^−1^), or darkness (D) for 1 day at 22°C before being subjected to heat-stress treatment at 44°C for 3 h. After the heat-stress treatment, the seedlings were allowed to recover for 5 days at 22°C under continuous white light (100 μmol m^−2^ s^−1^). **(B)** Representative thermotolerance phenotypes of the indicated genotypes, with *hsp101* seedlings serving as negative controls. Lines #30 and #39 are two independent *GFP-CRY1* transgenic lines. Scale bar, 1 cm. **(C)** Quantification of the survival rates of the seedlings in **(B)**. **(D)** Representative charts showing the heat-stress experiments under continuous-light conditions. Plants were initially grown on MS plates at 22°C under different light conditions, continuous blue light (1 μmol m^−2^ s^−1^ and 100 μmol m^−2^ s^−1^), continuous white light (100 μmol m^−2^ s^−1^), or continuous red light (100 μmol m^−2^ s^−1^), for 5 days. They were then subjected to a heat-stress treatment at 44°C for 3 h at day 5, followed by a recovery period of 5 days at 22°C under the respective light conditions. **(E)** Representative thermotolerance phenotypes of the indicated genotypes under continuous-light conditions. cBlue-100, continuous 100 μmol m^−2^ s^−1^ of blue light; cBlue-1, continuous 1 μmol m^−2^ s^−1^ of blue light; cWhite, continuous white light (100 μmol m^−2^ s^−1^); and cRed, continuous red light (100 μmol m^−2^ s^−1^). Scale bar, 1 cm. **(F)** Quantification of the survival rates of the seedlings in **(E)**. For **(C)** and **(F)**, the data are presented as the mean ± SD of three biological replicates, with approximately 50 plants per genotype examined in each biological replicate. Different letters indicate statistically significant differences in survival rates between genotypes within each treatment (one-way ANOVA followed by Tukey’s multiple comparison test, *p* < 0.05).

To verify the possible blue-light effect on thermotolerance, we examined thermotolerance by changing the basal growth condition from continuous white light to continuous red light but kept the other conditions unchanged (Supplemental Figure 2A). Under this condition, only blue-light-pretreated *cry1* and *GFP-CRY1* seedlings showed thermotolerance phenotypes (Supplemental Figure 2B and 2C). Because *cry1* and *GFP-CRY1* seedlings exhibit the same photomorphogenic phenotype as the WT in basal-growth red light (Gao et al., 2022), these findings also suggest that CRY1 mediates this suppression independently of seedling architecture. To further confirm our observation, we assessed the thermotolerance of seedlings by changing the basal, pretreatment, and recovery light conditions to continuous blue light, continuous white light, or continuous red light, while keeping the other conditions unchanged (Figure 1D). Again, we observed results similar to those obtained in other conditions (Figure 1E and 1F). After 3 h of heat shock, the WT, *cry1*, and *GFP-CRY1* seedlings grown under 1 μmol m^−2^ s^−1^ blue light displayed thermotolerance comparable to that of seedlings grown under red light (Figure 1E and 1F). The *cry1* mutants grown under both continuous white and strong blue light were resistant to heat stress, with survival rates much higher than that of the WT (Figure 1E and 1F). By contrast, plants overexpressing *GFP-CRY1* were heat sensitive under continuous white-light and strong blue-light conditions, with significantly lower survival rates than the WT (Figure 1E and 1F). Seedlings in continuous red light demonstrated greater resistance to heat stress compared with those in blue light. For instance, WT seedlings in red light required a longer heat-shock period (5.5 h) to exhibit visible signs of heat-shock damage (Supplemental Figure 3). *cry1* and *GFP-CRY1* seedlings showed thermotolerance similar to that of the WT in continuous red light (Supplemental Figure 3). These results provide further evidence that CRY1 mediates the blue-light suppression of thermotolerance under our experimental conditions.

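RNA-seq libraries were made from *Arabidopsis* seedlings grown in white light, moved to blue light of 100 μmol m−2 s−1 for 1 day and then either kept at 22°C or heated at 44°C for 2 h. WT seedlings and *cry1* mutants, which lack the blue-light receptor cryptochrome 1, were compared, with 3 biological replicates in each of the 4 groups and 12 libraries in all. The paper gives 4 days of white light, while the sample labels give 7 days and a seedling age of 8 days. *CRY1* (AT4G08920) stood at 213 ± 12.9 CPM (counts scaled to the library total, mean ± SD, n = 3) in WT at 22°C and at 164 ± 11.7 in WT at 44°C. In *cry1* mutants it stood at 0.199 ± 0.0811 CPM at 22°C (n = 3), and at 44°C no library held a count for it, which allows at most 0.186 to 0.197 CPM per library (3 counts of the total, counting error only). Each library's *CRY1* level thus went with its genotype label.

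Heat changed what the libraries were made of. Chaperone and heat-response genes took 1.19% ± 0.0361 (SD, n = 3) of the counts in WT at 22°C and 18.4% ± 0.700 at 44°C, and 1.36% ± 0.0529 and 22.2% ± 0.825 in *cry1* mutants. A segment of chromosome 2 that is nearly identical to mitochondrial DNA (TAIR10, 3239038 to 3509765, with 185 genes) took 4.05% ± 0.116 and 7.09% ± 0.441 in WT at 22°C and 44°C, and 3.62% ± 0.211 and 5.85% ± 0.0929 in *cry1* mutants. Total counts were 12395997 to 14295796 per library in WT at 22°C (median 12651274), 10539271 to 11967963 in WT at 44°C (median 10697255), 18616049 to 21752824 in *cry1* at 22°C (median 19258851) and 15228953 to 16150217 in *cry1* at 44°C (median 15278871). The *cry1* libraries were therefore deeper than the WT libraries at both temperatures.

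According to the paper, the RNA was depleted of rRNA, while the sample labels give polyA RNA and a kit for stranded mRNA libraries besides rRNA depletion. The paper states that reads were trimmed with Trimmomatic v0.39, and genes were quantified with RSEM v1.3.1 on TAIR10. The submitters' processing notes name TopHat2 2.0.11. The deposited values used here are expected counts per gene, which were rounded to whole numbers, scaled by the library totals and tested in 1 edgeR quasi-likelihood model of all 4 groups with Benjamini-Hochberg adjustment. A gene was tested when the log2 of its mean FPKM, rebuilt from counts and gene lengths, was above -5 in each group, which left 21626 genes. Genes were called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size, and members of gene lists at the adjusted p alone. Each list was also compared with all other genes by camera in limma, with a preset correlation of 0.01 between genes and again with an estimated one. With library totals, the median gene stood at a log2 fold change of -0.86 in WT at 44°C against 22°C, at 0.26 in *cry1* against WT at 22°C and at -0.11 in *cry1* against WT at 44°C. Scaling by median ratios instead sets these medians at -0.05, 0.01 and 0.02.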

To investigate the molecular mechanism underlying CRY1-mediated blue-light suppression of thermotolerance, we first performed transcriptome profiling of seedlings with basal growth in white light and pretreated with blue light without heat shock (referred to as 22°C) or with heat-shock treatment for 2 h (referred to as 44°C) (Supplemental Figure 4). 

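Of 20 tested *HSFs*, which encode the transcription factors that switch on heat-shock genes, 10 rose in WT seedlings after 2 h at 44°C, 6 fell and 4 did not pass the test (10 and 6 when adjusted over the list alone). *HSFA2* (AT2G26150, TAIR10 chromosome 2, 11135624 to 11137792), which encodes a factor that sustains the heat response, rose from 1.25 ± 1.00 to 2880 ± 99.9 CPM (mean ± SD, n = 3), a log2 fold change of 11.12 (standard error 0.38, adjusted p = 9.2e-10 from edgeR's quasi-likelihood test). *HSFA7A* (AT3G51910, chromosome 3, 19265141 to 19266806) rose from 6.08 ± 0.542 to 342 ± 3.86 CPM (log2 fold change 5.82, standard error 0.10, adjusted p = 5.3e-22 from the same test). *HSFA7B* (AT3G63350, chromosome 3, 23399236 to 23400812) had too few counts at 22°C for a fold change and rose from 0.129 ± 0.0936 to 200 ± 11.5 CPM (adjusted p = 1.9e-21 from the same test). As a list, the *HSFs* lay above other genes (camera adjusted p = 2.77e-12, and adjusted p = 0.0015 with an estimated correlation).

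Of the 58 *HSPs* that the paper lists in Supplemental Dataset 2, 40 rose, 11 fell and 7 did not pass. The study kept in that list the *HSPs* it detected in these samples, and its own reading of them rests on the same libraries. The count is therefore not independent evidence of their direction (41 and 12 when adjusted over the list alone). *HSP101* (AT1G74310, chromosome 1, 27936508 to 27940369), which encodes a protein disaggregase needed for thermotolerance, rose from 14 ± 3.92 to 15500 ± 243 CPM (n = 3), a log2 fold change of 10.08 (standard error 0.22, adjusted p = 1.0e-14 from edgeR). The cytosolic chaperone genes *Hsp70b*, *HSP90.1* and *HSP81-2* reached 12100 ± 1010, 7280 ± 171 and 9410 ± 277 CPM at 44°C, with log2 fold changes of 11.06, 9.00 and 4.27 (edgeR adjusted p = 1.4e-23, 6.2e-10 and 4.3e-20). The chaperones that fell include members that work in other compartments. *CPN60B*, a subunit of the chloroplast chaperonin, fell from 485 ± 54.5 to 69.4 ± 7.56 CPM (log2 fold change -2.80, standard error 0.12, adjusted p = 6.0e-14). *CLPC1*, which encodes a chloroplast Clp chaperone, and *HSP90.7*, which encodes the HSP90 of the endoplasmic reticulum, had log2 fold changes of -1.37 and -1.61 (adjusted p = 6.4e-13 and 4.7e-12). Genes of the HSP70, HSP90 and chaperonin families share sequence, so reads may be split among close paralogs. With median-ratio scaling, 12 *HSFs* rose and 3 fell, and 48 *HSPs* rose and 7 fell.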

As expected, most of the *HSFs* and their target *HSPs* were highly induced upon heat-shock treatment in WT seedlings (Figure 2A; Supplemental Dataset 1). The transcript levels of most *HSFs* and *HSPs* were upregulated in *cry1* mutants compared with WT plants in response to heat stress (Figure 2B and 2C). 

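At 44°C, 6 of the 20 tested *HSFs* were higher in *cry1* mutants than in WT, 1 was lower and 13 did not pass the test (8 and 2 when adjusted over the list alone). *HSFA1E* (AT3G02990, TAIR10 chromosome 3, 673428 to 676428), a member of the HSFA1 group of master activators, was higher by the largest fold among the *HSFs*, at 66.5 ± 5.18 CPM in *cry1* and 25.4 ± 2.46 in WT (SD, n = 3), a log2 fold change of 1.39 (standard error 0.09, adjusted p = 3.5e-09 from edgeR's quasi-likelihood test). *HSFA7B* reached 312 ± 19.8 CPM and *HSFA7A* 420 ± 11.0 CPM in *cry1*, log2 fold changes of 0.64 and 0.30 over WT (adjusted p = 1.0e-05 and 0.0033). *HSFB2B*, which encodes a repressor-type HSF, stood at 252 ± 3.65 CPM in *cry1* and 208 ± 14.8 in WT (log2 fold change 0.28, adjusted p = 0.010, and 0.055 without WT 44°C replicate 2). *HSFA6B* was the lower one, at 11.1 ± 1.99 CPM in *cry1* and 19.4 ± 4.15 in WT (log2 fold change -0.80, standard error 0.18, adjusted p = 0.0026). *HSFA2* stood at 3520 ± 184 CPM in *cry1*, a log2 fold change of 0.29 that did not pass (standard error 0.22, adjusted p = 0.39), though it passed in a fit of the 2 compared groups alone (adjusted p = 0.0029) and on untransformed FPKM (unadjusted p = 0.0047). The *HSF* list lay above other genes (camera adjusted p = 9.31e-04, and adjusted p = 0.10 with an estimated correlation).

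Of the paper's 58 *HSPs*, 30 were higher in *cry1* at 44°C, 7 were lower and 21 did not pass (35 and 7 when adjusted over the list alone). The same limit holds, since the paper's reading of this list rests on the same libraries. Of 17 small *HSPs*, whose products hold unfolding proteins in a soluble state, 12 were higher, 1 was lower and 4 did not pass (15 and 1 when adjusted over the list alone, camera adjusted p = 1.01e-06, and adjusted p = 0.10 with an estimated correlation). *HSP22*, which encodes a small HSP of the endomembrane system, stood at 2940 ± 456 CPM in *cry1* and 1530 ± 225 in WT (n = 3, log2 fold change 0.94, standard error 0.16, adjusted p = 0.0013 from edgeR). *HSP18.2* stood at 4550 ± 313 CPM in *cry1* and 2910 ± 498 in WT (log2 fold change 0.64, adjusted p = 1.4e-04). *HSP101* stood at 18900 ± 871 CPM in *cry1*, a log2 fold change of 0.29 that did not pass (standard error 0.14, adjusted p = 0.17), although it passed in DESeq2 (adjusted p = 0.026) and in a fit of the 2 compared groups alone (adjusted p = 0.0015). Among the lower *HSPs*, *mtHsc70-1*, which encodes a mitochondrial HSP70, stood at 50.7 ± 9.09 CPM in *cry1* and 101 ± 6.22 in WT (log2 fold change -0.99, standard error 0.10, adjusted p = 7.2e-07). *HSP60-2*, which encodes a mitochondrial chaperonin, had a log2 fold change of -0.74 (adjusted p = 1.5e-05). The calls of *HSFA7B* and *HSP22* did not pass with limma on log2(FPKM + 0.01), at adjusted p = 0.28 and 0.62.

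**Figure D1:**
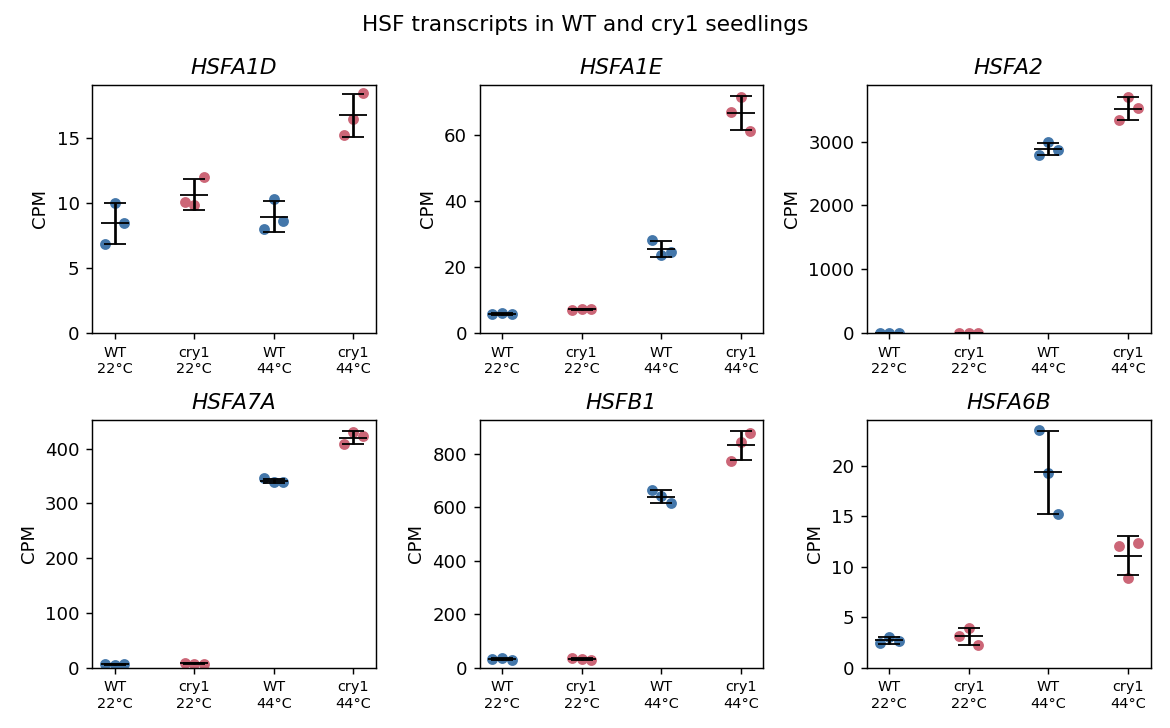
CPM of *HSFA1D*, *HSFA1E*, *HSFA2*, *HSFA7A*, *HSFB1* and *HSFA6B* in each library (points), with the mean (bar) and SD, in WT and *cry1* at 22°C and 44°C (n = 3 libraries per group). *HSFA1E* reached a mean of 66.5 CPM in *cry1* at 44°C against 25.4 in WT, whereas *HSFA6B* stood at 11.1 against 19.4.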

Although the induction of most *HSFs* and *HSPs* by CRY1 is less than two-fold, they show increased expression in *cry1* mutants (Figure 2B and 2C), with some *HSFs* and *HSPs* being upregulated even at normal temperature in the *cry1* mutants (Figure 2C; Supplemental Figure 5A; Supplemental Dataset 2), consistent with CRY1 acting as a negative regulator of thermotolerance. 

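Most differences between *cry1* and WT at 44°C were below 2-fold. The median *HSP* was 1.19-fold higher in *cry1* and the median *HSF* 1.09-fold higher, and 48 of 58 *HSPs* and 12 of 20 *HSFs* lay above 0 on the log2 scale. *HSFA1E* (2.62-fold) was the only *HSF* and *BIP3* (3.24-fold) the only *HSP* that passed the test with at least a 2-fold rise. *BIP3*, which encodes a chaperone of the endoplasmic reticulum, was at low levels of 1.1 ± 0.285 CPM in *cry1* and 0.338 ± 0.202 in WT (SD, n = 3, edgeR adjusted p = 0.020), and its call was lost without WT 44°C replicate 1 (adjusted p = 0.067), WT 44°C replicate 2 (0.095) or *cry1* 44°C replicate 2 (0.078). Of 17 genes for HSP70 and BiP chaperones, 10 were higher in *cry1* at 44°C, 1 was lower and 6 did not pass (11 and 1 when adjusted over the list alone, camera adjusted p = 9.74e-06, and adjusted p = 0.10 with an estimated correlation). *HSP70-16* stood at 144 ± 3.15 CPM in *cry1* and 97.0 ± 4.38 in WT, a log2 fold change of 0.57 (adjusted p = 7.3e-06), and *Hsp70-2* at 152 ± 21.9 and 90 ± 12.3 (0.75, adjusted p = 0.0010).

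At 22°C, 36 of the 58 *HSPs* were higher in *cry1* mutants, 3 were lower and 19 did not pass (37 and 4 when adjusted over the list alone, which is not independent evidence). Of the 20 *HSFs*, 5 were higher, 1 was lower and 14 did not pass (5 and 1 when adjusted over the list alone). At the same threshold 6730 of all 21626 tested genes were higher and 1576 lower. The share of *HSFs* called higher was thus not above that of all genes. As a list, they did not stand apart (camera adjusted p = 0.894, and 0.93 with an estimated correlation). The higher *HSFs* were *HSFA1A*, *HSFA1B*, *HSFA4A*, *HSFA6A* and *HSFA7A*, at log2 fold changes of 0.54, 0.42, 0.43, 1.09 and 0.39 (edgeR adjusted p = 0.011, 0.0054, 0.0098, 0.011 and 0.0069). These calls were lost for *HSFA1A* without *cry1* 22°C replicate 2 (adjusted p = 0.050), for *HSFA4A* without WT 22°C replicate 3 (0.067), and for *HSFA6A* and *HSFA7A* without WT 22°C replicate 2 (0.064 and 0.052), and *HSFA7A* was also lost in a fit of the 2 compared groups (0.055). The lower one was *HSFA3*, at 0.923 ± 0.200 CPM in *cry1* and 2.03 ± 0.653 in WT (n = 3, adjusted p = 0.0082, and 0.054 without WT 22°C replicate 2). All 7 genes for HSP90 chaperones were higher in *cry1* (7 when adjusted over the list alone, camera adjusted p = 1.97e-04, and adjusted p = 0.061 with an estimated correlation), with *HSP81-2* at 791 ± 69.7 CPM in *cry1* and 488 ± 24.6 in WT (log2 fold change 0.70, adjusted p = 2.1e-06). Among them, *HSP90.1* was lost without WT 22°C replicate 1 (edgeR adjusted p = 0.07) or replicate 3 (0.077). It was also lost in a fit of the compared groups alone (0.087). Of the HSP70 and BiP genes, 15 were higher, none was lower and 2 did not pass (15 and 1 when adjusted over the list alone, camera adjusted p = 2.86e-04, and adjusted p = 0.17 with an estimated correlation). *HSC70-4* (AT3G12580) stood at 193 ± 63.7 CPM in *cry1* and 95.8 ± 13.7 in WT (log2 fold change 1.01, adjusted p = 0.0025, and unadjusted p = 0.061 on untransformed FPKM), and *BIP3* at 2.41 ± 0.857 and 0.350 ± 0.128 (2.74, adjusted p = 1.0e-04). *HSP101* stood at 23.3 ± 5.37 CPM against 14 ± 3.92 (log2 fold change 0.72, adjusted p = 0.0059), a call that was lost with median-ratio scaling (0.47, adjusted p = 0.085), with TMM (0.48, adjusted p = 0.080) and on untransformed FPKM (unadjusted p = 0.076). The chloroplast chaperone genes *CLPC1* and *CLPB3* were lower, at log2 fold changes of -0.43 and -0.41 (adjusted p = 2.3e-04 and 2.6e-04).

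With median-ratio scaling, the median *HSP* at 22°C moved from a log2 fold change of 0.47 to 0.22 and the median *HSF* from 0.30 to 0.05. That scaling left 16 *HSPs* higher and 7 lower, no *HSF* higher and 2 lower at 22°C, with 7 HSP70 and BiP genes higher and 2 lower and 4 HSP90 genes higher, and gave 9 *HSFs* and 38 *HSPs* higher at 44°C, with 1 and 4 lower.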

We performed both Gene Ontology (GO) analysis and Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005; Powers et al., 2018; Reimand et al., 2019; Vocale et al., 2021) of the heat-regulated transcriptome. Both analyses showed significant enrichment of pathways involved in responses to heat stress and oxidative stress (Supplemental Figure 5B–5D; Supplemental Datasets 3 and 4). 

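Heat-response genes rose together in WT seedlings at 44°C. Of 16 genes of heat acclimation, 15 rose, none fell and 1 did not pass (15 when adjusted over the list alone), and the list lay above other genes (camera adjusted p = 1.13e-77, and adjusted p = 1.9e-06 with an estimated correlation). *BAG6*, which encodes a co-chaperone, rose from 7.61 ± 2.69 to 8600 ± 324 CPM (SD, n = 3), a log2 fold change of 10.13 (standard error 0.19, adjusted p = 3.0e-17 from edgeR's quasi-likelihood test). Of 17 small *HSPs*, 16 rose and 1 fell (16 and 1 when adjusted over the list alone, camera adjusted p = 1.77e-112, and adjusted p = 5.4e-05 with an estimated correlation). *HSP17.6C* (AT1G53540), a cytosolic small *HSP* with too few counts at 22°C for a fold change, went from 0.199 ± 0.105 to 4980 ± 362 CPM (adjusted p = 1.3e-23). Among HSP70 and BiP genes 12 rose and 2 fell of 17, among HSP90 genes 5 rose and 1 fell of 7, and among HSP100 and Clp genes 4 rose and 2 fell of 6 (12 and 2, 6 and 1, and 4 and 2 when adjusted over the list alone). Their camera adjusted p-values were 3.87e-25, 5.45e-09 and 1.51e-11, and with an estimated correlation the adjusted p = 0.0015, 0.0039 and 0.0034.

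Genes of the oxidative stress response went both ways. Of 19 tested, 9 rose, 7 fell and 3 did not pass (9 and 7 when adjusted over the list alone, camera adjusted p = 0.00208, and adjusted p = 0.20 with an estimated correlation). *ZAT12*, which encodes a zinc-finger factor of reactive oxygen signalling, rose from 8.70 ± 3.44 to 282 ± 19.8 CPM (n = 3, log2 fold change 5.00, standard error 0.28, adjusted p = 7.7e-08). *APX2*, which encodes a cytosolic ascorbate peroxidase, was near 0 at 22°C (0.0269 CPM) and reached 36.3 ± 2.70 CPM at 44°C. *RBOHD*, which encodes an NADPH oxidase that makes reactive oxygen, fell from 44.7 ± 6.72 to 10.0 ± 0.459 CPM (log2 fold change -2.15, adjusted p = 1.7e-12), and *CSD2*, which encodes the chloroplast copper/zinc superoxide dismutase, had a log2 fold change of -2.04 (adjusted p = 1.3e-09). With median-ratio scaling, 12 of the oxidative stress genes rose and 3 fell.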

Interestingly, many light-responsive genes were also heat responsive (Supplemental Figure 5B–5D; Supplemental Datasets 3 and 4), consistent with an important role for light signaling in the heat-shock response. 

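Of 25 genes of light signalling, 4 rose in WT seedlings at 44°C, 18 fell and 3 did not pass the test (5 and 18 when adjusted over the list alone). *BBX22*, which encodes a B-box activator of photomorphogenesis, rose from 25.2 ± 4.11 to 95.8 ± 4.70 CPM (SD, n = 3), a log2 fold change of 1.92 (standard error 0.11, adjusted p = 3.3e-13 from edgeR's quasi-likelihood test). *PHYA*, which encodes the far-red light receptor phytochrome A, rose from 161 ± 12.5 to 496 ± 40.8 CPM (log2 fold change 1.62, adjusted p = 1.9e-13). *COP1*, which encodes the E3 ubiquitin ligase that acts below the light receptors, fell from 59.3 ± 2.83 to 29.2 ± 2.80 CPM (log2 fold change -1.02, adjusted p = 1.1e-09). The median of all genes lay at -0.86 in this comparison, so the fall of *COP1* was close to that of the typical gene. *HY5*, which encodes a bZIP factor that COP1 targets, stood at 24.6 ± 0.877 and 29.1 ± 5.68 CPM (log2 fold change 0.25, standard error 0.11, adjusted p = 0.053), and it passed without WT 44°C replicate 1 (adjusted p = 0.012) or replicate 3 (0.030) and with median-ratio scaling (log2 fold change 1.06). The light-signalling list did not differ from other genes (camera adjusted p = 0.277, and 0.59 with an estimated correlation).

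Of 22 photosynthesis genes, 20 fell at 44°C, 1 rose and 1 did not pass (20 and 1 when adjusted over the list alone, camera adjusted p = 6.11e-09, and adjusted p = 0.11 with an estimated correlation). *RBCS1B* and *RBCS3B*, which encode small subunits of Rubisco, fell from 2340 ± 152 to 62.8 ± 11.6 CPM and from 7200 ± 414 to 482 ± 51.7 CPM (n = 3, log2 fold changes -5.22 and -3.90, adjusted p = 1.6e-18 and 1.1e-18). The one that rose was *LHCB1.3*, which encodes a chlorophyll-binding antenna protein, from 13800 ± 471 to 18100 ± 1090 CPM (log2 fold change 0.39, adjusted p = 0.0011). These *RBCS* and *LHCB1* genes are close copies, so their single values are uncertain. Of 9 tested genes of flavonoid and anthocyanin synthesis, 8 fell and 1 did not pass (8 when adjusted over the list alone, camera adjusted p = 1.29e-04, and adjusted p = 0.072 with an estimated correlation). *CHS*, which encodes chalcone synthase, the first enzyme of flavonoid synthesis, fell from 239 ± 43.8 to 0.749 ± 0.0857 CPM (log2 fold change -8.30, standard error 0.21, adjusted p = 3.0e-16). With median-ratio scaling, 8 light-signalling genes rose and 13 fell, 5 photosynthesis genes rose and 16 fell, and 1 flavonoid gene rose and 8 fell.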

We defined all the genes regulated by CRY1 under normal (22°C) and heat-stress (44°C) conditions as CRY1-regulated genes (Figure 2B; Supplemental Figure 5A; Supplemental Datasets 5 and 6). 

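At 44°C, 457 genes were higher and 702 were lower in *cry1* mutants than in WT at a fold change of at least 2. The largest rises among genes at high level included *COR15A*, a cold- and dehydration-induced gene whose product protects chloroplast membranes, at 503 ± 145 CPM in *cry1* and 7.77 ± 4.62 in WT (SD, n = 3), a log2 fold change of 5.99 (standard error 0.44, adjusted p = 2.3e-05 from edgeR's quasi-likelihood test). The largest falls included *HB33*, which encodes a homeodomain factor, at 0.535 ± 0.069 CPM in *cry1* and 12.7 ± 0.951 in WT (log2 fold change -4.54, standard error 0.25, adjusted p = 3.5e-10), and *AOX1D*, which encodes an alternative oxidase of mitochondria, at 0.645 ± 0.413 and 9.78 ± 1.11 CPM (-3.91, adjusted p = 1.3e-07).

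At 22°C, 732 genes were higher and 293 were lower in *cry1* mutants. The largest falls included *LEA3*, a stress-induced gene of the late embryogenesis abundant class, at 8.79 ± 0.954 CPM in *cry1* and 122 ± 15.8 in WT (n = 3, log2 fold change -3.79, standard error 0.12, adjusted p = 3.7e-15), and *PEPC1*, at 0.374 ± 0.104 and 6.89 ± 3.55 CPM (-4.19, adjusted p = 1.3e-06). The largest rises included the seed storage protein gene *CRU3*, at 63.0 ± 56.5 CPM in *cry1* and 1.73 ± 1.96 in WT (log2 fold change 5.12, standard error 1.2, adjusted p = 0.011), whose call was lost in a fit of the compared groups alone (adjusted p = 0.071). *HY5* was lower in *cry1* at 22°C, at 18.7 ± 1.04 CPM (log2 fold change -0.39 against WT, adjusted p = 0.0088), and higher at 44°C, at 50.0 ± 2.53 CPM (0.78, adjusted p = 1.8e-05). With median-ratio scaling the split was 629 higher and 497 lower at 44°C, and 318 higher and 514 lower at 22°C. In counts simulated at the depth of these libraries, 64% of genes changed 2-fold and 91% of genes changed 4-fold reached an adjusted p under 0.05 at 44°C. At 22°C 82% and 96% did. The changed genes were drawn only from those above a set mean count, so these shares do not cover the lowest tested genes. With a fitted change of at least 2-fold as well, as for the numbers above, 40% and 91% were called at 44°C and 44% and 96% at 22°C. Only 100 genes were changed at each fold there. In the real data, 1847 genes were higher and 3684 lower at 44°C at the adjusted p alone, and 6730 and 1576 at 22°C. The adjusted p is stricter with so few changed genes, so these shares are not detection rates for the real comparisons.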

Interestingly, only 12% of the CRY1-regulated genes were shared by normal and heat-stress conditions (Figure 2D). 

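Of the 1921 genes called in *cry1* against WT at either temperature, 263 were called at both, which is 13.7% (95% exact binomial interval 12.2% to 15.3%). That interval counts genes as if they were independent, so it does not measure the error between replicates. Of the shared genes, 232 went the same way at both temperatures and 31 went opposite ways. Genes higher in *cry1* shared 172 calls, where 15.5 would be shared by independent lists of these sizes, and genes lower in *cry1* shared 60, against 9.5. *COR15A* was among the shared genes, at 689 ± 98.8 CPM in *cry1* and 151 ± 41.4 in WT at 22°C (SD, n = 3, log2 fold change 2.19, standard error 0.34, edgeR adjusted p = 0.0014). *LHCB1.1*, an antenna gene with close copies, was shared among the lower genes, at 1290 ± 166 CPM in *cry1* and 4080 ± 92.9 in WT at 22°C and at 724 ± 11.4 and 1540 ± 251 CPM at 44°C (log2 fold changes -1.66 and -1.09, adjusted p = 1.5e-09 and 3.9e-07).

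A gene called at one temperature alone need not differ between temperatures. The difference itself was tested as the heat response of *cry1* minus that of WT. Of the genes called at 22°C alone, 264 of 762 passed that test with any fold change, and of those called at 44°C alone, 584 of 896. Over all 21626 tested genes, 826 lay above 0 and 5138 below at that threshold. The share among genes called at 22°C alone was thus not far above that of all genes. *BBX30*, which encodes a microprotein of the B-box family, passed it, at 10.0 ± 0.883 CPM in *cry1* and 19.7 ± 1.57 in WT at 22°C against 50.2 ± 5.13 and 12.0 ± 3.67 at 44°C (n = 3, log2 difference 3.03, adjusted p = 1.4e-07). *HY5* passed it as well (log2 difference 1.17, standard error 0.15, adjusted p = 1.5e-05). Across all tested genes, the 2 sets of log2 fold changes, which share no library, had r = 0.29, and genes are not independent replicates. The shared share was 16.6% with limma on log2(FPKM + 1) and 12.0% on log2(FPKM + 0.01).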

GO analysis revealed that the CRY1-regulated genes specific to normal or heat-stress conditions were enriched in distinct biological processes (Figure 2E and 2F; Supplemental Datasets 7 and 8). Under the normal temperature condition, a number of the most highly enriched terms in the CRY1-regulated genes were associated with light responses, whereas under heat stress, a number were associated with responses to temperatureand other stresses (Figure 2F). These findings are consistent with the hypothesis that CRY1-mediated light signaling regulates plant heat-shock response and thermotolerance.

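At 22°C, genes for photosynthesis and flavonoid synthesis were lower in *cry1* mutants. Of 22 photosynthesis genes, 21 were lower, none was higher and 1 did not pass (21 when adjusted over the list alone, camera adjusted p = 7.45e-36, and adjusted p = 0.018 with an estimated correlation), with *LHCB2.1*, an antenna gene, at 1200 ± 159 CPM in *cry1* and 2510 ± 92.0 in WT (SD, n = 3, log2 fold change -1.06, edgeR adjusted p = 5.2e-07). Of 9 flavonoid genes, 8 were lower and 1 did not pass (8 when adjusted over the list alone, camera adjusted p = 4.51e-26, and adjusted p = 0.0013 with an estimated correlation). *CHS* (chromosome 5, 4488476 to 4490264) stood at 53.0 ± 4.36 CPM in *cry1*, a log2 fold change of -2.17 against WT (standard error 0.12, adjusted p = 2.5e-09), and *FLS1*, which encodes flavonol synthase, at 17.2 ± 1.88 against 71.0 ± 12.1 (-2.05, adjusted p = 5.8e-08). Of 25 light-signalling genes, 11 were lower, 6 were higher and 8 did not pass (11 and 6 when adjusted over the list alone, camera adjusted p = 1.7e-04, and adjusted p = 0.16 with an estimated correlation). *ELIP2*, which encodes a light-stress protein of chloroplasts, was lower, at 3.68 ± 0.588 against 30.9 ± 10.0 CPM (-3.07, adjusted p = 5.9e-06), and *PHYA* and *PIF4*, which encodes a growth-promoting bHLH factor, were higher (1.14 and 0.82, adjusted p = 7.0e-09 and 6.4e-07). Of 17 clock genes, 9 were lower, 5 were higher and 3 did not pass (9 and 5 when adjusted over the list alone, camera adjusted p = 1.98e-05, and adjusted p = 0.16 with an estimated correlation), with the morning gene *CCA1* at 68.1 ± 4.51 CPM in *cry1* and 142 ± 4.72 in WT (-1.06, adjusted p = 1.4e-08). Heat acclimation genes did not stand apart at 22°C, with 6 higher, 1 lower and 9 not passing (6 and 1 when adjusted over the list alone, camera adjusted p = 0.503).

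At 44°C, genes of the response to dehydration, salt and cold were higher in *cry1* mutants, with 14 of 17 higher, none lower and 3 not passing (15 when adjusted over the list alone, camera adjusted p = 7.86e-26, and adjusted p = 0.020 with an estimated correlation). *COR15B*, a close copy of *COR15A* that may share its reads, stood at 321 ± 54.4 CPM in *cry1* and 15 ± 5.54 in WT (n = 3, log2 fold change 4.37, standard error 0.27, adjusted p = 4.5e-06). In the same libraries, 12 genes from a list of seed storage, oleosin and late-embryogenesis genes were tested. Of these, 8 were higher in *cry1* at 44°C and 9 at 22°C, and none was lower. The late-embryogenesis gene *LEA3*, outside that list, was lower at 22°C. At 22°C, 11 of the 17 dehydration, salt and cold genes were higher and 6 did not pass (12 when adjusted over the list alone, camera adjusted p = 9.28e-04, and adjusted p = 0.34 with an estimated correlation). Of 16 heat acclimation genes, 11 were higher at 44°C, none was lower and 5 did not pass (13 when adjusted over the list alone, camera adjusted p = 4.8e-09, and adjusted p = 0.0094 with an estimated correlation). *APX2* stood at 101 ± 12.2 CPM in *cry1* at 44°C (log2 fold change 1.48 over WT, standard error 0.10, adjusted p = 3.5e-09, and 0.18 with limma on log2(FPKM + 0.01)).

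Photosynthesis genes were also lower in *cry1* at 44°C, with 16 lower, 1 higher and 5 not passing (16 and 1 when adjusted over the list alone, camera adjusted p = 3.61e-13, and adjusted p = 0.10 with an estimated correlation). *PETE1*, which encodes a plastocyanin, stood at 26.6 ± 0.648 CPM in *cry1* and 59.7 ± 8.83 in WT (n = 3, log2 fold change -1.17, edgeR adjusted p = 4.2e-07). Of the light-signalling genes, 7 were higher at 44°C, 2 were lower and 16 did not pass (7 and 3 when adjusted over the list alone, camera adjusted p = 5.36e-04, and adjusted p = 0.16 with an estimated correlation). Of the flavonoid genes, 2 were lower and 7 did not pass (2 when adjusted over the list alone, camera adjusted p = 0.264). Of 17 glucosinolate synthesis genes, which make defence compounds, 12 were lower, none was higher and 5 did not pass (12 when adjusted over the list alone, camera adjusted p = 9.74e-06, and adjusted p = 0.20 with an estimated correlation), with the cytochrome P450 gene *CYP83A1* at 1.04 ± 0.448 CPM in *cry1* and 4.43 ± 0.954 in WT (-2.06, adjusted p = 0.0088). With median-ratio scaling, light-signalling genes numbered 3 higher and 17 lower at 22°C and 10 higher and 1 lower at 44°C, 7 dehydration genes were higher at 22°C and 15 at 44°C, clock genes numbered 3 higher and 12 lower at 22°C, and 21 photosynthesis and 8 flavonoid genes were lower at 22°C and 14 and 2 at 44°C.

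**Figure D2:**
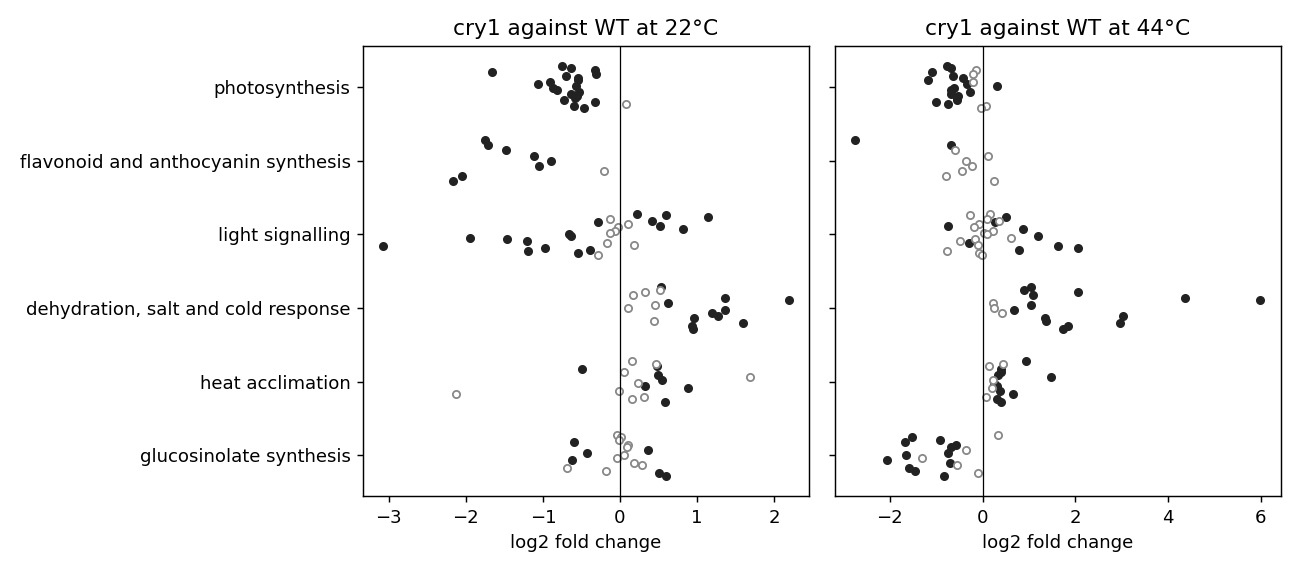
Log2 fold change of each tested member of 6 gene lists in *cry1* against WT at 22°C (left) and 44°C (right), with filled points for members at an adjusted p under 0.05 and open points for the others. Of 17 genes of the dehydration, salt and cold response, 11 were higher at 22°C and 14 at 44°C, and of 22 photosynthesis genes 21 were lower at 22°C and 16 at 44°C.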

**Figure 2:**
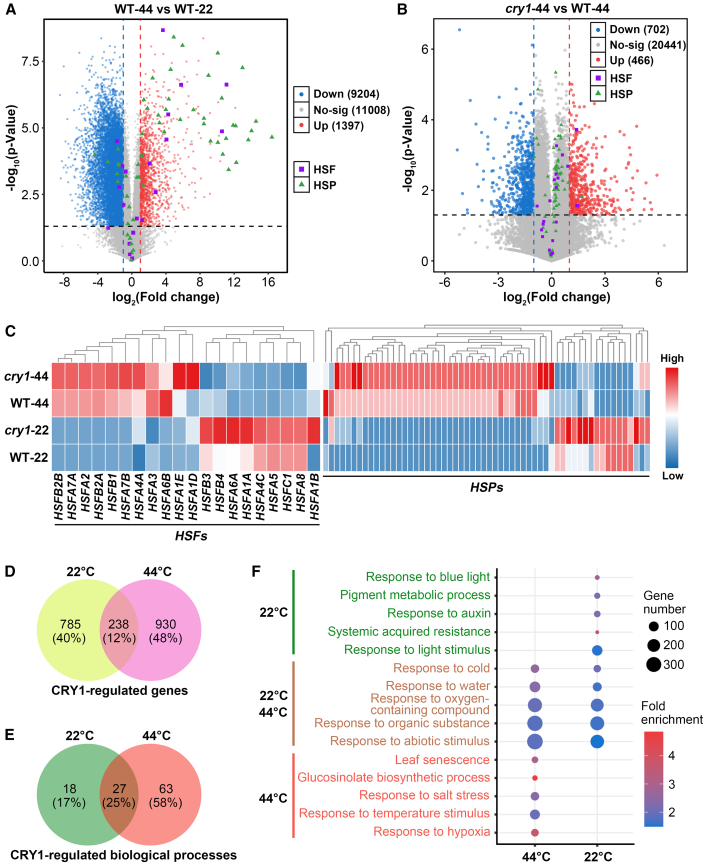
CRY1 regulates the expression of heat-stress-responsive genes. **(A)** Differentially expressed genes in WT plants in response to heat stress. **(B)** CRY1-regulated genes in response to heat stress. In **(A)** and **(B)**, the expression of *HSFs* and *HSPs* is highlighted. Differentially expressed genes are defined as |log_2_(fold change)| ≥ 1, *p* < 0.05. Down, downregulated genes; No-sig, genes with no significant expression change; Up, upregulated genes. **(C)** Heatmaps of RNA-sequencing transcriptome analysis showing the expression of *HSF* or *HSP* genes in both WT and *cry1*. Genes with log_2_(FPKM) values less than −5 in all four samples (considered to be low-expressed genes) have been omitted from the original list. Twenty detected *HSFs* and 58 detected *HSPs* are shown in the heatmaps. **(D)** A Venn diagram depicting the number of CRY1-regulated genes at 22°C or 44°C. Plants were grown on MS plates at 22°C in continuous white light (100 μmol m^−2^ s^−1^) for 4 days and then acclimated in blue light (100 μmol m^−2^ s^−1^) for 1 day before heat shock. RNA-sequencing samples were collected after heat-stress treatment at 44°C for 2 h under blue light (referred to as 44°C) or collected at 22°C under blue light (referred to as 22°C). **(E)** GO analyses showing the number of biological processes regulated by CRY1 at 22°C or 44°C. **(F)** Five representative enriched biological processes that were either co-regulated by CRY1 at both 22°C and 44°C or independently regulated by CRY1 at 22°C or 44°C.

### Heat stress represses the blue-light-dependent phosphorylation of CRY1

We next sought to understand how heat stress affects the CRY1 photoreceptor itself. CRY1 is known to undergo blue-light-dependent oligomerization, phosphorylation, ubiquitination, and degradation (Wang et al., 2016; Liu et al., 2017, 2022; Chen et al., 2021; Miao et al., 2022). We first examined blue-light-dependent CRY1 oligomerization under normal and heat-stress conditions by co-immunoprecipitation (co-IP) using plants co-expressing FGFP-CRY1 (CRY1 fused to a FLAG tag and a green fluorescent protein) and Myc-CRY1 (Liu et al., 2020). Blue-light-specific CRY1 oligomerization was observed under both conditions (Supplemental Figure 6A). CRY1 is distributed in both the nucleus and cytoplasm, and photoactivated nuclear CRY1 is known to oligomerize into photobodies (Liu et al., 2022). We therefore explored the effect of heat shock on blue-light-induced CRY1 photobody formation. Consistent with our co-IP findings in plants (Supplemental Figure 6A), heat shock did not disrupt the formation of nuclear CRY1 photobodies (Supplemental Figure 6B and 6C). It appears that heat stress does not significantly affect the photo-oligomerization or photobody formation activities of the CRY1 photoreceptor.

We then examined the blue-light-dependent phosphorylation of CRY1 in response to heat stress. Consistent with a previous report (Li et al., 2021), the level of phosphorylated CRY1, which exhibits a retarded migration band that can be eliminated by a phosphatase (λ-PPase), was higher at 4°C than at 22°C (Figure 3A; Supplemental Figure 7A and 7B). By contrast, the level of phosphorylated CRY1 decreased in response to 44°C heat-shock treatment (Figure 3A; Supplemental Figure 7C and 7D). Nuclear CRY1 (NLS-CRY1) was also found to dephosphorylate at 44°C and to exhibit enhanced phosphorylation at 4°C under continuous blue light (Figure 3B; Supplemental Figure 7E and 7F). During recovery from heat stress, phosphorylated CRY1 gradually began to reaccumulate (Figure 3C and 3D). Phosphorylated CRY1 increased in both WT and *NLS-CRY1* transgenic plants after heat-treated (44°C) plants were transferred to 22°C for 8 h (Figure 3C and 3D). Consistent with previous reports that phosphorylation is required for CRY1 degradation, the CRY1 protein became more stable during heat-shock treatments. Markedly more NLS-CRY1 protein was detected at 44°C than at 22°C when plants were transferred from darkness to blue light (Supplemental Figure 8). We next assessed the functions of CRY1 phosphorylation in plant thermotolerance. Transgenic plants expressing the non-phosphorylatable CRY1 mutants CRY1-7A or CRY1-10A (Gao et al., 2022) exhibited similar higher-thermotolerance phenotypes compared with the *cry1* mutant plants, whereas transgenic plants expressing the phosphomimetic CRY1 mutants CRY1-7D or CRY1-10D (Gao et al., 2022) were hypersensitive to heat stress in blue light (Figure 3E and 3F; Supplemental Figure 9). These results collectively demonstrate that the blue-light-induced phosphorylation of CRY1 is intrinsic to its activity in the suppression of thermotolerance.

**Figure 3:**
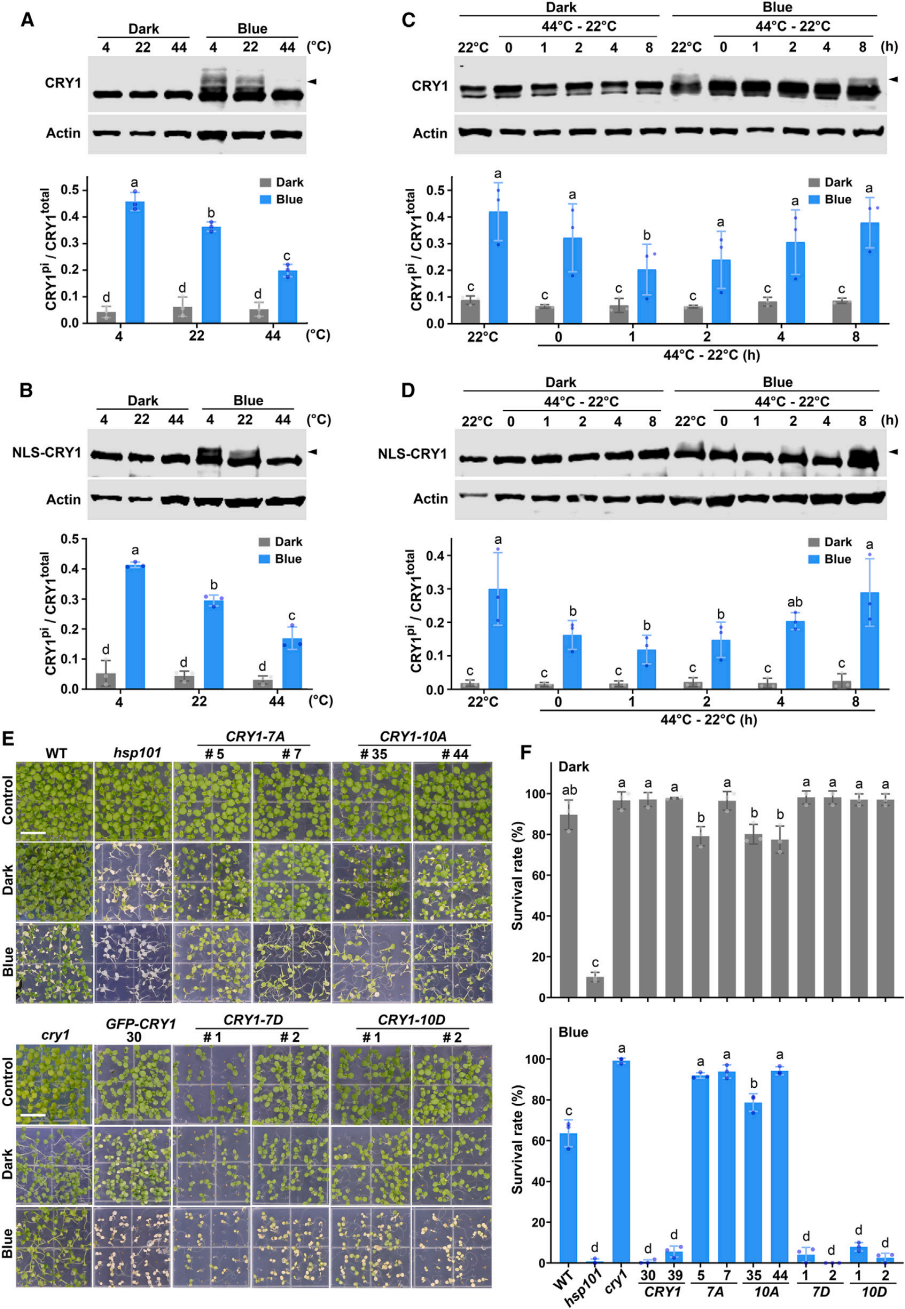
Heat stress represses the blue-light-dependent phosphorylation of CRY1. **(A and B)** Five-day-old wild-type **(A)** or *NLS-GFP-CRY1* overexpression **(B)** seedlings grown at 22°C under constant darkness or blue light (100 μmol m^−2^ s^−1^) were treated at 4°C, 22°C, or 44°C for 4 h under the same light conditions. **(C and D)** Five-day-old wild-type **(C)** or *NLS-GFP-CRY1* overexpression **(D)** seedlings grown under constant darkness or blue light (100 μmol m^−2^ s^−1^) were subjected to a 1-h treatment at 44°C and then recovered at 22°C for the indicated time under the same light conditions. For **(A)–(D)**, the levels of CRY1 and Actin were detected using anti-CRY1 and anti-Actin 2 antibodies, respectively, with Actin serving as the loading control. Arrowheads indicate phosphorylated CRY1. The degree of CRY1 phosphorylation was determined by normalizing the amount of phosphorylated CRY1 to that of total CRY1 (CRY1^pi^/CRY1^total^) and is presented as the mean ± SD (*n* = 3 individual immunoblots). Different letters indicate statistically significant differences between samples under darkness and blue light (two-way ANOVA followed by Sidak’s multiple comparison test, *p* < 0.05). **(E)** Representative thermotolerance phenotypes of the indicated genotypes. The experimental procedures and treatments were the same as those in Figure 1A. Pound signs followed by a number indicate different transgenic lines. Scale bars, 1 cm. **(F)** Quantification of the survival rates of the seedlings in **(E)**. The data are presented as the mean ± SD of three biological replicates, with approximately 50 plants per genotype examined in each biological replicate. Different letters indicate statistically significant differences in survival rates between genotypes (one-way ANOVA followed by Tukey’s multiple comparison test, *p* < 0.05).

We suspected that heat stress might regulate CRY1 phosphorylation by disrupting its interaction with its kinases. We have previously reported that PPKs (PPK1 to PPK4) phosphorylate CRY1 in blue light (Gao et al., 2022). We therefore investigated the direct physical interaction between CRY1 and PPK1 under normal and heat-stress conditions using a bimolecular fluorescence complementation (BiFC) assay and a co-IP assay. Strong BiFC signals resulting from the interaction between PPK1-nYFP and CRY1-cYFP were detected in the nucleus at both 22°C and 44°C in tobacco leaves (Figure 4A). Co-IP assays in human embryo kidney 293T (HEK293T) cells further confirmed a direct interaction between CRY1 and PPKs at both 22°C and 44°C (Figure 4B). PPKs exhibited a higher affinity for non-phosphorylated CRY1 (Figure 4B), as reported previously (Gao et al., 2022). However, despite the interactions between PPKs and CRY1 at both temperatures, almost no slow-migrating phosphorylated CRY1 band was detected at 44°C in the presence of PPKs under blue light (Figure 4B), indicating that PPKs are inactive at phosphorylating CRY1 at high temperatures or that other phosphatases dephosphorylate CRY1 at high temperatures. However, the detailed mechanisms involved require further investigation.

**Figure 4:**
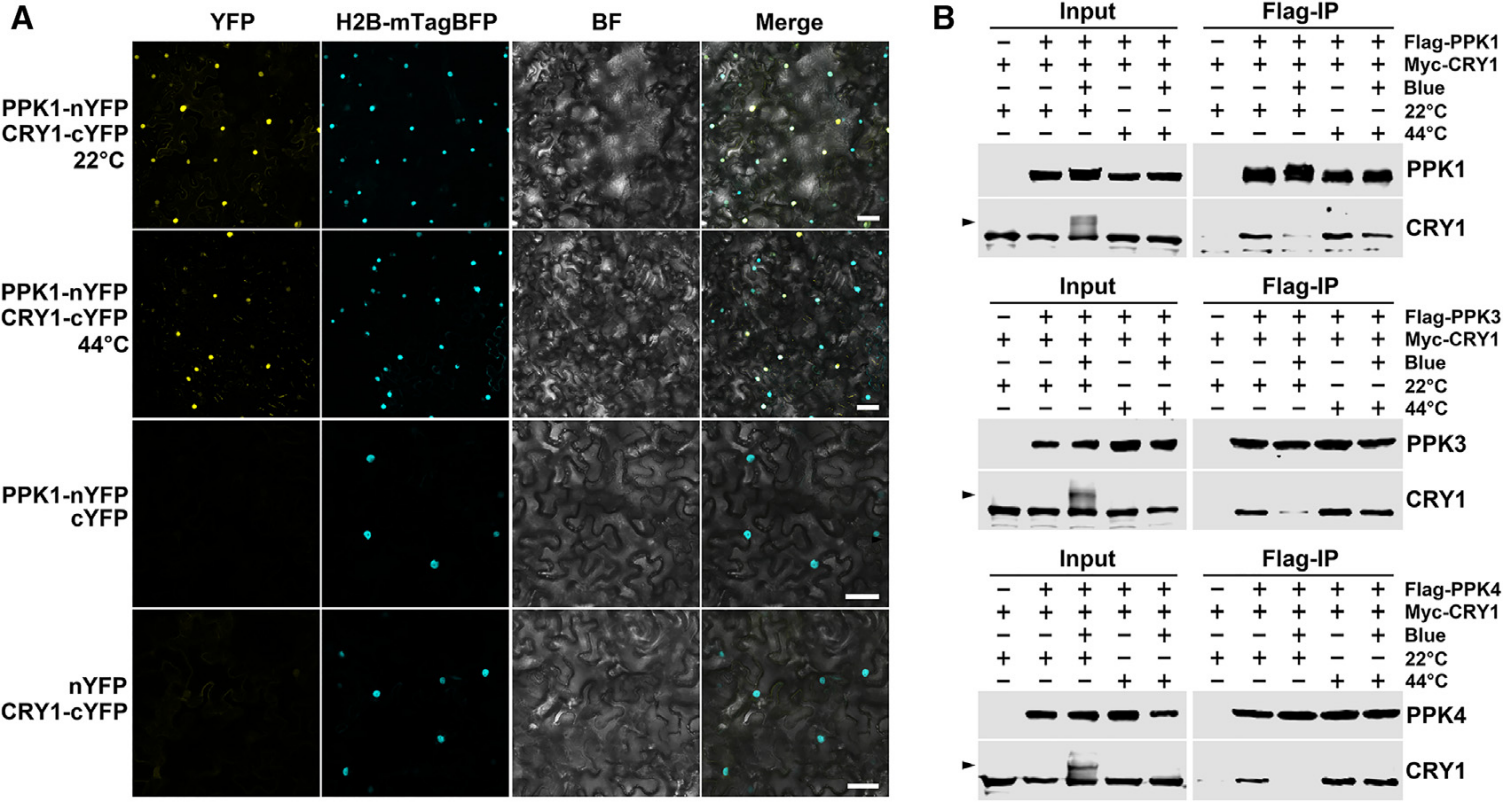
Heat stress does not inhibit the direct interaction between CRY1 and PPKs but may suppress the kinase activity of PPKs. **(A)** Confocal images showing the reconstituted fluorescence of CRY1 and PPK1 in BiFC assays. BiFC transient expression experiments were performed in tobacco by co-injecting *Agrobacterium* strains carrying the indicated nYFP and cYFP pairs, along with H2B-mTagBFP as a nuclear marker. Fluorescence signals were assessed 72 h post-transfection by confocal microscopy. The plants were subjected to treatments at 22°C or 44°C for 1 h prior to imaging. BF, bright field; scale bars, 50 μm. **(B)** Co-IP results demonstrating the interactions between PPKs and CRY1 in HEK293T cells. Cells co-expressing *Myc-CRY1* and *Flag-PPKs* (*PPK1*/*PPK3*/*PPK4*) were kept in the dark (− blue) or exposed to blue light (100 μmol m^−2^ s^−1^, + blue) for 1 h at 22°C or 44°C. Immunoprecipitations were performed using FLAG-conjugated beads. The levels of PPKs and CRY1 were detected using anti-FLAG and anti-CRY1 antibodies, respectively. Arrowheads indicate phosphorylated CRY1.

### Heat stress disrupts the interaction between CRY1 and COP1, leading to excessive degradation of HY5 under heat stress in blue light

Phosphorylation of CRY1 was previously reported to increase its affinity for COP1 (Gao et al., 2022), and the CRY–COP1–HY5 axis, involving CRY-dependent inhibition of COP1 and accumulation of HY5, leads to plant responses to cold and warm ambient temperatures (Catalá et al., 2011; Delker et al., 2014; Toledo-Ortiz et al., 2014; Gangappa and Kumar, 2017; Park et al., 2017; Li et al., 2021; Kim et al., 2022). We postulated that CRY1 might also regulate plant thermotolerance through the CRY–COP1–HY5 axis. To test this hypothesis, we examined the interaction between CRY1 and COP1 at 22°C and 44°C. The BiFC signal resulting from the interaction between COP1-nYFP and CRY1-cYFP was detected at 22°C, but no BiFC signal was detected at 44°C (Figure 5A). Consistent with this finding, the firefly luciferase (LUC) activity between COP1-nLUC and cLUC-CRY1 was reconstituted in a split-LUC complementation assay at 22°C, whereas much less LUC activity was observed at 44°C (Figure 5B and 5C). These results are consistent with the hypothesis that inactivation of CRY1 phosphorylation at 44°C decreases the CRY1–COP1 interaction.

**Figure 5:**
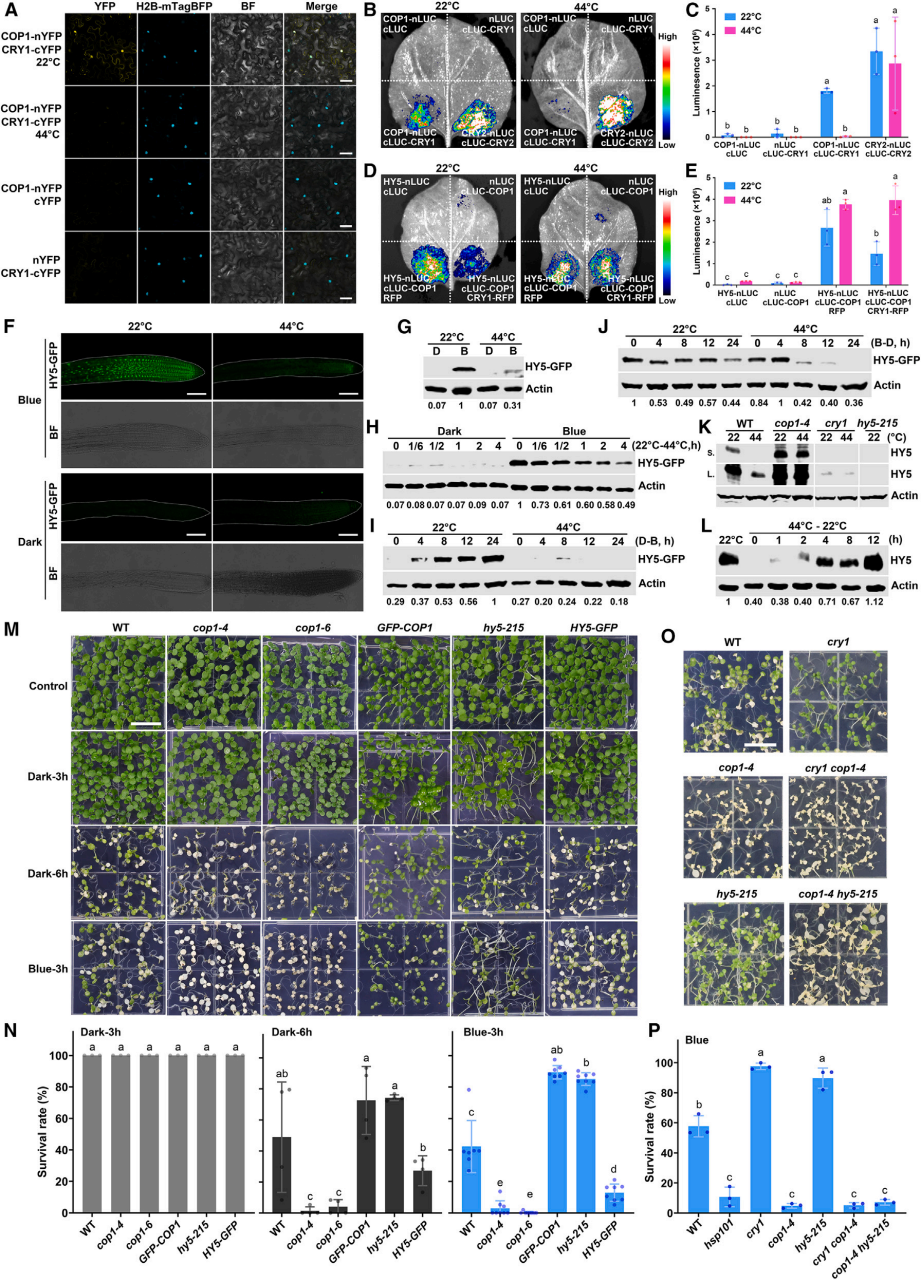
Heat stress disrupts the interaction between CRY1 and COP1, leading to excessive degradation of HY5 in response to heat stress in blue light. **(A and B)** BiFC assays **(A)** and split-LUC assays **(B)** demonstrating disruption of the COP1 and CRY1 interaction by heat stress. The experimental procedures and treatments were the same as those in Figure 3A. Fluorescence signals were assessed 72 h post-transfection using a confocal microscope, and luciferase activities were evaluated using a CCD camera. The plants were subjected to treatments at 22°C or 44°C for 1 h prior to imaging. BF, bright field; scale bars, 50 μm. **(C)** Quantification of the reconstituted luciferase activities shown in **(B)**. The data are presented as the mean ± SD of three independent replicates. Different letters indicate statistically significant differences (*p* < 0.05) determined by one-way ANOVA. **(D)** Split-LUC assays showing the interaction between COP1 and HY5 at 22°C and 44°C. The plants were subjected to treatments at 22°C or 44°C for 1 h prior to imaging. **(E)** Quantification of the reconstituted luciferase activities shown in **(D)**. The data were processed as described in **(C)**. **(F)** Confocal images showing reduced HY5 GFP fluorescence in response to heat stress. Four-day-old *proHY5::HY5-GFP* seedlings were grown in either continuous darkness or blue light (100 μmol m^−2^ s^−1^) at 22°C and then subjected to heat-stress treatment at 44°C for 4 h, followed by fixation in 4% paraformaldehyde before imaging. White dashes outline the roots. Scale bars, 100 μm. **(G)** Immunoblots showing the HY5-GFP protein levels extracted from the seedlings in **(F)**. **(H)** Immunoblots illustrating the degradation of HY5 in response to heat stress. Five-day-old HY5-GFP seedlings, grown under darkness or blue light (100 μmol m^−2^ s^−1^) at 22°C, were subjected to 44°C treatment for the indicated time under the same light conditions. **(I)** Immunoblots showing the inhibition of HY5 accumulation by heat stress in blue light. Five-day-old *HY5-GFP* seedlings, grown in constant darkness at 22°C, were transferred to blue light (100 μmol m^−2^ s^−1^) at 22°C or 44°C for the indicated time. **(J)** Immunoblots showing the accelerated degradation of HY5 under heat stress in the dark. Five-day-old *HY5-GFP* seedlings, grown under blue light (100 μmol m^−2^ s^−1^) at 22°C, were transferred to darkness at 22°C or 44°C for the indicated time. **(K)** Immunoblots showing endogenous HY5 protein levels in the indicated genotypes. Five-day-old seedlings grown at 22°C under blue light were treated at 22°C or 44°C for 4 h in blue light before protein extraction. Proteins from different genotypes were loaded on the same gel and presented in the same blot exposure. S, short exposure; L, long exposure. **(L)** Immunoblots demonstrating the re-accumulation of endogenous HY5 during recovery from heat stress. Five-day-old wild-type seedlings, grown under blue light (100 μmol m^−2^ s^−1^), were treated at 44°C for 4 h and then recovered at 22°C for the indicated time. **(M)** Representative thermotolerance phenotypes of the indicated genotypes are shown. The experimental procedures and treatments were the same as those in Figure 1A, except that the heat stress treatment of the dark-pretreated seedlings was prolonged to 6 h (Dark-6h). Scale bar, 1 cm. **(N)** Quantification of the survival rates of the seedlings in **(M)**. **(O)** Representative thermotolerance phenotypes of the indicated genotypes pretreated in blue light. The experimental procedures were the same as those in Figure 1A. Scale bar, 1 cm. **(P)** Quantification of the survival rates of seedlings in **(O)**. In **(G)–(J)**, the levels of HY5 and Actin were detected using anti-GFP and anti-Actin antibodies, respectively, with Actin serving as the loading control. In **(K)** and **(L)**, the levels of HY5 and Actin were detected using anti-HY5 and anti-Actin antibodies, respectively. In **(G)–(J)** and **(L)**, the relative intensities of HY5 protein are shown below the immunoblots, normalized to the intensities of Actin, and the highest intensity of HY5 on a given blot was set to 1. In **(N)** and **(P)**, the data are presented as the mean ± SD of three biological replicates, with approximately 50 plants per genotype examined in each biological replicate. Different letters indicate statistically significant differences in survival rates between genotypes within each treatment (one-way ANOVA followed by Tukey’s multiple comparison test, *p* < 0.05).

CRYs interact with COP1 via their VP (Val-Pro) motifs to competitively inhibit the interaction between COP1 and its substrates, such as HY5, in blue light (Podolec and Ulm, 2018; Lau et al., 2019; Ponnu et al., 2019). We next investigated whether the decreased interaction between CRY1 and COP1 under heat stress resulted in an enhanced interaction between COP1 and HY5 in response to heat stress. As expected from the above hypothesis, CRY1-RFP inhibited the COP1–HY5 interaction, as indicated by the weakened LUC signal reconstituted by HY5-nLUC and cLUC-COP1 at 22°C but not at 44°C (Figure 5D and 5E). In other words, heat inhibits both CRY1 phosphorylation and CRY1–COP1 interaction, resulting in increased COP1–HY5 interaction in heat.

Because COP1 is the E3 ligase of HY5 (Osterlund et al., 2000), the above findings prompted us to postulate that HY5 protein may undergo excessive degradation under heat stress in the presence of blue light. To test this hypothesis, we first evaluated the fluorescence intensity of HY5-GFP driven by the *HY5* native promoter in response to high temperature. HY5-GFP fluorescence accumulated in blue light at 22°C, but the fluorescence signal of HY5-GFP decreased markedly after heat-stress treatment at 44°C (Figure 5F; Supplemental Figure 10), suggesting the degradation of HY5 protein in response to heat stress. By contrast, almost no HY5-GFP fluorescence was detected in darkness (Figure 5F; Supplemental Figure 10). This result was confirmed by immunoblotting analysis of the proteins extracted from these seedlings. Much less HY5-GFP protein was detected under blue light after heat-stress treatment at 44°C for 4 h (Figure 5G). The level of HY5 protein gradually decreased in response to heat stress under blue light (Figure 5H). We further analyzed the blue-light-dependent high-temperature-regulation of HY5 protein stability and found that heat stress inhibited HY5 protein accumulation in response to blue light (Figure 5I). HY5 exhibited substantial accumulation in response to blue light at 22°C, but its accumulation was markedly reduced at 44°C under the same light condition (Figure 5I). Consistent with this result, heat stress accelerated the degradation of HY5 in response to darkness. As shown in Figure 5J, HY5-GFP underwent considerably faster degradation at 44°C when plants were transitioned from blue light to darkness. To further investigate whether COP1 is responsible for the degradation of HY5 under heat stress, we assessed endogenous HY5 protein levels with an anti-HY5 antibody in WT, *cop1*, *cry1*, and *hy5* mutants under blue light. The *hy5* mutants were used as a negative control. As expected, more endogenous HY5 accumulated in the *cop1* mutants and less in the *cry1 mutants*at 44°C (Figure 5K). We also examined the polyubiquitination of HY5 protein in *cop1* mutants in response to heat stress using tandem ubiquitin binding entity 2 co-IP assays (Hjerpe et al., 2009; Chen et al., 2021; Liu et al., 2022). The polyubiquitination of HY5 protein increased in response to heat shock, but not in *cop1* mutants (Supplemental Figure 11), confirming that COP1 mediates the polyubiquitination and degradation of HY5 under heat stress. Consistent with this finding, levels of endogenous HY5 protein increased markedly during recovery from heat stress in the presence of blue light (Figure 5L). Taken together, these results demonstrate that, under blue light, heat stress plays a crucial role in regulating the stability of HY5 protein.

We next assessed the thermotolerance of *hy5* and *cop1* mutants, along with *GFP-COP1*- and *HY5-GFP*-overexpressing plants. The experimental treatments mirrored those shown in Figure 1, with the addition of a prolonged 6-h heat-stress treatment in darkness (Figure 5M and 5N) and a prolonged 5.5-h heat shock in red light (Supplemental Figure 12A). After 3 h of heat shock in darkness, no distinct thermotolerance phenotypes were observed among the different genotypes (Figure 5M and 5N). However, after 6 h of heat stress in darkness, the *cop1* mutants (*cop1-4* and *cop1-6*) exhibited hypersensitivity to heat stress, whereas the *hy5* mutant, *GFP-COP1*, and *HY5-GFP* plants showed thermotolerance similar to that of the WT (Figure 5M and 5N). By contrast, after 3 h of heat shock in blue light, both *cop1* mutants and *HY5-GFP*-overexpressing plants exhibited hypersensitivity to heat stress, whereas *GFP-COP1* and *hy5* mutants showed insensitivity compared with the WT (Figure 5M and 5N). Consistent with this finding, *cop1* mutants displayed hypersensitivity to heat stress when grown under continuous light, whereas *hy5* mutants showed insensitivity (Supplemental Figure 12). These results further reinforce the hypothesis that blue light suppresses thermotolerance in *Arabidopsis* and that the light signaling component COP1 enhances *Arabidopsis* thermotolerance, whereas HY5 diminishes it.

To explore the genetic interactions among CRY1, COP1, and HY5 in the regulation of plant heat-stress responses, we examined the thermotolerance of the *cry1cop1* and *cop1hy5* double mutants in the blue-light conditions described in Figure 1A. The *cry1cop1* double mutants exhibited heat-sensitive phenotypes similar to those of *cop1* mutants (Figure 5O and 5P). This observation that COP1 acts epistatically to CRY1 in the regulation of plant thermotolerance suggests that COP1 acts downstream of CRY1 to positively regulate plant heat tolerance. However, the *cop1hy5* double mutants also displayed a heat-sensitive phenotype in the presence of blue light, resembling that of the *cop1* single mutants (Figure 5O and 5P). This result indicates that COP1 is epistatic to HY5 with respect to thermotolerance in blue light. These findings imply that, in addition to regulating HY5 proteolysis in response to heat stress, COP1 may also modulate plant thermotolerance in an HY5-independent manner. These findings are consistent with previous studies suggesting that HY5 alone cannot fully explain the regulation of photomorphogenesis by COP1 (Chory, 1992; Ang and Deng, 1994; Gangappa and Kumar, 2017).

Together, our results demonstrate that, under blue-light conditions, heat stress disrupts the interaction between CRY1 and COP1, leading to an intensified interaction between COP1 and HY5 in response to heat stress and thus promoting degradation of HY5 under heat-stress conditions.

### HY5 binds to the promoters of *HSFs* to repress their transcription

HSFs are highly conserved central regulators of plant heat-stress responses, and they play crucial roles in activating heat-shock responses. HY5 was reported to bind to the promoter of *HSFA2* to repress its transcription, thus helping to regulate plant salinity tolerance (Yang et al., 2023). We hypothesized that HY5 might bind to the promoters of *HSFs* to regulate their expression and, consequently, modulate plant thermotolerance under blue light. To test this hypothesis, we analyzed previously published HY5 chromatin immunoprecipitation (ChIP) sequencing data and found that HY5 bound to the promoters of 14 of 21 *HSFs* in *Arabidopsis* (Supplemental Figure 13) (Burko et al., 2020). We observed that HY5 seemed to preferentially bind to the promoters of heat-induced *HSFs*. For example, HY5 associated with the promoters of all 11 *HSFs* whose expression was induced by heat stress, whereas HY5 bound to the promoters of only 2 of 8 *HSFs* whose expression was inhibited by heat stress (Figure 2C; Supplemental Figure 13). 

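Besides *HSFA2*, *HSFA7A* and *HSFA7B*, the *HSFs* that rose in WT seedlings at 44°C were *HSFB1*, *HSFB2B*, *HSFB2A*, *HSFA6B*, *HSFA1E*, *HSFA3* and *HSFA4A*. *HSFB2A*, which encodes a repressor-type HSF, rose from 18.8 to 238 ± 2.62 CPM (SD, n = 3), a log2 fold change of 3.66 (standard error 0.08, adjusted p = 1.1e-19 from edgeR's quasi-likelihood test), and *HSFB2B* had a log2 fold change of 4.07 (adjusted p = 1.8e-19). *HSFA6B*, *HSFA1E*, *HSFA3* and *HSFA4A* had log2 fold changes of 2.82, 2.11, 1.26 and 0.60 (adjusted p = 1.2e-10, 3.3e-13, 3.7e-04 and 2.3e-04). The *HSFs* that fell were *HSFA6A* (log2 fold change -2.65, adjusted p = 4.4e-05), *HSFA5* (-1.72, adjusted p = 3.9e-10), *HSFC1* (-1.47, adjusted p = 3.4e-06), *HSFA4C* (-1.10, adjusted p = 4.9e-07), *HSFA8* (-0.94, adjusted p = 2.7e-04) and *HSFA1A* (-0.70, adjusted p = 0.0012). *HSFA1D*, *HSFA1B*, *HSFB3* and *HSFB4* did not pass, at log2 fold changes of 0.08, 0.17, -0.28 and -0.26 (adjusted p = 0.65, 0.20, 0.67 and 0.40). By sign alone, 12 *HSFs* lay above 0 and 8 below, and 15 and 5 with median-ratio scaling.

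The smaller values depend on the scaling, because the median gene moves with it. With median-ratio scaling, *HSFA1B* and *HSFA1D* passed as higher (log2 fold changes 0.98 and 0.90), *HSFA4C* and *HSFA8* no longer passed (-0.29 and -0.13, adjusted p = 0.083 and 0.57), and *HSFA1A*, *HSFB3* and *HSFB4* turned to 0.11, 0.51 and 0.55 without passing (adjusted p = 0.60, 0.45 and 0.084). *HSFA1D* lay at -0.04 without WT 22°C replicate 1 and at -0.03 without WT 44°C replicate 2, and *HSFB3* at 0.12 without WT 22°C replicate 2. On untransformed FPKM *HSFA6A* did not pass (unadjusted p = 0.057).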

We arbitrarily chose three HY5-binding *HSFs*, *HSFA2*, *HSFA7A*, and *HSFA7B*, and examined their transcriptional regulation by HY5 in plants. We performed a dual-LUC transient expression assay by co-injecting *Agrobacterium* strains containing *proHSFs::LUC* reporter plasmids and either *HY5-GFP* or *GFP* control effector plasmids into *Nicotiana benthamiana* leaves (Supplemental Figure 14A). The results showed that, compared with the GFP control, HY5 suppressed the *proHSFs::LUC* reporter activities at 22°C but not at 44°C (Figure 6A and 6B). Much weaker LUC activity was detected in the reporter groups co-transfected with *HY5-GFP* at 22°C (Figure 6A and 6B). We confirmed that the reduced inhibition of *HSF* reporter activities at 44°C primarily resulted from the degradation of HY5-GFP protein under heat stress. At 44°C, little HY5-GFP protein was detected, whereas the mRNA abundance of *HY5-GFP* remained comparable to that at 22°C (Supplemental Figure 14B and 14C), suggesting that HY5-GFP protein was degraded at 44°C, consistent with the observations in *Arabidopsis* (Figure 5F–5K). HY5 did not inhibit reporter gene activities driven by the *HSFB3* and *HSFB4* promoters, which showed no HY5 binding in the ChIP sequencing data at either 22°C or 44°C (Supplemental Figure 15).

**Figure 6:**
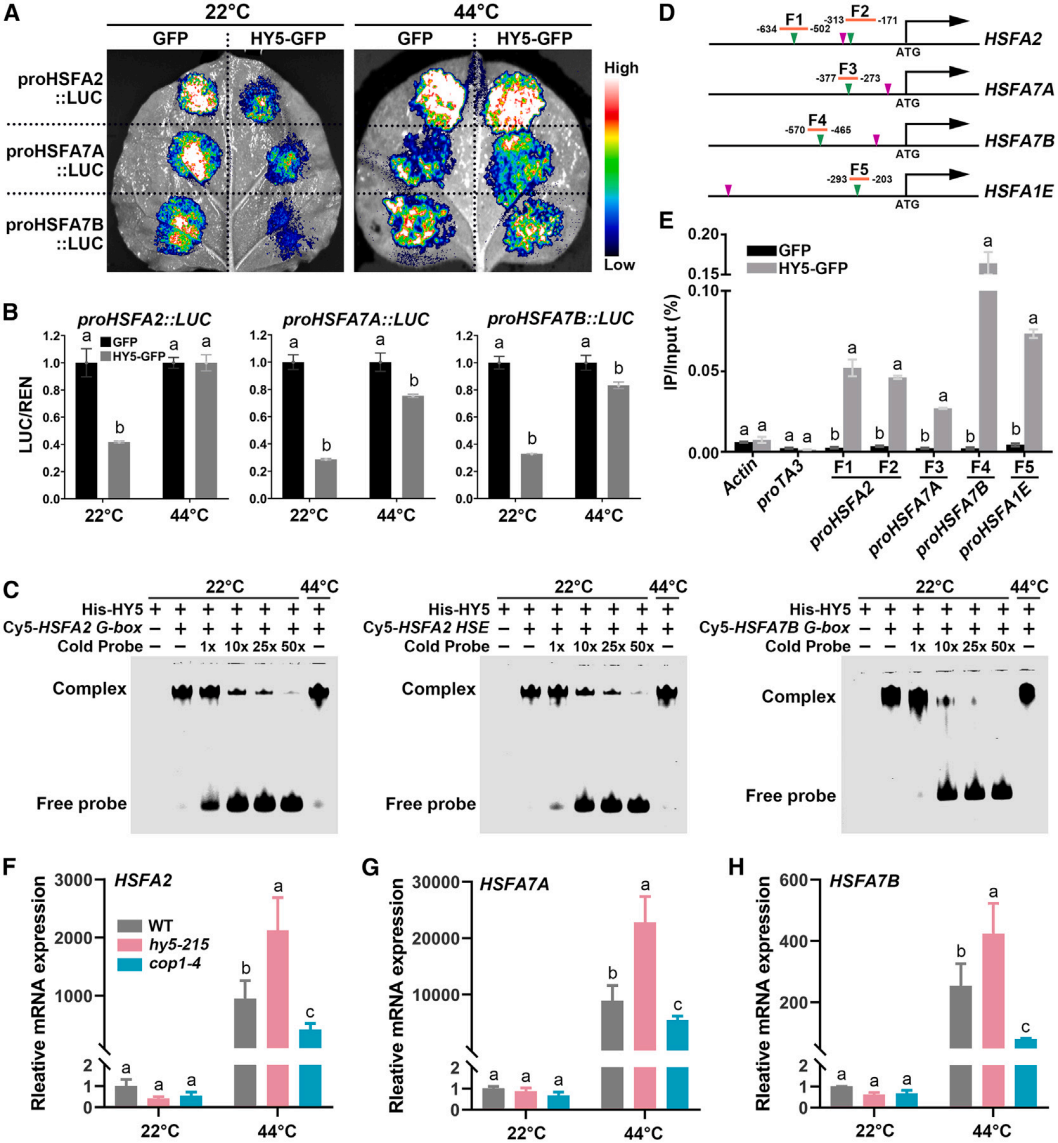
HY5 binds to the promoters of *HSFs* to repress their transcription. **(A)** Dual-LUC assays demonstrating the regulation of *HSF* transcription by HY5. *Agrobacterium* strains harboring effector and reporter plasmids were co-injected into tobacco leaves. Luciferase activities were evaluated using a CCD camera 72 h after transfection. The plants were subjected to treatments at 22°C or 44°C for 1 h before imaging. **(B)** Quantification of the relative *HSF* reporter activities in **(A)**. Relative LUC activities normalized to REN (*Renilla* luciferase) activities (LUC/REN) are shown. The data are presented as the mean ± SD of three independent replicates. The levels of LUC activity co-injected with GFP at 22°C and 44°C were set to 1. Different letters indicate statistically significant differences in LUC/REN between GFP and HY5-GFP samples at 22°C or 44°C (one-way ANOVA followed by Tukey’s multiple comparison test, *p* < 0.05). **(C)** EMSAs showing the binding of HY5 to the promoter DNA probes of *HSFA2* and *HSFA7B*. The promoter DNA probes were labeled with Cy5. Unlabeled promoter DNA probes are shown as cold probes. **(D)** Diagrams depicting the putative promoters of *HSFA2*, *HSFA7A*, *HSFA7B*, and *HSFA1E*. Green triangles indicate the G-box motifs, and purple triangles indicate the HSE motifs. F1, F2, F3, F4, and F5 indicate the fragments analyzed by qPCR in the ChIP assays. **(E)** Representative results of ChIP–qPCR assays showing the association of HY5 with the *HSFA2*, *HSFA7A*, *HSFA7B*, and *HSFA1E* promoters. *proHY5::HY5-GFP* and *pACT2::GFP* seedlings grown in blue light (100 μmol m^−2^ s^−1^) at 22°C for 10 days were harvested for ChIP–qPCR analysis using GFP-trap beads. The positions of F1, F2, F3, F4, and F5 are indicated in **(D)**. *Actin 2* and *TA3* promoters were used as negative controls. The data are shown as the mean ± SD (*n* = 3 technical replicates). Different letters indicate statistically significant differences in each gene between the GFP and HY5-GFP samples (one-way ANOVA followed by Tukey’s multiple comparison test, *p* < 0.05). **(F–H)** RT–qPCR analysis of *HSFA2*, *HSFA7A*, and *HSFA7B* expression in *hy5-215* and *cop1-4* in response to heat stress. The growth conditions were as shown in Figure 1A. Samples were collected after 1 h of heat shock treatment at 44°C or 22°C under blue light. Gene expression levels were normalized to that of *Actin 2*. The relative expression levels of the genes in the WT at 22°C were set to 1. The data are presented as the mean ± SD of three independent replicates. Different letters indicate statistically significant differences between genotypes within each treatment (one-way ANOVA followed by Tukey’s multiple comparison test, *p* < 0.05).

In addition, we examined HY5 binding to some *HSF* promoters using an electrophoretic mobility shift assay (EMSA) and ChIP quantitative PCR (ChIP–qPCR). HY5 bound directly to the G-box motifs in the *HSFA2* and *HSFA7B* promoters and the heat-stress responsive element (HSE) motif in the *HSFA2* promoter *in vitro* at both 22°C and 44°C (Figure 6C). Increasing amounts of unlabeled cold probes significantly reduced the binding of HY5 to Cy5-labeled probes, but heat-stress temperatures did not affect HY5’s DNA-binding activity (Figure 6C). This result suggests that heat stress primarily regulates the protein stability of HY5 rather than its DNA-binding activity. The association of HY5 with *HSF* promoters was also confirmed by ChIP–qPCR in transgenic *HY5-GFP Arabidopsis*. The chromatin regions containing G-box motifs in the *HSFA2*, *HSFA7A*, *HSFA7B*, and *HSFA1E* promoters were highly enriched in the immunoprecipitation products pulled down by the recombinant HY5 protein in transgenic *HY5-GFP* seedlings (Figure 6D and 6E). These results suggest that HY5 can directly bind to the promoters of *HSFs* to modulate their expression.

We next examined the transcript levels of *HSFA2*, *HSFA7A*, and *HSF7B* in blue light at 22°C and 44°C in various mutant backgrounds, including the WT and *hy5* and *cop1* mutants. Quantitative reverse transcriptase PCR results demonstrated that *HSFA2*, *HSFA7A*, and *HSF7B* abundance increased in response to heat shock in the *hy5* mutants but decreased in the *cop1* mutants (Figure 6F–6H), consistent with the observed thermotolerance phenotypes of these mutants (Figure 5M and 5N). These results collectively demonstrate that HY5 binds to the promoters of *HSFs* to repress their transcription under heat stress, thus inhibiting *Arabidopsis* thermotolerance.

## Discussion

In this study, we investigated how blue light and the photoreceptor CRY1 affect heat-shock response and thermotolerance in *Arabidopsis*. On the basis of the experimental results, we hypothesize that CRY1 mediates blue-light suppression of thermotolerance by the CRY1–COP1–HY5 module (Figure 7). According to this hypothesis, COP1 mediates degradation of the HY5 protein in darkness at both normal and high temperatures. In darkness, *HSFs* are highly expressed in response to heat stress. In blue light at normal temperature, CRY1 undergoes blue-light-dependent phosphorylation by PPKs to enhance the CRY1–COP1 interaction, resulting in suppression of COP1 activity, accumulation of HY5, and low expression levels of *HSFs*. However, plants exposed to blue light escape HY5 suppression of *HSF* expression in response to stressful heat-shock temperatures, resulting in increased expression of *HSFs* and thermotolerance. Our results show that the heat inactivation of PPKs and CRY1 phosphorylation can explain, at least in part, the blue-light- and heat-dependent induction of *HSF* expression and thermotolerance. This is because unphosphorylated CRY1 exhibits weaker interaction with COP1, resulting in excessive degradation of HY5 and increased expression of *HSFs* compared with that under blue light at normal temperatures. Our hypothesis appears to reveal an important function of CRY1 as a “safety valve” that can prevent excessive *HSF*expression and excessive stress responses when plants are exposed to light that is usually accompanied by increased but not lethally high temperatures. On the other hand, inhibition of CRY1 activity at lethally high temperatures can “turn off” this safety valve to allow expression of *HSFs* high enough to ensure plant survival at lethally high temperatures. Consistent with the previous discovery of a similar safety valve function of the CRY2–COP1–HY5 module under cold temperatures (Li et al., 2021), our study provides further evidence for the crucial roles of the CRY1–COP1–HY5 module in the light regulation of plant thermotolerance. 

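At 44°C, *HSFA1D* and *HSFB1* were both higher in *cry1* mutants than in WT. *HSFA1D* (AT1G32330, TAIR10 chromosome 1, 11656964 to 11660471), which encodes one of the HSFA1 master activators of the heat-shock response, stood at 16.7 ± 1.66 CPM in *cry1* and 8.95 ± 1.19 in WT (SD, n = 3), a log2 fold change of 0.90 (standard error 0.15, adjusted p = 1.7e-04 from edgeR's quasi-likelihood test). *HSFB1* (AT4G36990, chromosome 4, 17440177 to 17442151), which encodes a repressor of heat-shock genes, stood at 832 ± 53.5 CPM in *cry1* and 640 ± 24.5 in WT, a log2 fold change of 0.38 (standard error 0.08, adjusted p = 0.0016). At 22°C, *HSFA1D* stood at 10.6 ± 1.19 CPM in *cry1* and 8.44 ± 1.57 in WT (log2 fold change 0.33, standard error 0.15, adjusted p = 0.095), and *HSFB1* at 32.5 ± 2.86 and 32.7 ± 3.04 (-0.01, standard error 0.09, adjusted p = 0.93). *HSFB1* itself rose strongly with heat in WT (log2 fold change 4.29, standard error 0.10, adjusted p = 1.2e-19).

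The *HSFA1D* difference at 22°C passed without WT 22°C replicate 2 (adjusted p = 0.040). It also passed with TPM scaling (log2 fold change 0.40, adjusted p = 0.037), and likewise when chaperone genes were left out of that scale (0.40, adjusted p = 0.036). In DESeq2 *HSFB1* was lower in *cry1* at 22°C (log2 fold change -0.26, adjusted p = 0.038). DESeq2 scales by median ratios, which moved the median of all genes there from 0.26 to 0.01, and *HSFB1* moved down with it.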

Importantly, CRY1 not only inhibits the expression of positive regulators of thermotolerance, such as *HSFA1D*, but also suppresses the expression of negative regulators of thermotolerance, such as *HSFB1* (Figure 2C). Therefore, CRY1 may orchestrate the balance between positive and negative regulators of thermotolerance to fine-tune the overall heat-stress response.

**Figure 7:**
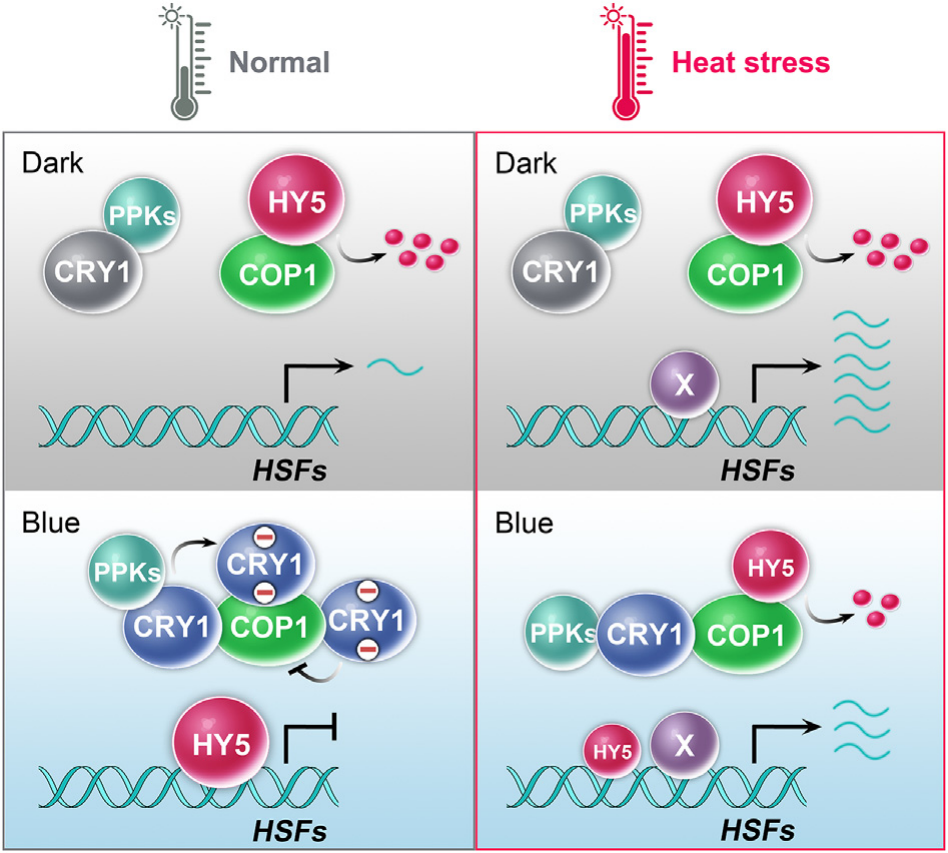
A working model of the CRY1–COP1–HY5 axis regulating plant heat-stress responses. In the dark, COP1 mediates degradation of HY5 protein under both normal and high temperatures. *HSFs* are highly expressed in response to heat stress in the dark. In the presence of blue light at normal temperatures, CRY1 undergoes blue-light-dependent phosphorylation by PPKs. This phosphorylation enhances the CRY1–COP1 interaction, resulting in suppression of COP1 activity and accumulation of HY5. The accumulated HY5 proteins bind to the promoters of *HSFs*, suppressing their transcription under normal temperatures in blue light. When the temperature rises to stressful levels, heat stress inactivates PPKs. As a result, CRY1 phosphorylation is hindered, leading to weakened suppression of COP1 activity. This leads to excessive degradation of HY5 and increased expression of *HSFs* compared with that in blue light at normal temperatures.

In addition to the CRY1–COP1–HY5 module, CRY1 may also regulate plant thermotolerance by other mechanisms. For example, CRY1 may directly interact with HSFs to alter thermotolerance via a mechanism distinct from that reported here (Gao et al., 2023). We noticed that only 12% of the CRY1-regulated genes were shared between normal and heat-stress temperatures under our experimental light conditions, which is consistent with the existence of additional mechanism(s) underlying CRY1-mediated light regulation of thermotolerance.

In the present study, we focused on the effect of CRY1-mediated suppression of thermotolerance. However, our results do not exclude the possibility that CRY2 may participate in the blue-light regulation of thermotolerance under different conditions. Moreover, other photoreceptors, especially phytochromes, are also known to participate in the light regulation of plant thermotolerance (Song et al., 2017; Arico et al., 2019). For example, the red-light receptor phyB is known to act as a temperature sensor, with ambient warm temperatures promoting its inactivation (Jung et al., 2016; Legris et al., 2016). Whether CRYs may act as temperature sensors in the heat-shock response is not clear. In fact, most thermal sensing studies of plant CRYs have been performed under ambient warm temperatures, and thermal sensing under heat stress is not well understood at present. Exploring whether photoreceptors function as thermal sensors in response to heat stress would be an interesting area of future research.

Plant photoresponses and thermotolerance have each been studied extensively, with many aspects of their molecular mechanisms clarified. However, understanding how light response affects thermotolerance in plants poses a more challenging problem that has not been well studied or understood. Given the almost countless light and temperature combinations plants may encounter in nature, researchers have examined the effects of light and photoreceptors on thermotolerance under various conditions, such as different light or photoperiod pretreatments, different acclimation conditions, and different heat-treatment regimens (Song et al., 2017; Arico et al., 2019; Han et al., 2019; Gao et al., 2023). Although these diverse experimental conditions are necessary to explore real-life plant responses, they also make it difficult to directly compare the results from different studies. For example, similar to our findings in this study, light inhibition of thermotolerance has also been reported by others under different experimental conditions (Song et al., 2017; Arico et al., 2019). However, the effects of light or photoreceptors on thermotolerance may vary significantly or even show opposite results under other conditions. For example, in contrast to our results, CRY1 was recently reported to promote thermotolerance (Gao et al., 2023). We do not yet have a satisfactory explanation for these discrepancies, although it is conceivable that they may result from differences in experimental systems. For example, there were some notable differences in experimental conditions between the two studies, including differences in starting materials (etiolated seedlings vs. continuous-light-grown seedlings), pretreatment conditions (1 h vs. 24 h blue light), length of heat treatment (2 h vs. 3 h or longer), and recovery conditions (long-day photoperiod vs. continuous light). These different experimental conditions and results appear to reinforce our intuition that photomorphogenesis, the duration of light or heat exposure, the circadian clock, and photoperiod all significantly affect thermotolerance. This underscores the necessity for additional studies to better understand how light regulates thermotolerance in plants.

## Methods

### Plant materials and growth conditions

The *GFP-CRY1/cry1cry2rdr6*, *NLS-GFP-CRY1/cry1cry2rdr6*, *CRY1-7A/cry1cry2rdr6*, *CRY1-10A/cry1cry2rdr6*, *CRY1-7D/cry1cry2rdr6*, *CRY1-10D/cry1cry2rdr6*, *GFP-CRY1/4myc-CRY1*, and *4myc-CRY1/cry1cry2rdr6* transgenic lines have been described previously (Gao et al., 2022; Liu et al., 2022). To prepare transgenic overexpression lines, *proHY5::HY5-Flag-GFP* and *pACT2::HY5-Flag-GFP* were introduced into *rdr6-11* (Peragine et al., 2004).

For routine maintenance, *Arabidopsis* was grown under long-day conditions (16 h light/8 h dark) at 22°C. All seedlings were grown on Murashige and Skoog (MS) medium with 1% sucrose.

### Plasmid construction

All plasmid constructs in this study were generated using the In-Fusion Cloning method. *pFGFP* binary vectors, as described previously (Liu et al., 2022), were used for the creation of transgenic overexpression lines. The coding sequence regions of *HY5* and the 756-bp *HY5* promoter (*proHY5*), including the 5′ untranslated region, were seamlessly connected and cloned into the SacI/SpeI-digested *pFGFP* vector to generate the *proHY5::HY5-Flag-GFP* construct. The *HY5* coding sequence was cloned into the SpeI-digested *pFGFP* vector to generate the *pACT2::HY5-Flag-GFP* construct. Split-LUC constructs were created using nLUC and cLUC vectors as described previously (Chen et al., 2021). The coding sequences of *COP1* or *HY5* were fused to nLUC, and the coding sequences of *COP1* or *CRY1* were fused to cLUC. The BiFC constructs were created using the dual-transgenic BiFC vector *pDTQ27*, which is derived from the previously published *pDT1* vector (He et al., 2016). This vector enables the simultaneous expression of two BiFC proteins within a single vector. In these constructs, PPK1 or COP1 were fused with the N-terminal half of yellow fluorescent protein (nYFP), and CRY1 was fused with the C-terminal half of yellow fluorescent protein (cYFP). In the dual-LUC assay, the following promoter regions were fused to the firefly LUC gene in the *pGreenII 0800-LUC* plasmid (Hellens et al., 2005): a 1.5-kb promoter region from *HSFA2*, a 1-kb promoter region from *HSFA7A*, or a 1-kb promoter region from *HSFA7B*.

### Thermotolerance assay

In our study, the initial growth condition of the seedlings is referred to as the basal growth condition. After growing in the basal growth condition for 4–5 days at 22°C, seedlings were pretreated under different light conditions for 1 day at 22°C. Subsequently, the seedlings were subjected to heat-shock treatment at 44°C for the indicated times under the same light conditions as the pretreatment. After the heat shock, the seedlings were allowed to recover at 22°C for 5 days under continuous-light conditions. The survival rate, defined as the percentage of healthy seedlings, was calculated at the end of the recovery period. Surviving seedlings were defined as those that continued to grow normally (greenish) after heat shock, whereas dead seedlings were those that failed to grow normally (yellowish or whitish) after heat shock. The intensities of light used in the thermotolerance assays were as follows: blue light, 100 μmol m^−2^ s^−1^ or 1 μmol m^−2^ s^−1^; red light, 100 μmol m^−2^ s^−1^; and white light, 100 μmol m^−2^ s^−1^. Seedlings of different genotypes were assayed for thermotolerance on both the same Petri dish and different Petri dishes to avoid experimental bias. At least three independent biological repeats were performed for each thermotolerance assay shown in the main figures.

### RNA sequencing and data processing

Samples were prepared for RNA sequencing from seedlings pre-grown at 22°C in continuous white light (100 μmol m^−2^ s^−1^) for 4 days and then pretreated with blue light for 1 day, followed by a heat-stress treatment at 44°C for 2 h (referred to as 44°C) or without a heat treatment (referred to as 22°C). Total RNA samples from three independent biological replicates were subjected to rRNA-depleted RNA sequencing at Berry Genomics (http://www.berrygenomics.com/). The sequencing reads were adaptor trimmed and quality filtered with Trimmomatic (v.0.39) (Bolger et al., 2014), followed by alignment and quantification using RSEM (v.1.3.1) (Li and Dewey, 2011) with default parameters. The *Arabidopsis* genome sequence from TAIR (version 10) served as the reference genome. Values of fragments per kilobase of transcripts per million mapped reads (FPKM) were obtained through the RSEM analysis. Genes with a log_2_(FPKM) value greater than −5 were considered to be expressed genes. Statistical analysis of differentially expressed genes was performed with a *p*-value threshold of <0.05 and an FPKM fold-change cutoff of ±2. GO enrichment analysis was performed in RStudio using the enrichplot R package. GSEA was performed using the R packages cluster Profiler, enrichplot, org.At.tair.db, and DOSE (Subramanian et al., 2005; Reimand et al., 2019; Wu et al., 2021). Gene sets identified by GSEA were required to meet specific criteria, including an absolute value of normalized enrichment score greater than 1 and an adjusted *p*-value less than 0.05. For data visualization, Venn diagrams and heatmaps were constructed using TBtools (Chen et al., 2020), and additional data visualization was performed using R-Studio.

### Transient expression in tobacco

The transient expression assays in tobacco were performed following a previously described protocol with some modifications (Zhang et al., 2020). For tobacco infiltration, each assay involved at least three independent plants, with two or three leaves infiltrated per plant. The infiltrated tobacco was subjected to a temperature treatment, being incubated at 44°C for 1 h for further analysis.

For split-LUC assays, 1 mM D-luciferin with 0.01% TritonX-100 was sprayed onto the leaves prior to analysis. The leaves were then kept in the dark for 10 min before signal detection using a Tanon 5200 instrument. Luminescence intensity was quantified using ImageJ. For dual-LUC assays, luminescence was quantified using the Dual-Luciferase Reporter Assay System (cat. no. E1960, Promega).

### Co-IP and Pi assay in HEK293T cells

The HEK293T cell experiments were performed following established procedures with some minor adjustments (Chen et al., 2021). Plasmid DNA (5 μg) was mixed with 15 μl of Polyethylenimine Linear MW40000 (1 mg/ml) (cat. no. 40816ES03, Yeasen) in 300 μl of Opti-MEM medium. The mixture was vortexed and incubated at room temperature for 15 min before being applied to the cells. Cells were typically harvested 36–48 h after transfection. The co-IP experiments using HEK293T samples were performed in accordance with previously described methods (Chen et al., 2021).

### EMSAs

EMSAs were performed using Cy5-labeled probes as described previously, with minor modifications (Yang et al., 2023). The sequences of the DNA probes were as follows: *HSFA2 G-box*, GTCTTGTCGCCACGTGCTCACATAAA; *HSFA2 HSE*, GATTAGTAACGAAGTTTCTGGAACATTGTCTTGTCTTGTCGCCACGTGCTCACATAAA; and *HSFA7A G-box*, TTACCTTTTGTGACGTGTTAACTTA. Purified His-HY5 proteins were incubated with DNA probes at 25°C or 44°C for 30 min. Signals were assayed with an Odyssey CLx infrared imaging system (Li-Cor Biosciences).

### ChIP assays

ChIP assays were performed as described previously (Yang et al., 2023). About 2 g of *proHY5::HY5-GFP* and control *pACT2::GFP* seedlings grown in blue light (100 μmol m^−2^ s^−1^) at 22°C for 10 days were harvested for each ChIP–qPCR analysis using GFP-trap beads.

### Protein extraction and immunoblotting

Protein extraction, immunoblotting, and intensity quantification were performed as described previously (Chen et al., 2021). The primary and secondary antibodies used in this study were as reported previously (Liu et al., 2022), except for anti-Actin (1:2000, code M20009M, Abmart), anti-HY5 (1:1000, gift from Dr. Jigang Li; cat. no. PHY1908, PHYTOAB), and anti-PPK1 (1:800, homemade).

### Accession numbers

The accession numbers of genes mentioned in this study are as follows: *CRY1*, AT4G08920; *COP1*, AT2G32950; *HY5*, AT5G11260; *PPK1*, AT1G77720; *PPK3*, AT3903940; *PPK4*, AT2G25760; *HSFA2*, AT2G26150; *HSFA7A*, AT3G51910; and *HSFA7B*, AT3G63350.

The mutant plants used in this study were as follows: *cry1-304* (Mockler et al., 1999), *cop1-4* (McNellis et al., 1994), *cop1-6* (McNellis et al., 1994), *hy5-215* (Oyama et al., 1997), *hsp101* (Tong et al., 2022), *cop1-4hy5-215* (gift from Dr. Jigang Li), and *cry1cop1-4* (genetic cross performed in this study).

### Statistical analysis

One-way ANOVA followed by Tukey’s multiple comparison test or two-way ANOVA followed by Sidak’s multiple comparison test were used for statistical analysis in GraphPad Prism 8 software.

## Data availability

The data and materials from this study are available from the corresponding author upon reasonable request. Sequencing data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (GEO: GSE254813).

## Funding

This work is supported by the National Key Research and Development Program of China (2020YFA0509700), the Natural Science Foundation of Fujian Province (2024J011015 and 2023J01485), the National Natural Science Foundation of China (32472070), and the Natural Science Foundation of Guangdong Province (2022A1515011002).

## Acknowledgments

We thank Dr. Chentao Lin for discussions, Dr. Jigang Li for providing the endogenous HY5 antibody and *cop1-4hy5-215* double mutants, and Dr. Weiqiang Qian for sharing the *hsp101* mutants. No conflict of interest is declared.

## Author contributions

S.L. and Qin Wang conceived and designed the experiments; S.L., Qiongli Wang, M.Z., Y.W., and M.Y. performed the experiments; J.Z. and G.L. performed bioinformatics analysis; S.L. and Qin Wang wrote the paper; J.Z. and Qiongli Wang reviewed and edited the paper.

## Supplemental information

Document S2. Dataset S1–S8

Document S3. Article plus supplemental information

# Supplementary material for: The CRY1–COP1–HY5 axis mediates blue-light regulation of Arabidopsis thermotolerance
**Source:** Plant Commun. 2025 Jan 29;6(4):101264. doi: 10.1016/j.xplc.2025.101264
**Supplement:** Document S1. Figures S1–S15

Plant Communications, Volume 6

Supplemental information

The CRY1–COP1–HY5 axis mediates blue-light regulation of *Arabidopsis* thermotolerance

Siyuan Liu, Qiongli Wang, Ming Zhong, Guifang Lin, Meiling Ye, Youren Wang, Jing Zhang, and Qin Wang

Supplemental Information

Article title: **The CRY1-COP1-HY5 axis mediates blue-light regulation of Arabidopsis thermotolerance**

Authors: Siyuan Liu, Qiongli Wang, Ming Zhong, Guifang Lin, Meiling Ye, Youren Wang, Jing Zhang, Qin Wang

Supplemental Figure 1. The blue-light fluence-dependent inhibition of Arabidopsis thermotolerance.

Supplemental Figure 2. CRY1 mediates blue-light suppression of Arabidopsis thermotolerance independently of the basal growth light conditions and seedling architecture.

Supplemental Figure 3. CRY1 mediates blue-light suppression of Arabidopsis thermotolerance.

Supplemental Figure 4. Summary of RNA-seq reads across samples.

Supplemental Figure 5. CRY1 regulates both light-signaling pathways and heat stress response pathways.

Supplemental Figure 6. Heat stress does not affect the photoactivation of CRY1.

Supplemental Figure 7. Heat stress inhibits the phosphorylation of CRY1.

Supplemental Figure 8. Heat stress inhibits the blue light-dependent degradation of CRY1.

Supplemental Figure 9. The thermotolerance phenotypes of CRY1 phospho-mutants in continuous blue light and red light.

Supplemental Figure 10. Confocal images displaying the reduced HY5 GFP fluorescence in response to heat stress in cotyledon.

Supplemental Figure 11. COP1 is responsible for HY5 ubiquitination under heat stress.

Supplemental Figure 12. The thermotolerance phenotypes of *cop1* and *hy5* mutants under continuous light conditions.

Supplemental Figure 13. Snapshots displaying the binding of HY5 to the promoters of *HSF* genes.

Supplemental Figure 14. The expression of HY5-GFP in tobacco transient experiments in Figure 6.

Supplemental Figure 15. HY5 does not regulate the expression of *HSFB3* and *HSFB4*.

The following Datasets are available in a separate excel file:

Supplemental Dataset 1. Heat-upregulated genes in WT (WT-44 vs WT-22).

Supplemental Dataset 2. The expression of *HSF* and *HSP* genes in WT and *cry1* at 22°C and 44°C.

Supplemental Dataset 3. GO enrichment analysis of the heat-upregulated genes in WT.

Supplemental Dataset 4. GSEA analysis of gene sets in response to heat in WT.

Supplemental Dataset 5. CRY1-regulated genes at 22°C (*cry1*-22 vs WT-22).

Supplemental Dataset 6. CRY1-regulated genes at 44°C (*cry1*-44 vs WT-44).

Supplemental Dataset 7. CRY1-regulated biological processes at 22°C (*cry1*-22 vs WT-22).

Supplemental Dataset 8. CRY1-regulated biological processes at 44°C (*cry1*-44 vs WT-44).

Supplemental Figure 1

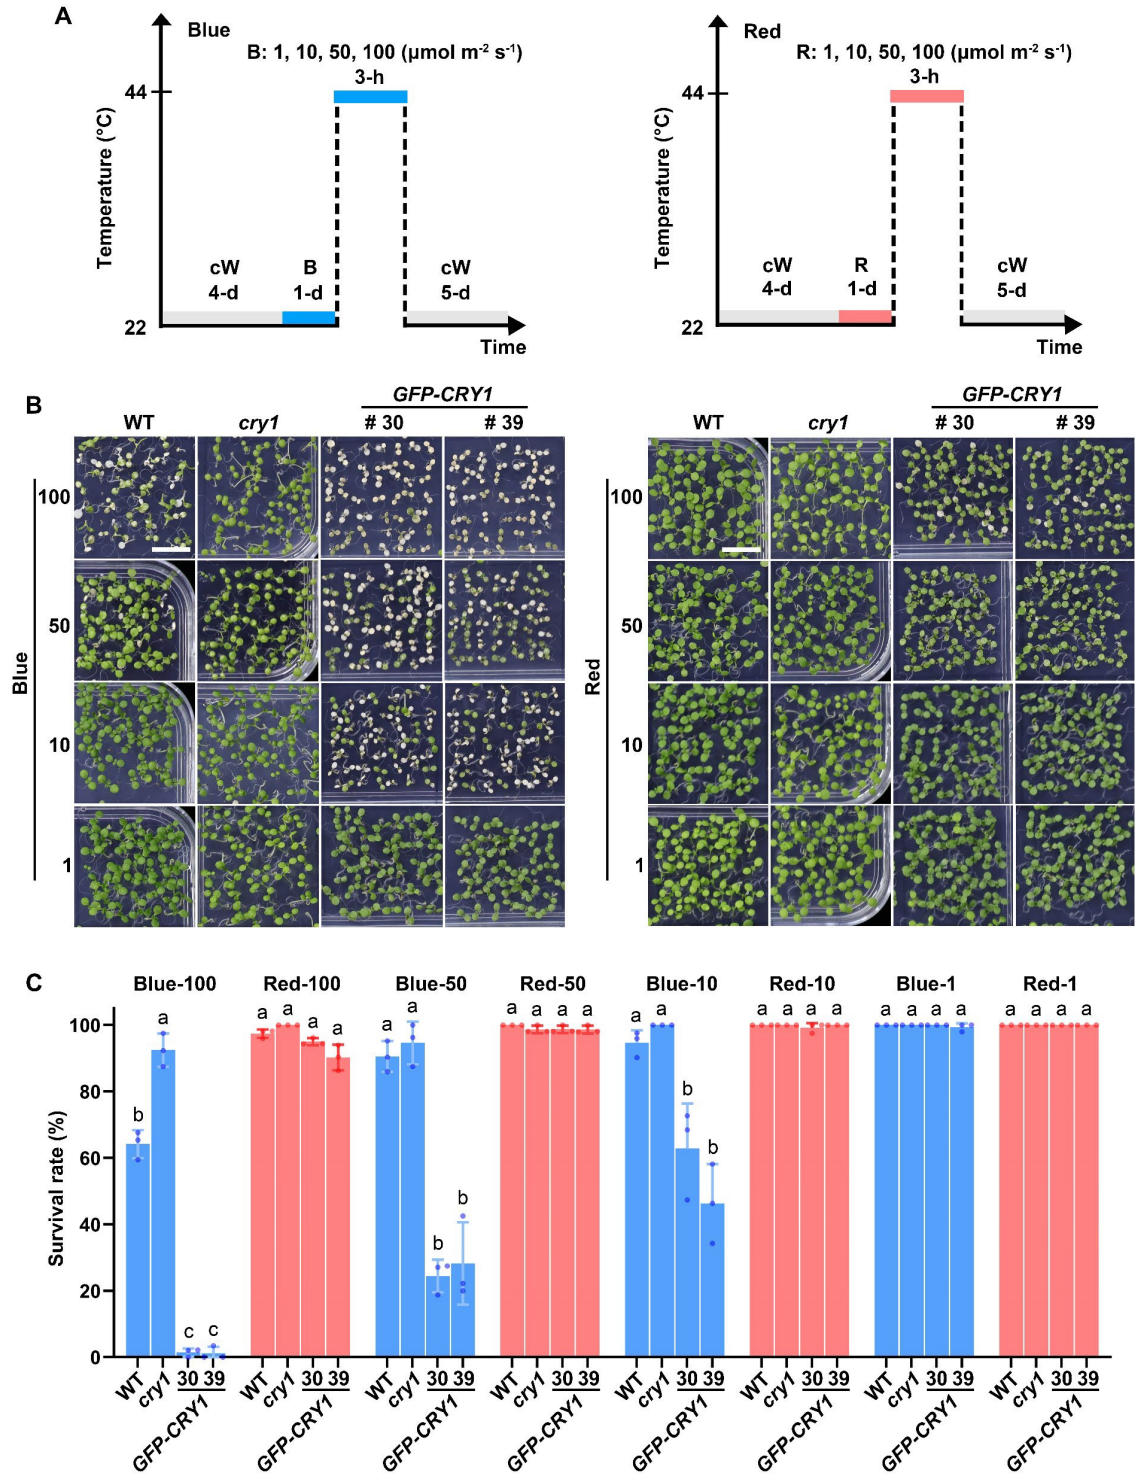

Supplemental Figure 1. The blue-light fluence-dependent inhibition of *Arabidopsis* thermotolerance.

(A) Representative charts showing heat stress experimental conditions. Plants were initially grown on MS plates at 22°C in continuous white light (cW, 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$) for 4 days. Subsequently, they were pretreated with different fluences of blue light (B, 1, 10, 50, 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$), red light (R, 1, 10, 50, 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$) for 1 day at 22°C before subjecting to heat stress treatment at 44°C for 3 hours. Following the heat stress treatment, seedlings were allowed to recover for 5 days at 22°C under continuous white light (100 $\mu\text{mol m}^{-2} \text{s}^{-1}$).

(B) Representative thermotolerance phenotypes of the indicated genotypes are displayed. Scale bar, 1 cm.

(C) Quantification of the survival rates of seedlings in (B). Different letters indicate statistically significant differences of survival rates between genotypes within each treatment (one-way ANOVA followed by Tukey's multiple comparisons test, $p < 0.05$).

Supplemental Figure 2

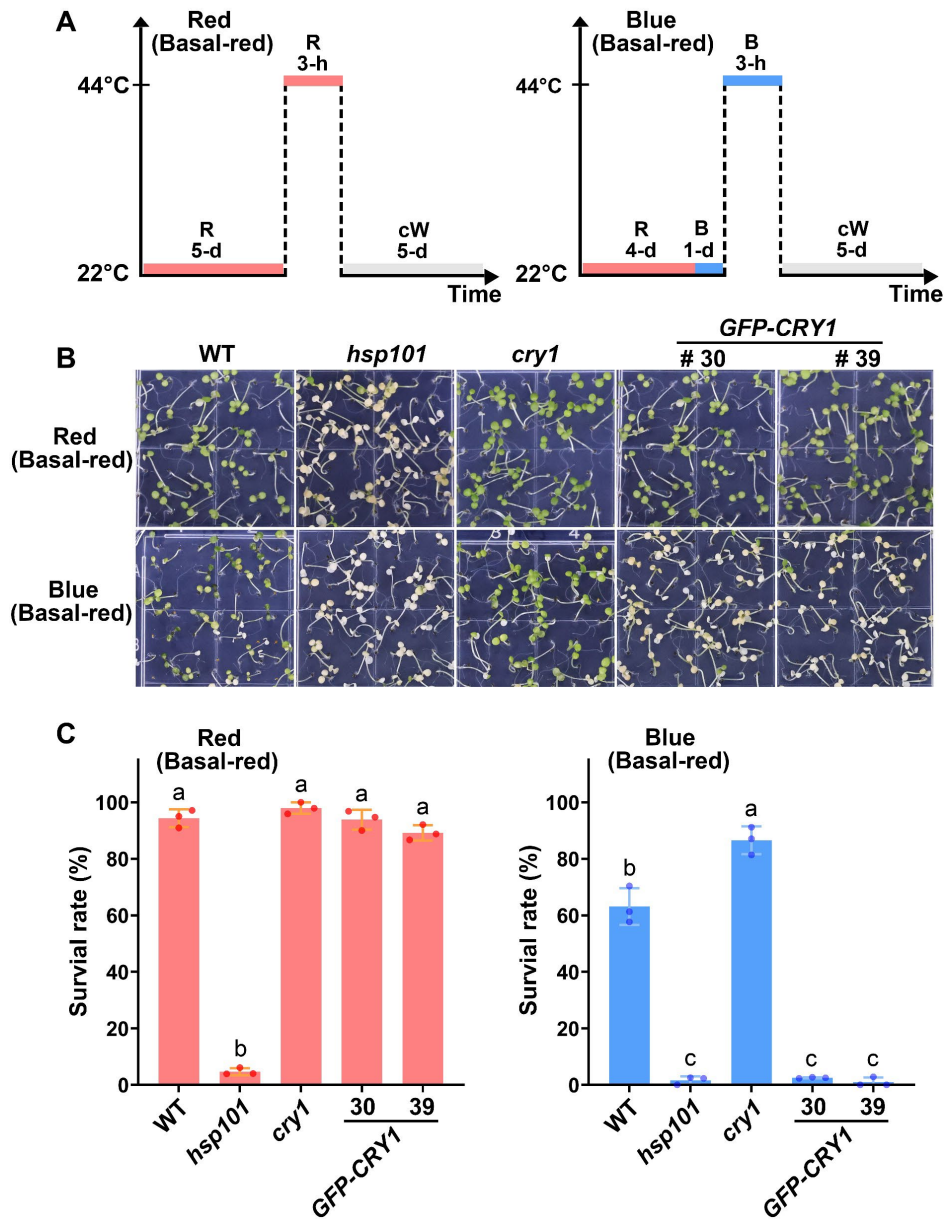

Supplemental Figure 2. CRY1 mediates blue-light suppression of Arabidopsis thermotolerance independently of the basal growth light conditions and seedling architecture.

(A) Representative charts showing heat stress treatment conditions. Plants were initially grown on MS plates at 22°C in red light (Basal-red, 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$) for 4 days. Subsequently, they were kept in red light or pretreated in blue light (B, 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$) for 1 day before subjecting to heat stress treatment at 44°C for 3 hours. Following the heat stress treatment, seedlings were allowed to recover for 5 days at 22°C under continuous white light.

(B) Representative thermotolerance phenotypes of the indicated genotypes are displayed.

(C) Quantification of the survival rates of seedlings in (B). The data are presented as the mean $\pm$ SD of three biological replicates, with approximately 50 plants per genotype examined in each biological replicate. Different letters indicate statistically significant differences of survival rates between genotypes (one-way ANOVA followed by Tukey's multiple comparisons test, $p < 0.05$).

Supplemental Figure 3

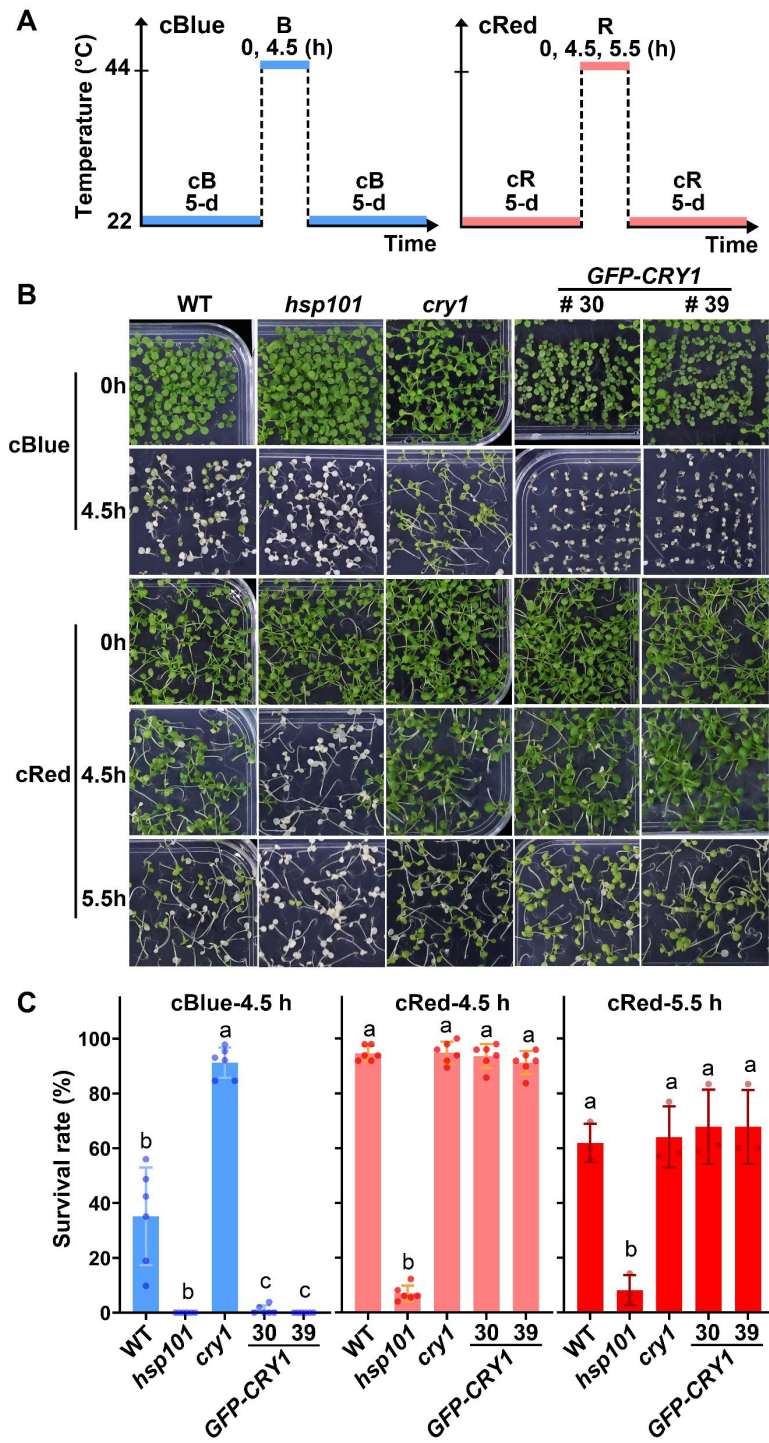

Supplemental Figure 3. CRY1 mediates blue-light suppression of Arabidopsis thermotolerance.

(A) Representative charts showing heat stress treatment conditions. Plants were initially grown on MS plates at 22°C under continuous blue light (cB, 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$) or continuous red light (cR, 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$) for 5 days. Subsequently, they were subjected to a heat stress treatment at 44°C for 0, 4.5, or 5.5 hours at day-5, followed by a recovery period of 5 days at 22°C under respective growth light conditions.

(B) Representative thermotolerance phenotypes of the indicated genotypes are displayed.

(C) Quantification of the survival rates of seedlings in (B). The data are presented as the mean $\pm$ SD of at least three biological replicates, with approximately 50 plants per genotype examined in each biological replicate. Different letters indicate statistically significant differences of survival rates between genotypes within each treatment (one-way ANOVA followed by Tukey's multiple comparisons test, $p < 0.05$).

Supplemental Figure 4

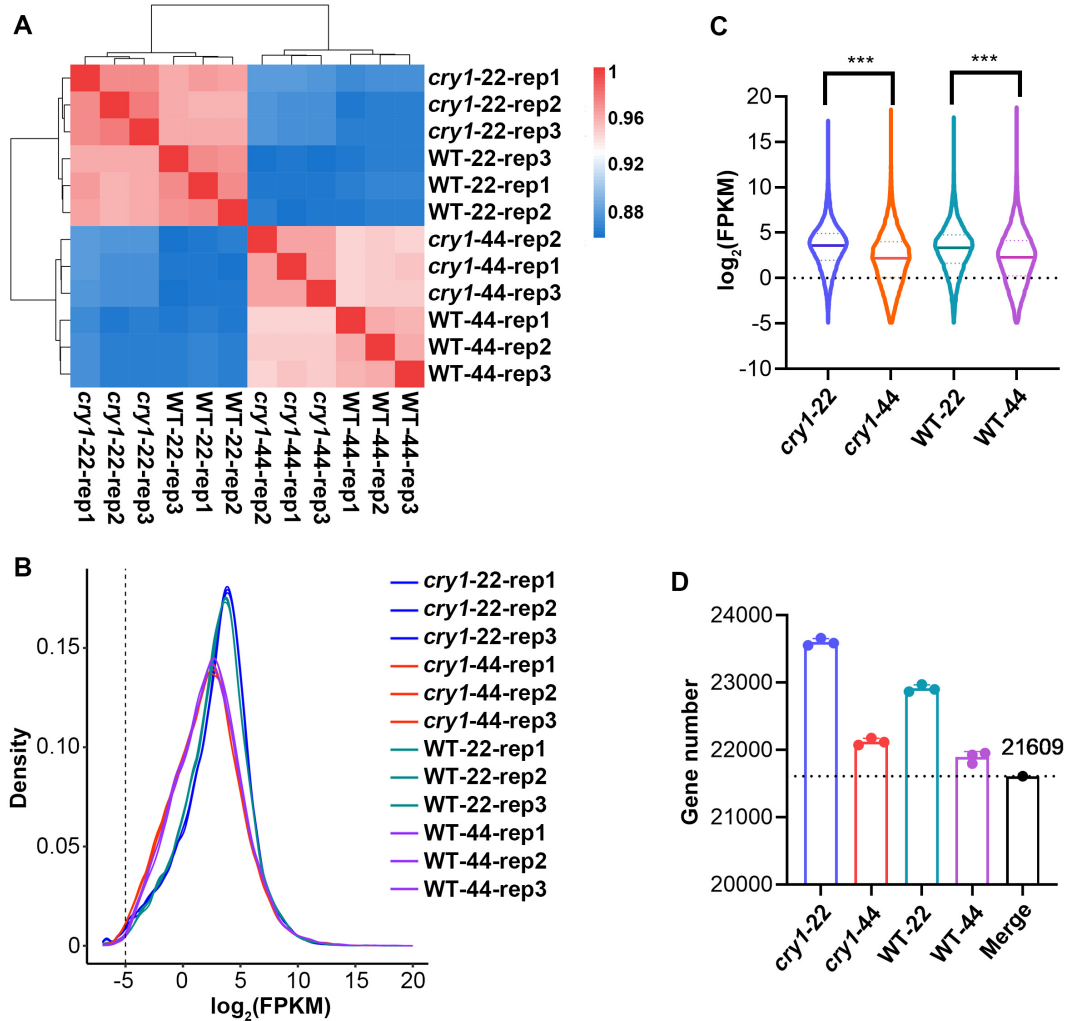

Supplemental Figure 4. Summary of RNA-seq reads across samples.

(A) Pearson correlation analysis of gene expression between different conditions in WT or *cry1* mutant. Plants were grown on MS plates at 22°C in continuous white light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) for 4 days, then acclimated in blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) for 1 day. RNA-seq samples were collected after heat stress treatment at 44°C for 2 hours under blue light (referred to as 44°C) or collected at 22°C under blue light (referred to as 22°C).

(B) Overview of the FPKM density in WT and *cry1* under 22°C and 44°C. Genes with $\log_2(\text{FPKM})$ greater than -5 are considered expressed genes.

(C) Distribution of FPKM values across samples. *** $p < 0.001$, Student's t-test.

(D) Number of expressed genes across samples. 

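Of 26891 genes in the deposited table, 23948 were expressed in WT at 22°C, 23140 in WT at 44°C, 24508 in *cry1* at 22°C and 23196 in *cry1* at 44°C, counting a gene when the log2 of its group's mean FPKM was above -5, and 21626 were expressed in all groups. Per library, 22940 ± 65.0 genes (SD, n = 3) passed that level in WT at 22°C, 21910 ± 87.9 in WT at 44°C, 23660 ± 49.2 in *cry1* at 22°C and 22180 ± 57.9 in *cry1* at 44°C. In both genotypes the heated libraries held fewer expressed genes than the unheated ones in every library. The FPKM were rebuilt from the expected counts and gene lengths. Depth was not equalised for these counts.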

The means and standard deviates are shown ($n = 3$). The merged data represent genes expressed across all four samples, which were used for subsequent bioinformatics analysis.

Supplemental Figure 5

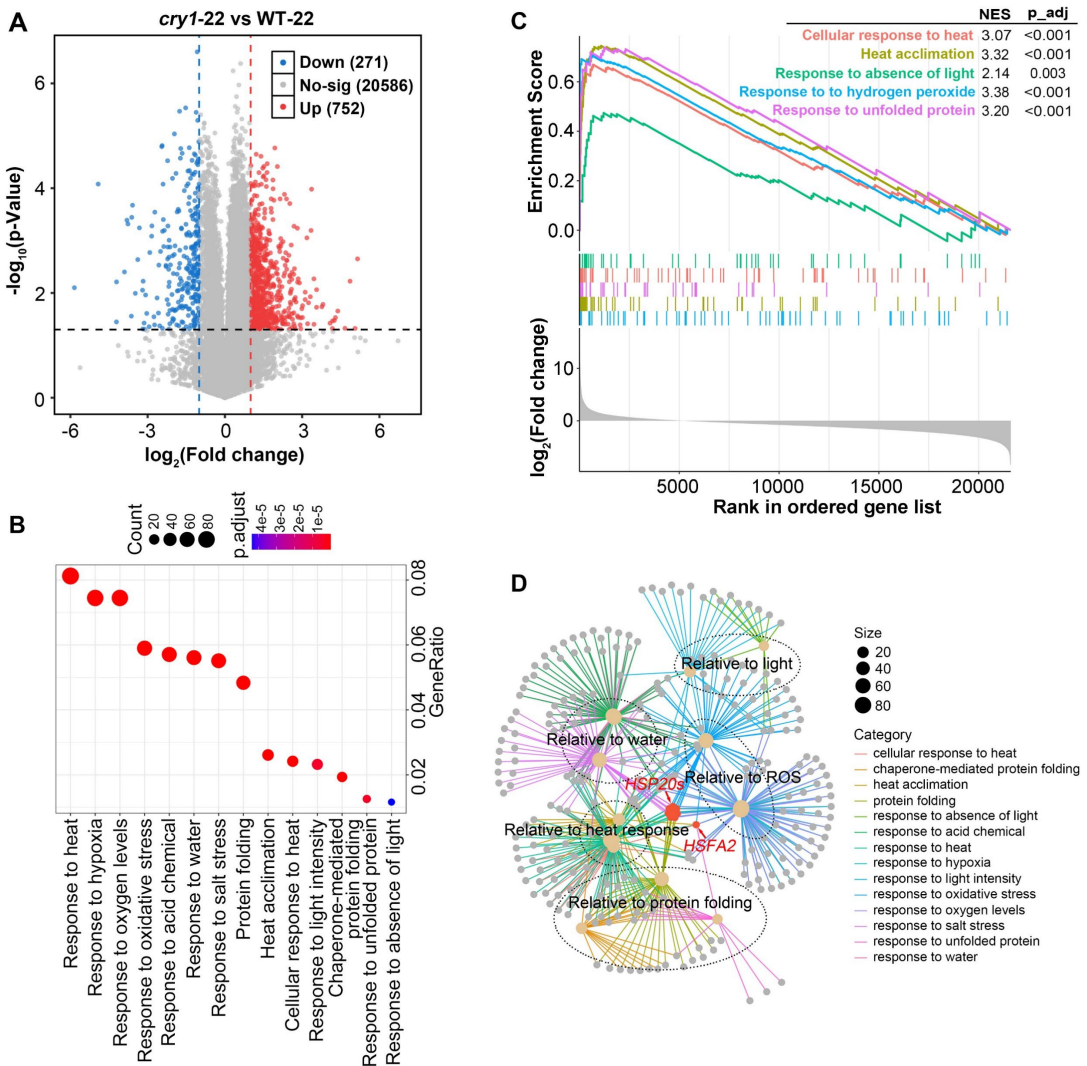

Supplemental Figure 5. CRY1 regulates both light signaling pathways and heat stress response pathways.

(A) CRY1-regulated genes at 22°C. Differential expressed genes were defined as $|\log_2(\text{fold change})| \geq 1$, $p < 0.05$. Down, downregulated genes; No-sig, no significant changed genes; Up, upregulated genes.

(B) GO enrichment analysis of the upregulated genes in wild-type in response to heat. The top 15 biological processes are shown.

(C) Gene set enrichment analysis of genes in response to heat in WT. Significantly enriched heat-, light- and stress-responsive gene sets are shown (NES>1, adjusted $P < 0.05$). NES, normalized enrichment score.

(D) Weighted interaction network of heat upregulated genes enriched in (C). The central heat-induced genes, *HSPA2* and *HSP20s*, are highlighted in red.

Supplemental Figure 6

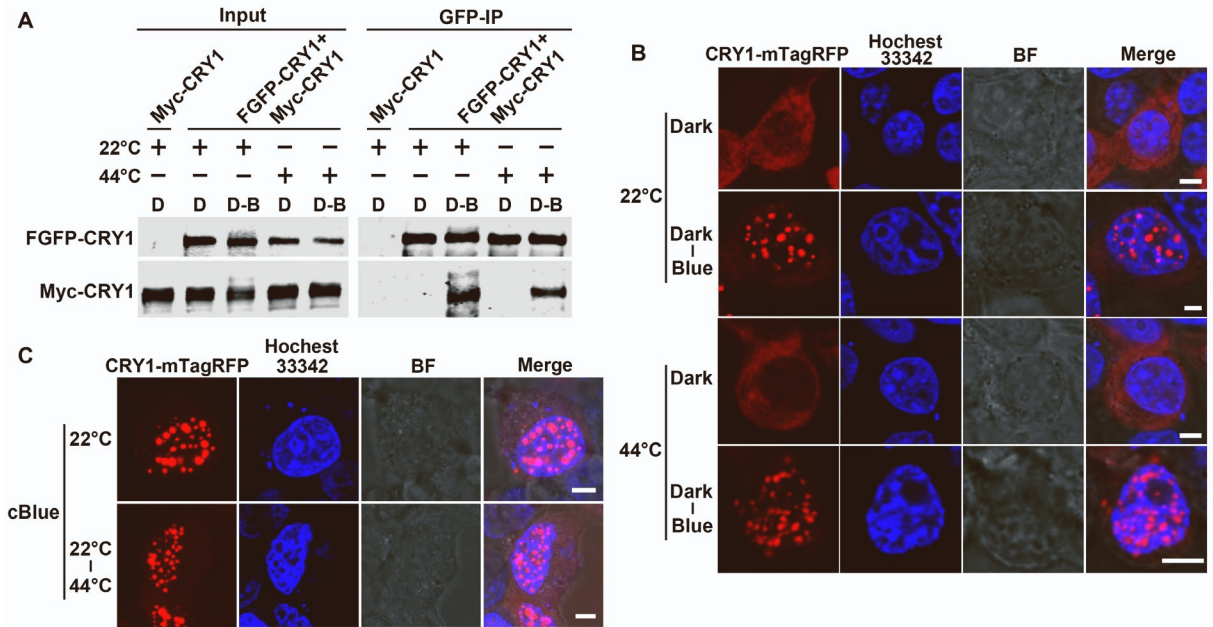

Supplemental Figure 6. Heat stress does not affect the photoactivation of CRY1.

(A) Co-IP results showing the photo-oligomerization of CRY1 at 22°C and 44°C. 10-day-old etiolated seedlings co-expressing *FGFP-CRY1* and *Myc-CRY1* were maintained in darkness (D) or exposed to 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$ of blue light for 1 hour (D-B) at 22°C and 44°C before sample collection. GFP-Trap beads were used for immunoprecipitation, and FGFP-CRY1 and Myc-CRY1 were detected using anti-Flag and anti-Myc antibodies, respectively.

(B,C) Confocal images illustrating the formation of CRY1 nuclear photobodies in response to heat stress. HEK293T cells expressing CRY1-mTagRFP were kept in darkness or exposed to blue light (100 $\mu\text{mol m}^{-2} \text{s}^{-1}$) for 1 hours at 22°C and 44°C before fixation in 4% paraformaldehyde before imaging (B). HEK293T cells expressing CRY1-mTagRFP were kept in continuous blue light (100 $\mu\text{mol m}^{-2} \text{s}^{-1}$) for 1 day at 22°C, and then treated under 44°C for 1 hour (22°C-44°C) before fixation in 4% paraformaldehyde before imaging (C). Hoechst 33342 staining was used to indicate the nuclei. BF, bright field; scale bar, 5 μm .

Supplemental Figure 7

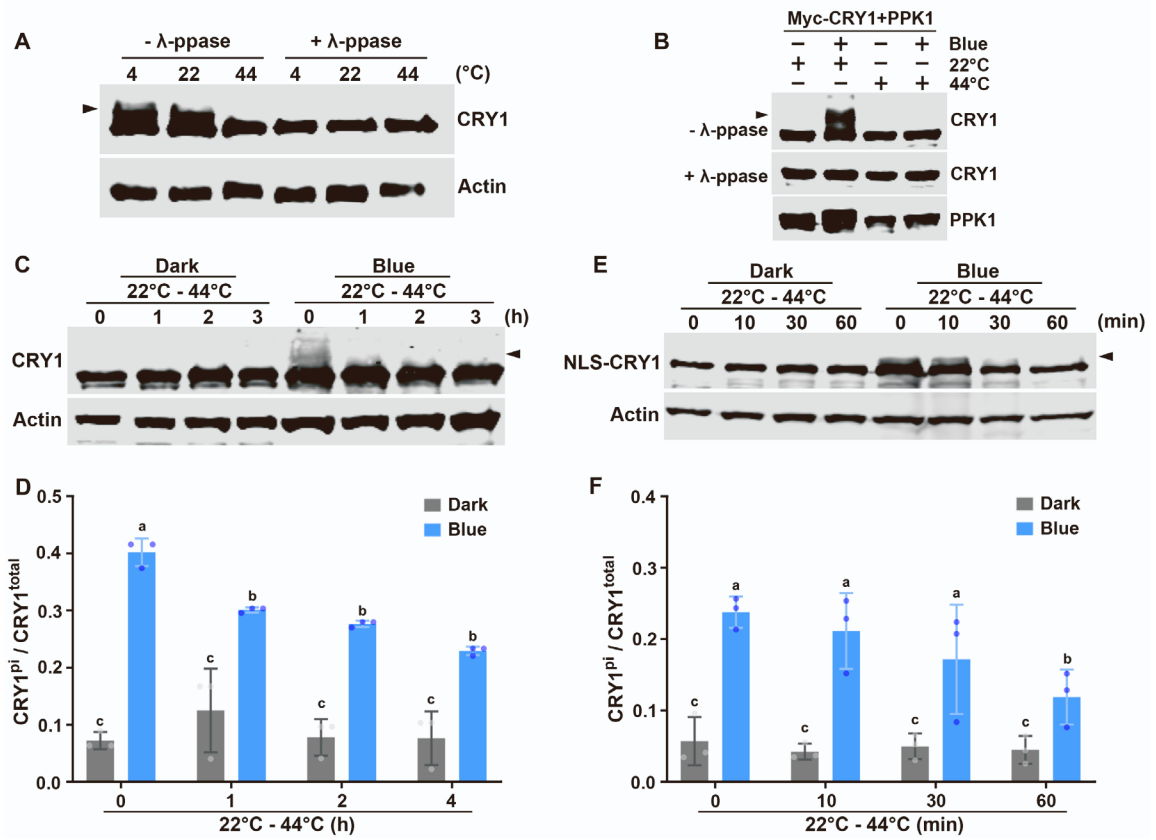

Supplemental Figure 7. Heat stress inhibits the phosphorylation of CRY1.

(A) 5-day-old wild-type seedlings grown at 22°C under constant blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) were treated at 4°C, 22°C, 44°C for 4 hours. Plant lysates were treated with λ -PPase (+ λ -PPase) or without (- λ -PPase).

(B) HEK293T cells co-expressing Flag-PPK1 with Myc-CRY1 were kept in the dark (- Blue) or exposed to blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$, + Blue) for 1 hour at 22°C or 44°C. The levels of PPK1 and CRY1 were detected using anti-PPK1 and anti-CRY1 antibodies, respectively.

(C, E) 5-day-old wild-type (C) or NLS-GFP-CRY1 overexpression (E) seedlings, grown under constant darkness or blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$), were transferred to 44°C for the indicated time under the same light conditions. The levels of CRY1 and Actin were detected using anti-CRY1 and anti-Actin 2 antibodies, respectively, with Actin serving as the loading control.

(D, F) Quantification of CRY1 phosphorylation in response to heat stress in (C) or (E), respectively. The degree of CRY1 phosphorylation was determined by normalizing phosphorylated CRY1 to total CRY1 ($CRY1^{pi}/CRY1^{total}$) and is presented as the mean $\pm$ SD ($n=3$ individual immunoblots). Different letters indicate statistically significant differences between samples under darkness and blue light (two-way ANOVA followed by Sidak's multiple comparisons test, $p < 0.05$).

Arrowheads indicate phosphorylated CRY1.

Supplemental Figure 8

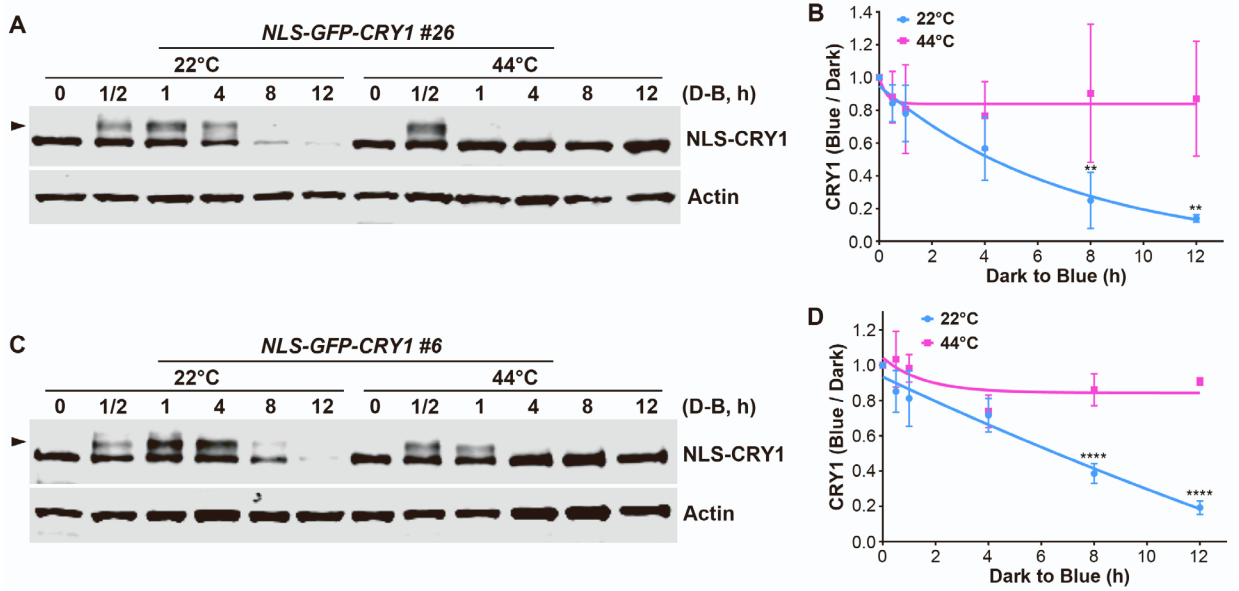

Supplemental Figure 8. Heat stress inhibits the blue light-dependent degradation of CRY1.

(A, C) 7-day-old etiolated seedlings irradiated with $100 \mu\text{mol m}^{-2} \text{s}^{-1}$ of blue light under 22°C or 44°C for the indicated time. Anti-CRY1 antibody and anti-Actin antibody were used to detect CRY1 and Actin, respectively.

(B, D) Quantitative analysis of NLS-GFP-CRY1 degradation in (A) or (C), respectively. $\text{CRY1 (B/D)} = (\text{CRY1/Actin})^{\text{blue}} / (\text{CRY1/Actin})^{\text{dark}}$. Data are presented as mean $\pm$ SD (n=3 individual immunoblots). The best-fitted curves with one-phase decay of nonlinear regression are shown.

Supplemental Figure 9

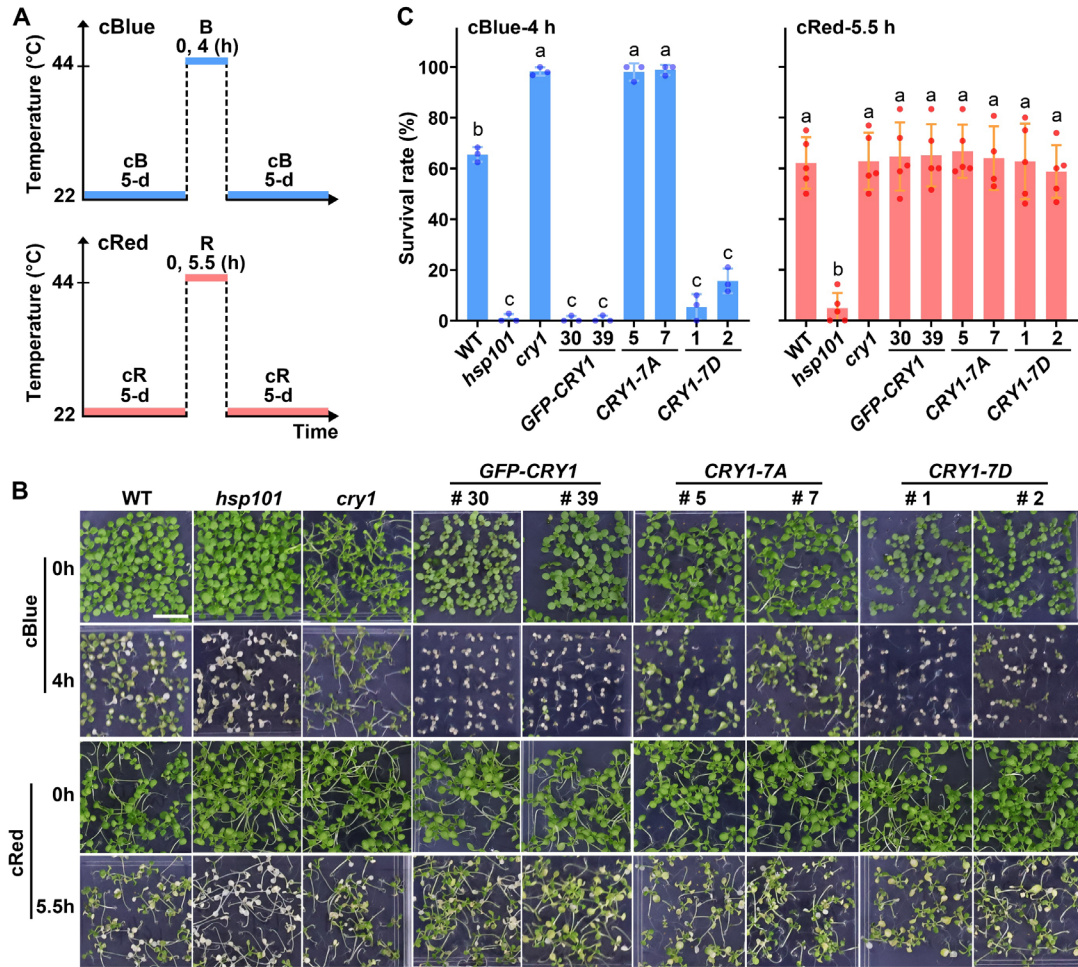

Supplemental Figure 9. The thermotolerance phenotypes of CRY1 phospho-mutants in continuous blue light and red light.

(A) Representative charts showing heat stress treatment conditions. Plants were initially grown on MS plates at 22°C under continuous blue light (cB, 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$) or continuous red light (cR, 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$), for 5 days. Subsequently, they were subjected to a heat stress treatment at 44°C for 0, 4, or 5.5 hours at day-5, followed by a recovery period of 5 days at 22°C under respective growth light conditions.

(B) Representative thermotolerance phenotypes of the indicated genotypes are displayed.

(C) Quantification of the survival rates of seedlings in (B). The data are presented as the mean $\pm$ SD of at least three biological replicates, with approximately 50 plants per genotype examined in each biological replicate. Different letters indicate statistically significant differences between genotypes within each treatment (one-way ANOVA followed by Tukey's multiple comparisons test, $p < 0.05$).

Supplemental Figure 10

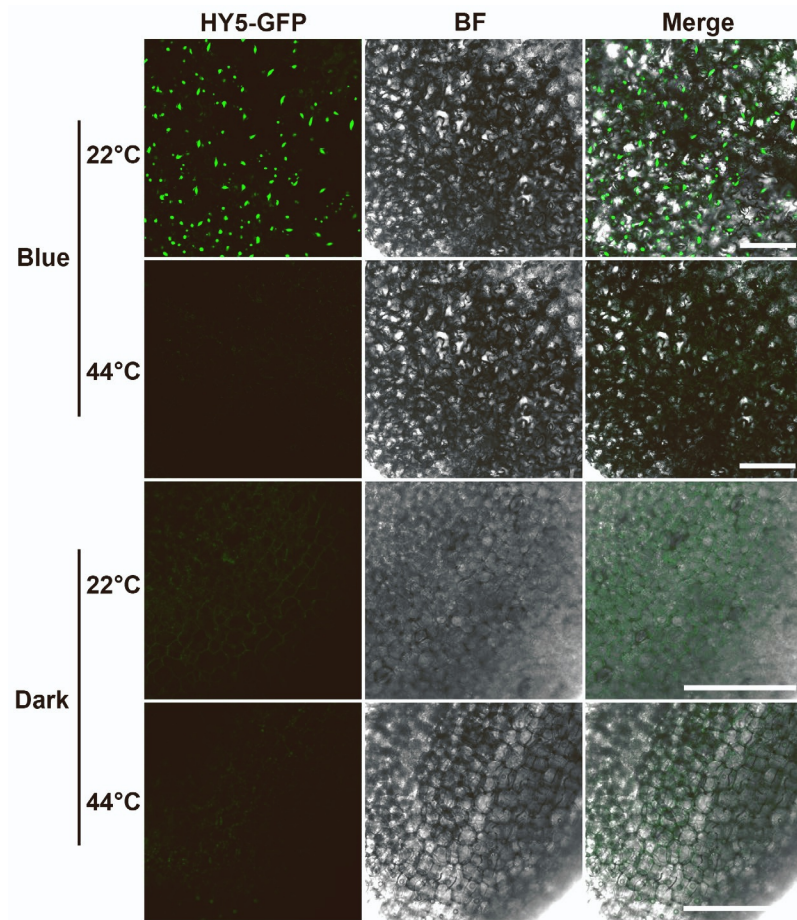

Supplemental Figure 10. Confocal images displaying the reduced HY5 GFP fluorescence in response to heat stress in cotyledon.

4-day-old *proHY5::HY5-GFP* seedlings were grown either in continuous darkness or blue light ($100 \mu\text{molm}^{-2}\text{s}^{-1}$) at 22°C, and then subjected to heat stress treatment at 44°C for 4 hours, followed by fixing in 4% paraformaldehyde before imaging. Scale bar, 100 μm .

Supplemental Figure 11

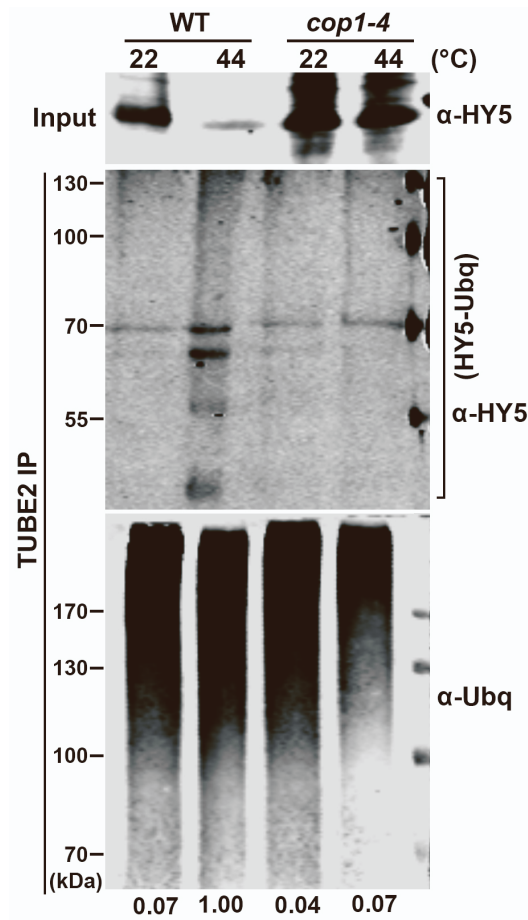

Supplemental Figure 11. COP1 is responsible for HY5 ubiquitination under heat stress.

Immunoblots showing the ubiquitination of endogenous HY5 in WT and *cop1* mutants. 10-day-old WT and *cop1-4* seedlings grown at 22°C under blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) were treated at 22°C or 44°C for 4 hours before sample collection. Total ubiquitinated proteins were purified by TUBE2-conjugated beads. Immunoprecipitated proteins were analyzed by immunoblots probed with anti-ubiquitin antibody ($\alpha\text{-Ubq}$) or anti-HY5 antibody ($\alpha\text{-HY5}$). HY5-Ubq indicates polyubiquitinated HY5. Level of ubiquitination was calculated as $[\text{HY5-Ubq intensity}]^{\text{IP}}/[\text{Ubq intensity}]^{\text{IP}}$. The level of HY5 ubiquitination at 44°C in WT were set to 1. The extent of HY5 ubiquitination relative to level of HY5 ubiquitination in WT at 44°C was shown below the immunoblots.

Supplemental Figure 12

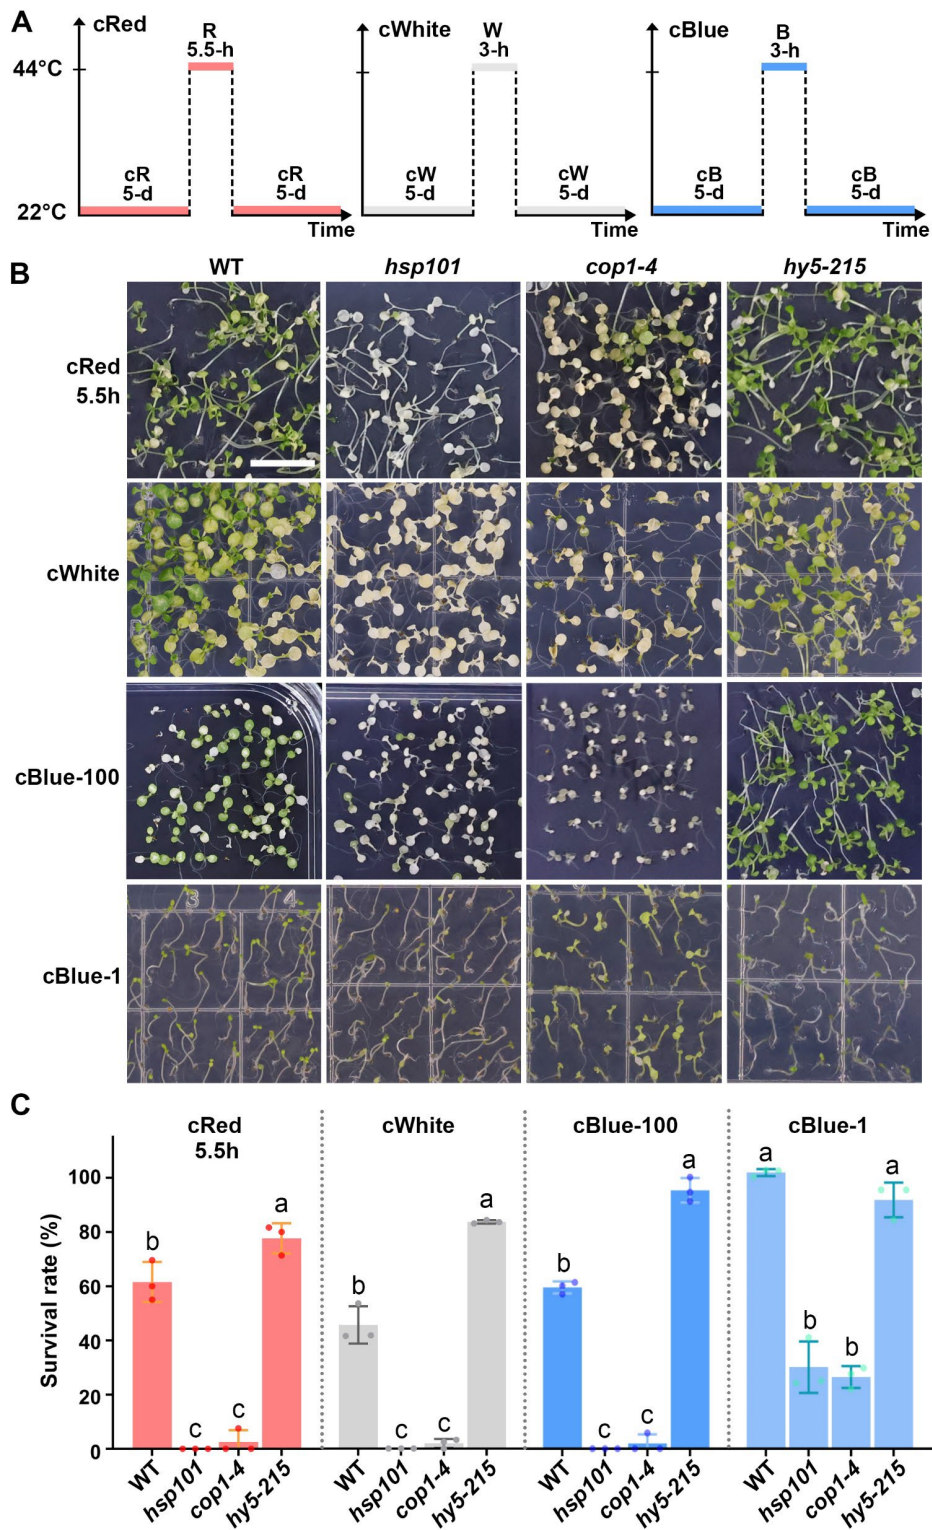

Supplemental Figure 12. The thermotolerance phenotypes of *cop1* and *hy5* mutants under continuous light conditions.

(A) Representative charts showing the heat stress experiments under continuous light conditions. Plants were initially grown on MS plates at 22°C under different light conditions, continuous blue light (1 $\mu\text{mol m}^{-2} \text{s}^{-1}$ and 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$), continuous white light (100 $\mu\text{mol m}^{-2} \text{s}^{-1}$) or continuous red light (100 $\mu\text{mol m}^{-2} \text{s}^{-1}$), for 5 days. Subsequently, they were subjected to a heat stress treatment at 44°C at day-5, followed by a recovery period of 5 days at 22°C under respective growth light conditions.

(B) Representative thermotolerance phenotypes of the indicated genotypes under continuous light conditions. Photos were taken after 5 days of recovery. cBlue-100, continuous 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$ of blue light; cBlue-1, continuous 1 $\mu\text{mol m}^{-2} \text{s}^{-1}$ of blue light, cWhite, continuous white light (100 $\mu\text{mol m}^{-2} \text{s}^{-1}$); cRed, continuous red light (100 $\mu\text{mol m}^{-2} \text{s}^{-1}$). Scale bar, 1 cm.

(C) Quantification of the survival rates of seedlings in (B). The data are presented as the mean $\pm$ SD of three biological replicates, with approximately 50 plants per genotype examined in each biological replicate. Different letters indicate statistically significant differences between genotypes within each treatment (one-way ANOVA followed by Tukey's multiple comparisons test, $p < 0.05$).

The thermotolerance phenotypes and quantification data of cBlue-1, cBlue-100, cWhite for WT and *hsp101* mutants in (B) and (C) were taken from Figure 1, as the different genotypes in Figure 1 and this figure were performed and assayed simultaneously.

Supplemental Figure 13

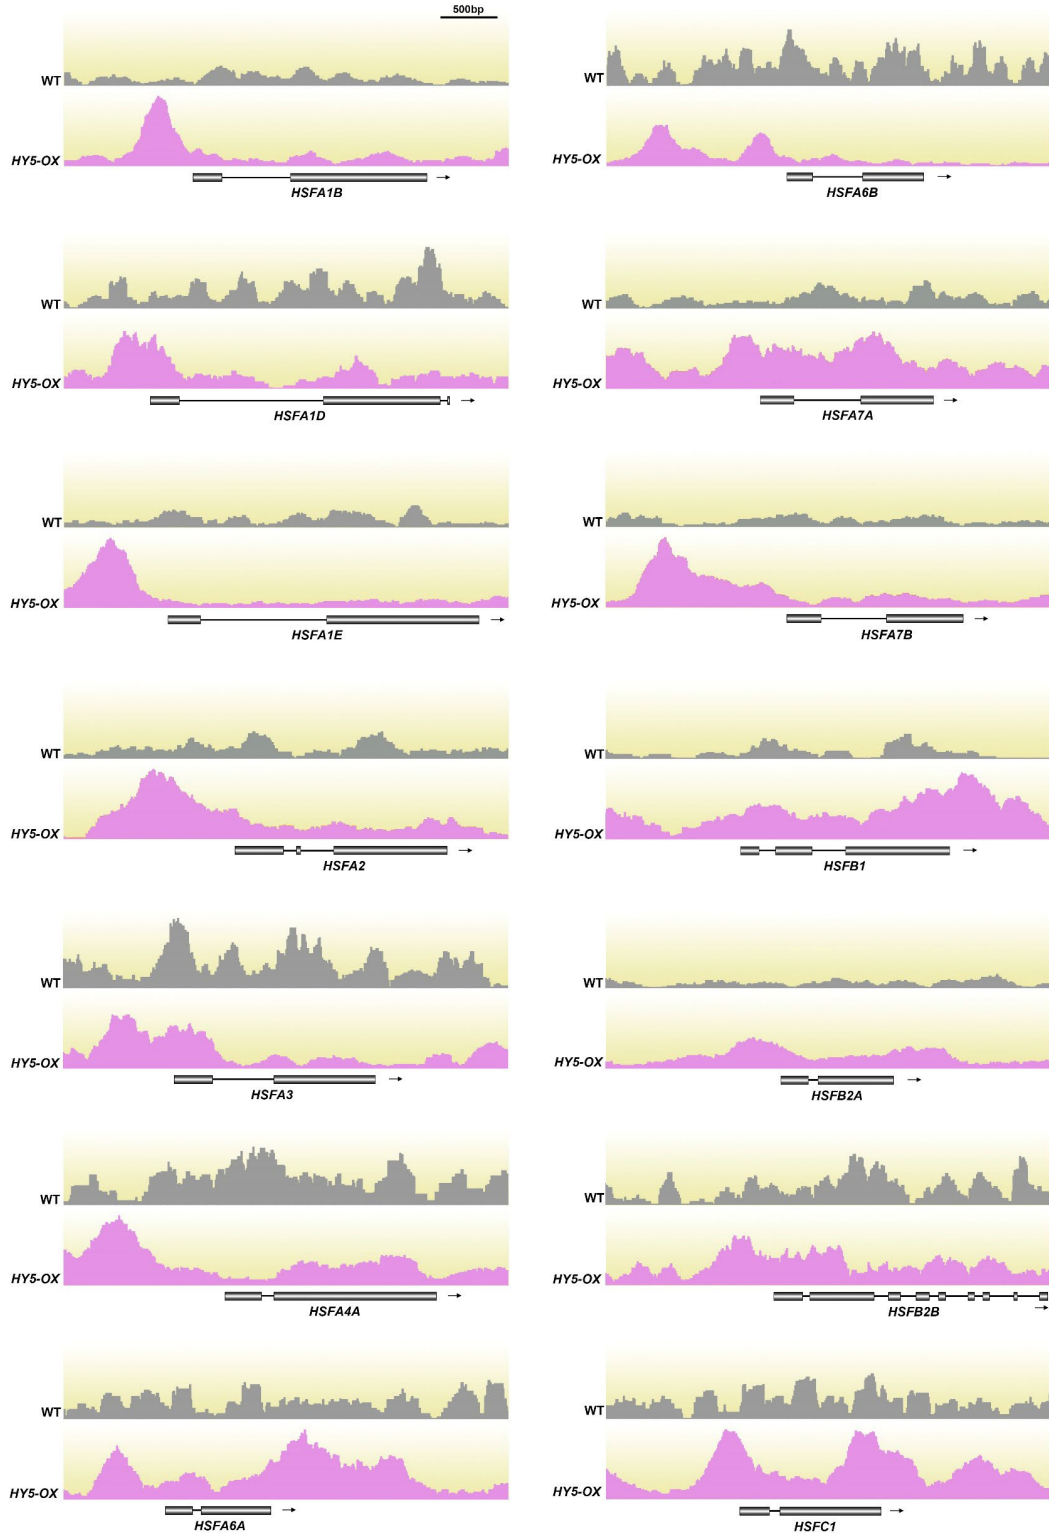

Supplemental Figure 13. Snapshots displaying the binding of HY5 to the promoters of *HSF* genes.

ChIP-seq data were obtained from Burko et al., 2020.

Supplemental Figure 14

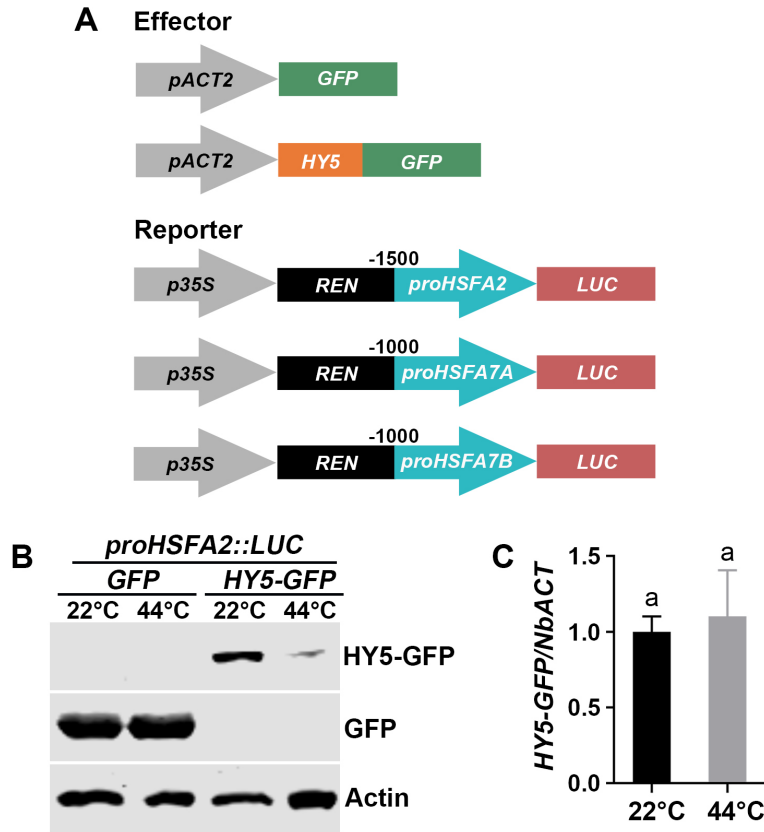

Supplemental Figure 14. The expression of HY5-GFP in tobacco transient experiments in Figure 7.

(A) Schematic representation of the effector and reporter plasmids employed in dual-LUC assays. The numbers (-1500 and -1000) indicate the positions of the *HSFs* promoters.

(B) Immunoblots showing the expression levels of HY5-GFP protein in tobacco transient expression assays conducted in Figure 7a. Tissues were collected from leaves subjected to co-transformation with *proHSA2::LUC* and either *HY5-GFP* or *GFP*. The levels of HY5-GFP and GFP were detected using anti-GFP antibody. The levels of Actin were detected using anti-Actin 2 antibodies from Arabidopsis.

(C) RT-qPCR results showing the expression levels of *HY5-GFP* mRNA in (b). The mRNA levels of *HY5-GFP* were assessed using primers designed to target both the *HY5* and *GFP* regions. The qPCR signals are normalized by that of the Actin in tobacco (*NbActin*). The relative expression of the *HY5-GFP* at 22°C are set to 1. Significant differences was determined by a One-Way ANOVA test.

Supplemental Figure 15

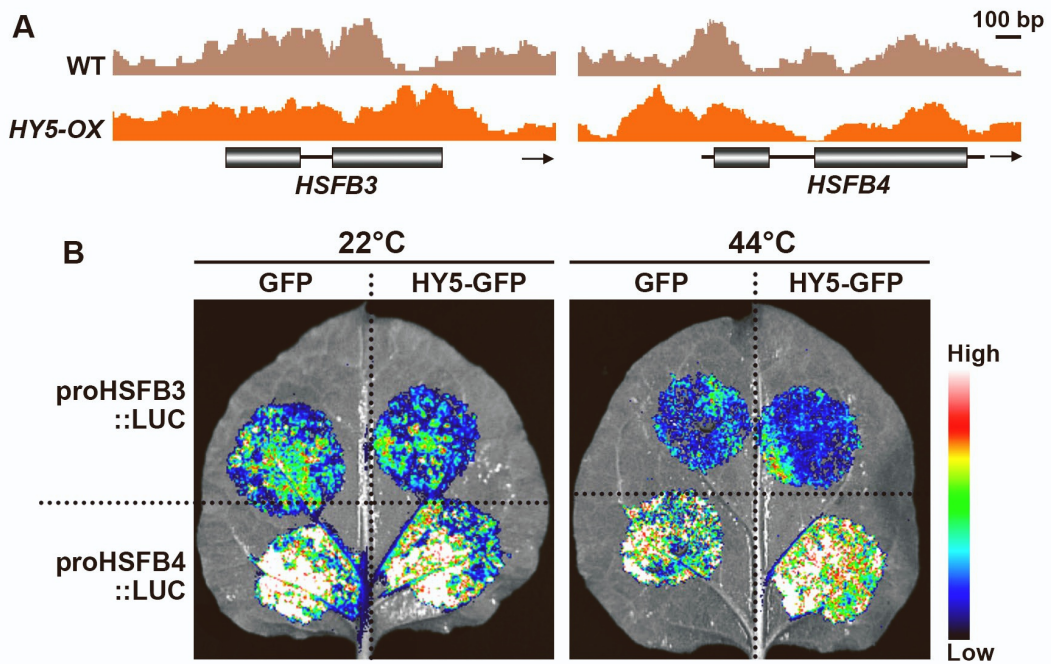

Supplemental Figure 15. HY5 does not regulate the expression of *HSFB3* and *HSFB4*.

(A) Snapshots showing that no significant binding of HY5 to the promoters of *HSFB3* and *HSFB4*.

(B) Dual-LUC assays showing the regulation of HY5 on *HSFB3* and *HSFB4* transcription. The *Agrobacterium* harboring effector and reporter plasmids were co-injected into tobacco leaves. Luciferase activities were evaluated using a CCD camera 72 hours after transfection. The plants were subjected to treatments at 22°C or 44°C for 1 hour before imaging.

# Supplementary material for: The CRY1–COP1–HY5 axis mediates blue-light regulation of Arabidopsis thermotolerance
**Source:** Plant Commun. 2025 Jan 29;6(4):101264. doi: 10.1016/j.xplc.2025.101264
**Supplement:** Document S3. Article plus supplemental information

The CRY1–COP1–HY5 axis mediates blue-light regulation of *Arabidopsis* thermotolerance

Siyuan Liu^{1,3}, Qiongli Wang^{2,3}, Ming Zhong¹, Guifang Lin¹, Meiling Ye², Youren Wang¹, Jing Zhang^{1,*} and Qin Wang^{1,*}

³These authors contributed equally to this article

<https://doi.org/10.1016/j.xplc.2025.101264>

ABSTRACT

High-temperature stress, also referred to as heat stress, often has detrimental effects on plant growth and development. Phytochromes have been implicated in the regulation of plant heat-stress responses, but the role of blue-light receptors, such as cryptochromes, in plant blue-light-dependent heat-stress responses remains unclear. We found that cryptochrome 1 (CRY1) negatively regulates heat-stress tolerance (thermotolerance) in *Arabidopsis*. Heat stress represses CRY1 phosphorylation. Unphosphorylated CRY1 exhibits decreased activity in suppressing the interaction of CONSTITUTIVE PHOTOMORPHOGENIC 1 (COP1) with ELONGATED HYPOCOTYL 5 (HY5), leading to excessive degradation of HY5 under heat stress in blue light. This reduction in HY5 protein levels subsequently relieves its repression of the transcription of HY5 target genes, especially the heat-shock transcription factors. Our study thus reveals a novel mechanism by which CRY1-mediated blue-light signaling suppresses plant thermotolerance and highlights the dual function of the CRY1–COP1–HY5 module in both light- and heat-stress signaling, providing insights into how plants integrate heat stress and light signals to optimize their survival under heat stress.

Key words: blue light, heat stress, thermotolerance, CRY1, HY5, HSF

Liu S., Wang Q., Zhong M., Lin G., Ye M., Wang Y., Zhang J., and Wang Q. (2025). The CRY1–COP1–HY5 axis mediates blue-light regulation of *Arabidopsis* thermotolerance. *Plant Comm.* 6, 101264.

INTRODUCTION

Light is one of the most important environmental cues that regulate plant growth and development. Light signals are perceived by different photoreceptors. Cryptochromes (CRYs) are photolyase-like flavoproteins that serve as blue-light receptors in plants. Plant CRYs undergo light-induced photooligomerization to become photoactivated in response to blue light (Wang et al., 2016; Liu et al., 2020). Once photoactivated, CRYs further condense into photobodies in the nucleus, which have been identified as liquid–liquid phase separation droplets (Yu et al., 2009; Wang et al., 2021). Photoactivated CRYs undergo blue-light-dependent phosphorylation by four closely related photoregulatory protein kinases (PPK1 to PPK4) (Liu et al., 2017; Gao et al., 2022) and are subsequently polyubiquitinated by two E3 ubiquitin ligases, Cul4^{COP1/SPA5} ligase and Cul3^{LRBs}, leading to their degradation via the 26S proteasome (Yu et al., 2007; Weidler et al., 2012; Chen et al., 2015, 2021; Liu et al., 2016, 2022; Miao et al., 2022). Photoactivated CRYs interact with over 80 proteins, including transcription factors, chromatin remodeling factors, RNA binding proteins, E3 ligases, and so on, to transduce blue-light signals in

plants (Wang and Lin, 2020; Qu et al., 2024). These diverse interactions highlight the complexity and importance of CRY-mediated signal transduction. Plant CRYs play pivotal roles in regulating various developmental processes throughout the entire plant life cycle, especially in promoting plant photomorphogenesis (Ahmad and Cashmore, 1993; Lin et al., 1998) and photoperiod-dependent floral initiation (Guo et al., 1998; El-Din El-Assal et al., 2001; Zhao et al., 2022).

Temperature is another crucial environmental cue that affects plant growth and development. Different plant species have specific minimum and maximum temperature ranges they can tolerate. Within these limits, moderate increases in temperature (also referred to as warm or high ambient temperatures) can trigger thermomorphogenesis, a process that modifies plant growth and development. However, environmental temperatures that exceed a plant's tolerance limits can induce cold-stress or heat-stress responses, leading to plant damage. Plants have evolved sophisticated mechanisms to deal with the adverse effects of cold and heat stress, enabling their survival under these stressful conditions. The heat-shock transcription factors (HSFs) and heat-shock proteins

(HSPs) play dominant roles in activating heat-shock responses. HSFs recognize a consensus heat-shock element in the promoters of HSPs and regulate their expression in response to stressful high temperatures (Kotak et al., 2007; von Koskull-Döring et al., 2007). HSPs act as molecular chaperones to prevent or reverse the inactivation and irreversible aggregation of proteins under heat-stress conditions (Baniwal et al., 2007; Basha et al., 2012; Doyle et al., 2013; Kotak et al., 2007; Schramm et al., 2008; Vierling, 1991; von Koskull-Döring et al., 2007).

Photoreceptors and light signaling molecules are known to regulate plant thermal sensing and thermal responses. For instance, the red-light receptor PHYTOCHROME B (phyB) functions as a thermal sensor (Jung et al., 2016; Legris et al., 2016; Chen et al., 2022). Elevated ambient temperatures inactivate phyB by facilitating reversion of phyB from the active Pfr form to the inactive Pr form (Jung et al., 2016; Legris et al., 2016). Light-activated phyB has been shown to participate in the regulation of both basal (under heat-shock conditions) and acquired plant thermotolerance (under prolonged heat-shock conditions) (Song et al., 2017; Arico et al., 2019; Han et al., 2019). CRYs have previously been shown to regulate plant cold acclimation and thermomorphogenesis under ambient temperature conditions (Ma et al., 2016; Li et al., 2021). For example, photoactivated CRY1 inhibits plant thermomorphogenesis by interacting with PHYTOCHROME-INTERACTING FACTOR 4 (PIF4) to repress its transcriptional activation activity (Ma et al., 2016). PIF4 is a master regulator that integrates the blue-light and red-light signaling pathways, promoting gene expression for plant thermosensory responses under warm temperatures (28°C) (Koini et al., 2009; Kumar et al., 2012). CRY1 also interacts with TEOSINTE BRANCHED 1/CYCLOIDEA/PCF 17 (TCP17) to indirectly regulate PIF4 activity (Zhou et al., 2019). Low ambient temperatures (16°C) promote the degradation of CRY2 (Ma et al., 2021), whereas cold (or stressfully low) temperatures (4°C) stabilize phosphorylated CRY2 (Li et al., 2021), enhancing its interaction with CONSTITUTIVE PHOTOMORPHOGENIC 1 (COP1). The CRY2–COP1 interaction results in the suppression of ELONGATED HYPOCOTYL 5 (HY5) degradation, promoting the expression of freezing-tolerance genes and plant cold acclimation (Li et al., 2021). CRY2 also regulates plant thermosensory flowering at low ambient temperatures by interacting with CRY2 INTERACTING SPLICING FACTOR 1 (CIS1) to inhibit the accumulation of the FLOWERING LOCUS M beta (FLM-β) splice variant (Pose et al., 2013; Zhao et al., 2022). A recent study has shown that CRY1 may promote plant thermotolerance by promoting the nuclear localization of HEAT SHOCK TRANSCRIPTION FACTOR A1d (HSFA1d) (Gao et al., 2023), coupling CRY-mediated light signaling with plant heat-stress responses. COP1 and HY5, two key regulators of plant photomorphogenesis, have also been reported to participate in both plant cold acclimation and thermomorphogenesis. Elevated temperatures induce the nuclear import of COP1, leading to the excessive degradation of HY5 at higher ambient temperatures (Park et al., 2017). Conversely, cold temperatures trigger the nuclear depletion of COP1, thereby stabilizing HY5 (Catalá et al., 2011; Li et al., 2021).

In this study, we found that CRY1 negatively regulates plant thermotolerance by decreasing its interaction with COP1 in response to heat stress, leading to enhanced degradation of HY5 and suppression of HSF expression. Our study reveals a novel mecha-

nism by which CRY1-mediated blue-light signaling suppresses plant thermotolerance, providing insights into how CRY1 integrates blue-light and temperature signals to affect plant growth and development. Together, our study and previous studies highlight the multifaceted functions of the CRY–COP1–HY5 module in light, cold-stress, and heat-stress signaling in *Arabidopsis*.

RESULTS

CRY1 mediates blue-light suppression of thermotolerance in *Arabidopsis*

We initially used a set of experimental conditions to study the role of blue light and CRYs in *Arabidopsis* thermotolerance (Figure 1A–1C). To eliminate the gating effect of the circadian clock and minimize the morphological variations among plants, we grew seedlings in continuous white light for 4 days at 22°C, referred to as the basal growth condition, to ensure that they reached a similar developmental stage. Plants left in the basal growth condition throughout the experiments served as the controls. We then treated the seedlings with blue light, red light, or darkness for 1 day at 22°C, referred to as pretreatment conditions, before subjecting them to heat-shock treatment at 44°C for 3 h under the same light conditions as the pretreatment. After the heat shock, the seedlings were allowed to recover at 22°C for 5 days under continuous white light, referred to as the recovery condition. We then quantified the survival rate after the 5-day recovery period, which was defined as the percentage of healthy seedlings at the end of the recovery period, and used this survival rate as an indicator of thermotolerance. As expected, *hsp101* mutant seedlings, which lack the molecular chaperone HSP101, were hypersensitive to heat stress under both dark and light pretreatment conditions (Figure 1B and 1C), confirming the effectiveness of our heat-stress treatment. Interestingly, the survival rates of wild-type (WT) seedlings pretreated with darkness and red light were higher than those of seedlings pretreated with blue light (Figure 1B and 1C), indicating that blue-light pretreatment may suppress thermotolerance. Consistent with this finding, the survival rates of *cry1* mutants were significantly higher than those of WT seedlings pretreated with blue light, whereas the survival rates of seedlings overexpressing *GFP-CRY1* were markedly lower than those of the WT (Figure 1B and 1C). We next tested whether blue-light inhibition of thermotolerance was dependent on light intensity by pretreating seedlings under different intensities of blue and red light (Supplemental Figure 1A). WT seedlings pretreated with different intensities of blue light exhibited a fluence-dependent suppression of thermotolerance, with a significantly higher survival rate under low blue light (Supplemental Figure 1B and 1C). By contrast, *GFP-CRY1* seedlings were more sensitive to heat stress, whereas *cry1* mutants were more resistant (Supplemental Figure 1B and 1C). However, WT, *cry1*, and *GFP-CRY1* seedlings pretreated with varying intensities of red light showed similar thermotolerance across all fluences of red light (Supplemental Figure 1B and 1C). These results suggest that CRY1 may mediate blue-light suppression of thermotolerance in *Arabidopsis*.

To verify the possible blue-light effect on thermotolerance, we examined thermotolerance by changing the basal growth condition from continuous white light to continuous red light but kept the other conditions unchanged (Supplemental Figure 2A).

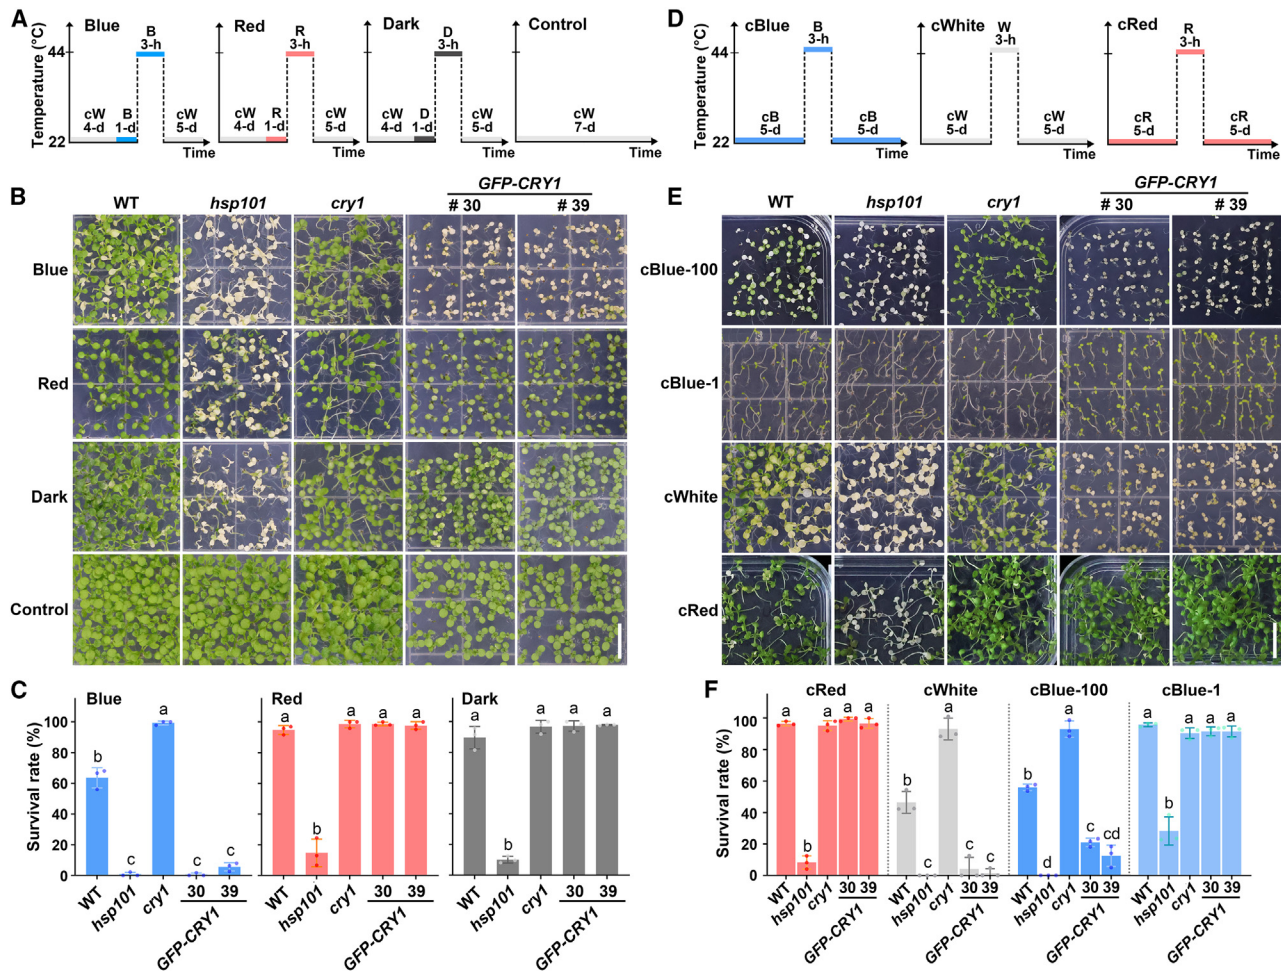

Figure 1. CRY1 mediates blue-light suppression of thermotolerance in *Arabidopsis*.

(A) Representative charts showing different sets of heat-stress experimental conditions. Plants were initially grown on MS plates at 22°C in continuous white light (cW, 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$) for 4 days. Next, they were pretreated with blue light (B, 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$), red light (R, 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$), or darkness (D) for 1 day at 22°C before being subjected to heat-stress treatment at 44°C for 3 h. After the heat-stress treatment, the seedlings were allowed to recover for 5 days at 22°C under continuous white light (100 $\mu\text{mol m}^{-2} \text{s}^{-1}$).

(B) Representative thermotolerance phenotypes of the indicated genotypes, with *hsp101* seedlings serving as negative controls. Lines #30 and #39 are two independent GFP-CRY1 transgenic lines. Scale bar, 1 cm.

(C) Quantification of the survival rates of the seedlings in (B).

(D) Representative charts showing the heat-stress experiments under continuous-light conditions. Plants were initially grown on MS plates at 22°C under different light conditions, continuous blue light (1 $\mu\text{mol m}^{-2} \text{s}^{-1}$ and 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$), continuous white light (100 $\mu\text{mol m}^{-2} \text{s}^{-1}$), or continuous red light (100 $\mu\text{mol m}^{-2} \text{s}^{-1}$), for 5 days. They were then subjected to a heat-stress treatment at 44°C for 3 h at day 5, followed by a recovery period of 5 days at 22°C under the respective light conditions.

(E) Representative thermotolerance phenotypes of the indicated genotypes under continuous-light conditions. cBlue-100, continuous 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$ of blue light; cBlue-1, continuous 1 $\mu\text{mol m}^{-2} \text{s}^{-1}$ of blue light; cWhite, continuous white light (100 $\mu\text{mol m}^{-2} \text{s}^{-1}$); and cRed, continuous red light (100 $\mu\text{mol m}^{-2} \text{s}^{-1}$). Scale bar, 1 cm.

(F) Quantification of the survival rates of the seedlings in (E).

For (C) and (F), the data are presented as the mean $\pm$ SD of three biological replicates, with approximately 50 plants per genotype examined in each biological replicate. Different letters indicate statistically significant differences in survival rates between genotypes within each treatment (one-way ANOVA followed by Tukey's multiple comparison test, $p < 0.05$).

Under this condition, only blue-light-pretreated *cry1* and GFP-CRY1 seedlings showed thermotolerance phenotypes (Supplemental Figure 2B and 2C). Because *cry1* and GFP-CRY1 seedlings exhibit the same photomorphogenic phenotype as the WT in basal-growth red light (Gao et al., 2022), these findings also suggest that CRY1 mediates this suppression independently of seedling architecture. To further confirm our observation, we assessed the thermotolerance of

seedlings by changing the basal, pretreatment, and recovery light conditions to continuous blue light, continuous white light, or continuous red light, while keeping the other conditions unchanged (Figure 1D). Again, we observed results similar to those obtained in other conditions (Figure 1E and 1F). After 3 h of heat shock, the WT, *cry1*, and GFP-CRY1 seedlings grown under 1 $\mu\text{mol m}^{-2} \text{s}^{-1}$ blue light displayed thermotolerance comparable to that of seedlings grown under red light

(Figure 1E and 1F). The *cry1* mutants grown under both continuous white and strong blue light were resistant to heat stress, with survival rates much higher than that of the WT (Figure 1E and 1F). By contrast, plants overexpressing *GFP-CRY1* were heat sensitive under continuous white-light and strong blue-light conditions, with significantly lower survival rates than the WT (Figure 1E and 1F). Seedlings in continuous red light demonstrated greater resistance to heat stress compared with those in blue light. For instance, WT seedlings in red light required a longer heat-shock period (5.5 h) to exhibit visible signs of heat-shock damage (Supplemental Figure 3). *cry1* and *GFP-CRY1* seedlings showed thermotolerance similar to that of the WT in continuous red light (Supplemental Figure 3). These results provide further evidence that CRY1 mediates the blue-light suppression of thermotolerance under our experimental conditions.

To investigate the molecular mechanism underlying CRY1-mediated blue-light suppression of thermotolerance, we first performed transcriptome profiling of seedlings with basal growth in white light and pretreated with blue light without heat shock (referred to as 22°C) or with heat-shock treatment for 2 h (referred to as 44°C) (Supplemental Figure 4). As expected, most of the *HSFs* and their target *HSPs* were highly induced upon heat-shock treatment in WT seedlings (Figure 2A; Supplemental Dataset 1). The transcript levels of most *HSFs* and *HSPs* were upregulated in *cry1* mutants compared with WT plants in response to heat stress (Figure 2B and 2C). Although the induction of most *HSFs* and *HSPs* by CRY1 is less than two-fold, they show increased expression in *cry1* mutants (Figure 2B and 2C), with some *HSFs* and *HSPs* being upregulated even at normal temperature in the *cry1* mutants (Figure 2C; Supplemental Figure 5A; Supplemental Dataset 2), consistent with CRY1 acting as a negative regulator of thermotolerance. We performed both Gene Ontology (GO) analysis and Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005; Powers et al., 2018; Reimand et al., 2019; Vocale et al., 2021) of the heat-regulated transcriptome. Both analyses showed significant enrichment of pathways involved in responses to heat stress and oxidative stress (Supplemental Figure 5B–5D; Supplemental Datasets 3 and 4). Interestingly, many light-responsive genes were also heat responsive (Supplemental Figure 5B–5D; Supplemental Datasets 3 and 4), consistent with an important role for light signaling in the heat-shock response. We defined all the genes regulated by CRY1 under normal (22°C) and heat-stress (44°C) conditions as CRY1-regulated genes (Figure 2B; Supplemental Figure 5A; Supplemental Datasets 5 and 6). Interestingly, only 12% of the CRY1-regulated genes were shared by normal and heat-stress conditions (Figure 2D). GO analysis revealed that the CRY1-regulated genes specific to normal or heat-stress conditions were enriched in distinct biological processes (Figure 2E and 2F; Supplemental Datasets 7 and 8). Under the normal temperature condition, a number of the most highly enriched terms in the CRY1-regulated genes were associated with light responses, whereas under heat stress, a number were associated with responses to temperature and other stresses (Figure 2F). These findings are consistent with the hypothesis that CRY1-mediated light signaling regulates plant heat-shock response and thermotolerance.

Heat stress represses the blue-light-dependent phosphorylation of CRY1

We next sought to understand how heat stress affects the CRY1 photoreceptor itself. CRY1 is known to undergo blue-light-dependent oligomerization, phosphorylation, ubiquitination, and degradation (Wang et al., 2016; Liu et al., 2017, 2022; Chen et al., 2021; Miao et al., 2022). We first examined blue-light-dependent CRY1 oligomerization under normal and heat-stress conditions by co-immunoprecipitation (co-IP) using plants co-expressing FGFP-CRY1 (CRY1 fused to a FLAG tag and a green fluorescent protein) and Myc-CRY1 (Liu et al., 2020). Blue-light-specific CRY1 oligomerization was observed under both conditions (Supplemental Figure 6A). CRY1 is distributed in both the nucleus and cytoplasm, and photoactivated nuclear CRY1 is known to oligomerize into photobodies (Liu et al., 2022). We therefore explored the effect of heat shock on blue-light-induced CRY1 photobody formation. Consistent with our co-IP findings in plants (Supplemental Figure 6A), heat shock did not disrupt the formation of nuclear CRY1 photobodies (Supplemental Figure 6B and 6C). It appears that heat stress does not significantly affect the photo-oligomerization or photobody formation activities of the CRY1 photoreceptor.

We then examined the blue-light-dependent phosphorylation of CRY1 in response to heat stress. Consistent with a previous report (Li et al., 2021), the level of phosphorylated CRY1, which exhibits a retarded migration band that can be eliminated by a phosphatase (λ -PPase), was higher at 4°C than at 22°C (Figure 3A; Supplemental Figure 7A and 7B). By contrast, the level of phosphorylated CRY1 decreased in response to 44°C heat-shock treatment (Figure 3A; Supplemental Figure 7C and 7D). Nuclear CRY1 (NLS-CRY1) was also found to dephosphorylate at 44°C and to exhibit enhanced phosphorylation at 4°C under continuous blue light (Figure 3B; Supplemental Figure 7E and 7F). During recovery from heat stress, phosphorylated CRY1 gradually began to reaccumulate (Figure 3C and 3D). Phosphorylated CRY1 increased in both WT and NLS-CRY1 transgenic plants after heat-treated (44°C) plants were transferred to 22°C for 8 h (Figure 3C and 3D). Consistent with previous reports that phosphorylation is required for CRY1 degradation, the CRY1 protein became more stable during heat-shock treatments. Markedly more NLS-CRY1 protein was detected at 44°C than at 22°C when plants were transferred from darkness to blue light (Supplemental Figure 8). We next assessed the functions of CRY1 phosphorylation in plant thermotolerance. Transgenic plants expressing the non-phosphorylatable CRY1 mutants CRY1-7A or CRY1-10A (Gao et al., 2022) exhibited similar higher-thermotolerance phenotypes compared with the *cry1* mutant plants, whereas transgenic plants expressing the phosphomimetic CRY1 mutants CRY1-7D or CRY1-10D (Gao et al., 2022) were hypersensitive to heat stress in blue light (Figure 3E and 3F; Supplemental Figure 9). These results collectively demonstrate that the blue-light-induced phosphorylation of CRY1 is intrinsic to its activity in the suppression of thermotolerance.

We suspected that heat stress might regulate CRY1 phosphorylation by disrupting its interaction with its kinases. We have previously reported that PPKs (PPK1 to PPK4) phosphorylate CRY1 in blue light (Gao et al., 2022). We therefore investigated the direct physical interaction between CRY1 and PPK1 under normal and

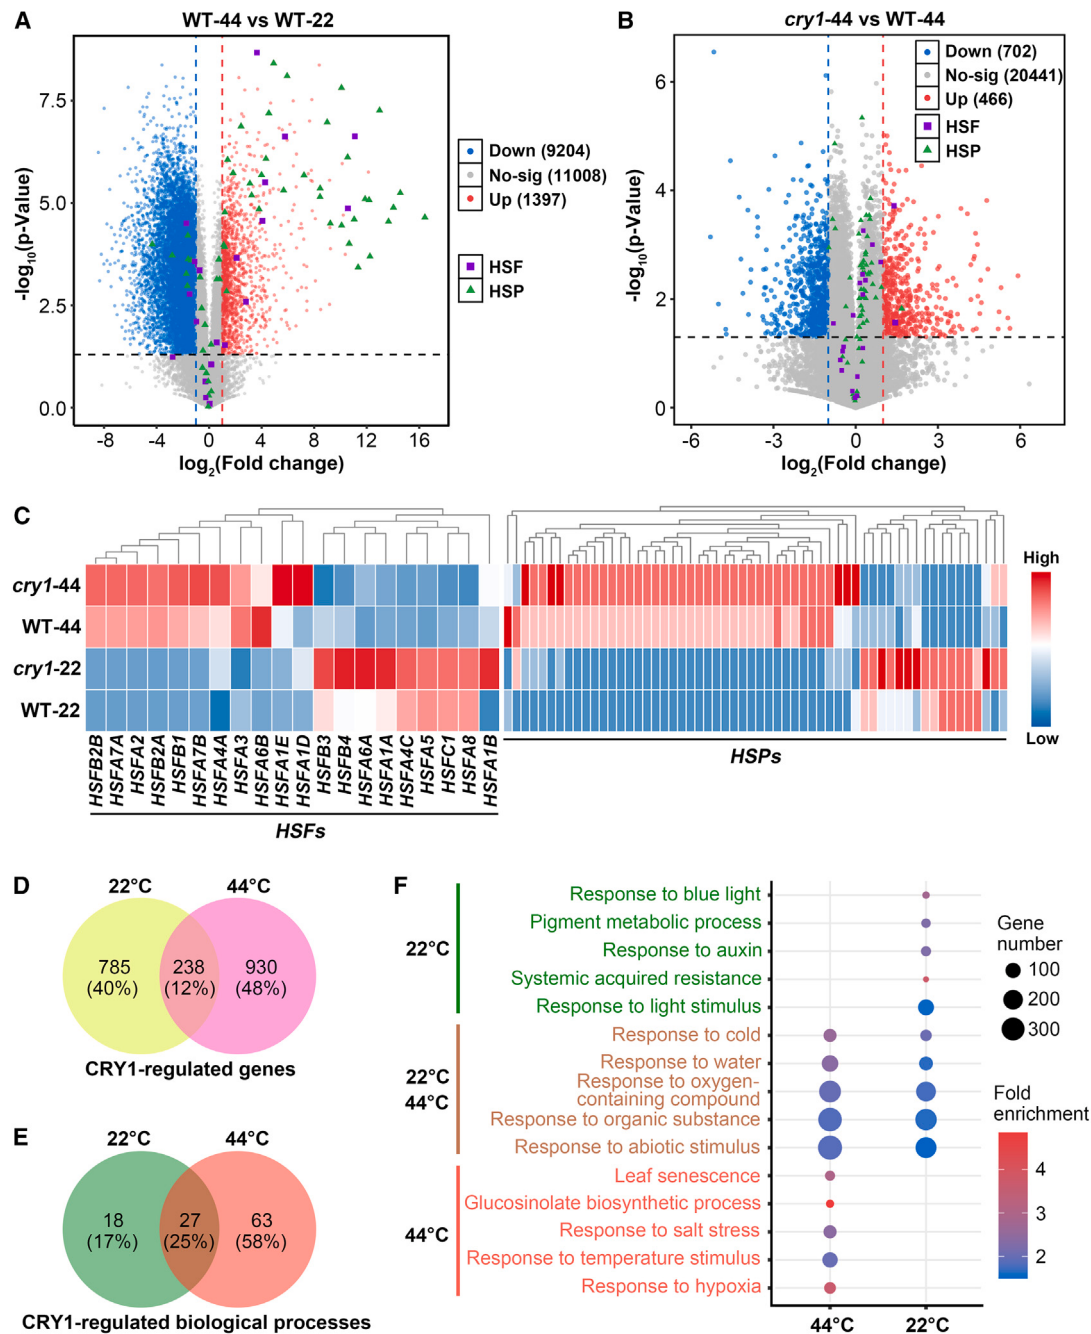

Figure 2. CRY1 regulates the expression of heat-stress-responsive genes.

(A) Differentially expressed genes in WT plants in response to heat stress.

(B) CRY1-regulated genes in response to heat stress. In **(A)** and **(B)**, the expression of *HSFs* and *HSPs* is highlighted. Differentially expressed genes are defined as $|\log_2(\text{fold change})| \geq 1$, $p < 0.05$. Down, downregulated genes; No-sig, genes with no significant expression change; Up, upregulated genes.

(C) Heatmaps of RNA-sequencing transcriptome analysis showing the expression of *HSF* or *HSP* genes in both WT and *cry1*. Genes with $\log_2(\text{FPKM})$ values less than -5 in all four samples (considered to be low-expressed genes) have been omitted from the original list. Twenty detected *HSFs* and 58 detected *HSPs* are shown in the heatmaps.

(D) A Venn diagram depicting the number of CRY1-regulated genes at 22°C or 44°C. Plants were grown on MS plates at 22°C in continuous white light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) for 4 days and then acclimated in blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) for 1 day before heat shock. RNA-sequencing samples were collected after heat-stress treatment at 44°C for 2 h under blue light (referred to as 44°C) or collected at 22°C under blue light (referred to as 22°C).

(E) GO analyses showing the number of biological processes regulated by CRY1 at 22°C or 44°C.

(F) Five representative enriched biological processes that were either co-regulated by CRY1 at both 22°C and 44°C or independently regulated by CRY1 at 22°C or 44°C.

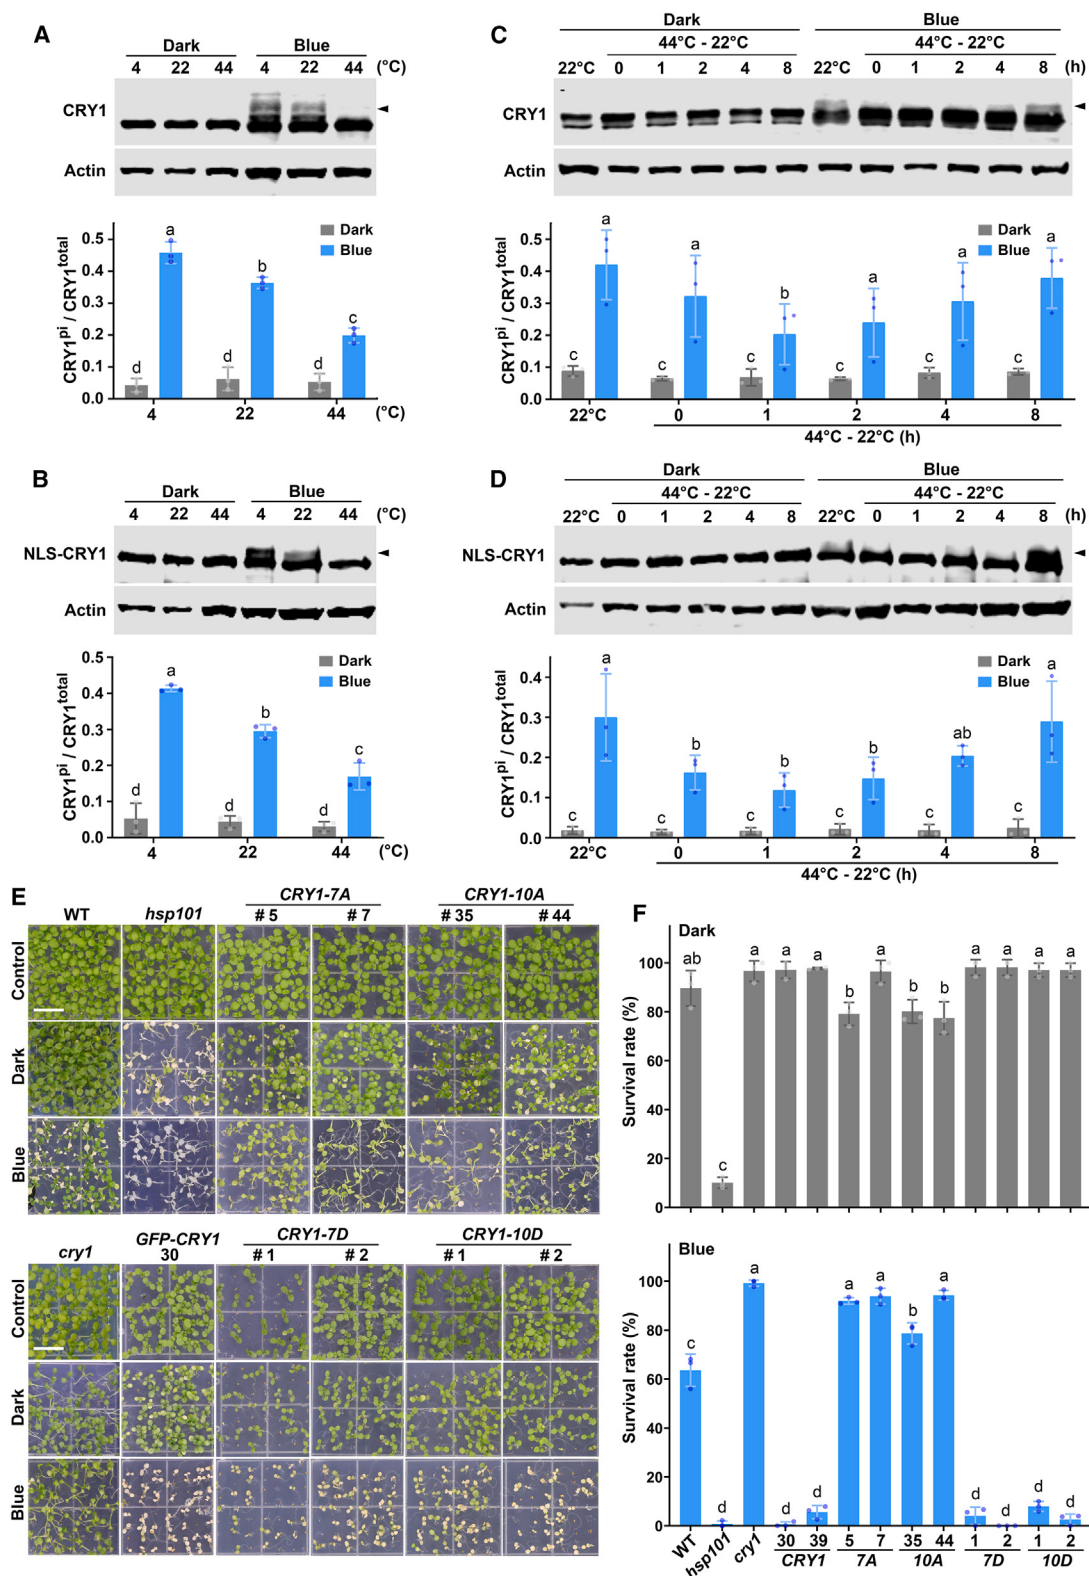

Figure 3. Heat stress represses the blue-light-dependent phosphorylation of CRY1.

(A and B) Five-day-old wild-type **(A)** or NLS-GFP-CRY1 overexpression **(B)** seedlings grown at 22 °C under constant darkness or blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) were treated at 4 °C, 22 °C, or 44 °C for 4 h under the same light conditions.

(C and D) Five-day-old wild-type **(C)** or NLS-GFP-CRY1 overexpression **(D)** seedlings grown under constant darkness or blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) were subjected to a 1-h treatment at 44 °C and then recovered at 22 °C for the indicated time under the same light conditions. For **(A)–(D)**, the levels of

(legend continued on next page)

heat-stress conditions using a bimolecular fluorescence complementation (BiFC) assay and a co-IP assay. Strong BiFC signals resulting from the interaction between PPK1-nYFP and CRY1-cYFP were detected in the nucleus at both 22°C and 44°C in tobacco leaves (Figure 4A). Co-IP assays in human embryo kidney 293T (HEK293T) cells further confirmed a direct interaction between CRY1 and PPKs at both 22°C and 44°C (Figure 4B). PPKs exhibited a higher affinity for non-phosphorylated CRY1 (Figure 4B), as reported previously (Gao et al., 2022). However, despite the interactions between PPKs and CRY1 at both temperatures, almost no slow-migrating phosphorylated CRY1 band was detected at 44°C in the presence of PPKs under blue light (Figure 4B), indicating that PPKs are inactive at phosphorylating CRY1 at high temperatures or that other phosphatases dephosphorylate CRY1 at high temperatures. However, the detailed mechanisms involved require further investigation.

Heat stress disrupts the interaction between CRY1 and COP1, leading to excessive degradation of HY5 under heat stress in blue light

Phosphorylation of CRY1 was previously reported to increase its affinity for COP1 (Gao et al., 2022), and the CRY–COP1–HY5 axis, involving CRY-dependent inhibition of COP1 and accumulation of HY5, leads to plant responses to cold and warm ambient temperatures (Catalá et al., 2011; Delker et al., 2014; Toledo-Ortiz et al., 2014; Gangappa and Kumar, 2017; Park et al., 2017; Li et al., 2021; Kim et al., 2022). We postulated that CRY1 might also regulate plant thermotolerance through the CRY–COP1–HY5 axis. To test this hypothesis, we examined the interaction between CRY1 and COP1 at 22°C and 44°C. The BiFC signal resulting from the interaction between COP1-nYFP and CRY1-cYFP was detected at 22°C, but no BiFC signal was detected at 44°C (Figure 5A). Consistent with this finding, the firefly luciferase (LUC) activity between COP1-nLUC and cLUC-CRY1 was reconstituted in a split-LUC complementation assay at 22°C, whereas much less LUC activity was observed at 44°C (Figure 5B and 5C). These results are consistent with the hypothesis that inactivation of CRY1 phosphorylation at 44°C decreases the CRY1–COP1 interaction.

CRYs interact with COP1 via their VP (Val-Pro) motifs to competitively inhibit the interaction between COP1 and its substrates, such as HY5, in blue light (Podolec and Ulm, 2018; Lau et al., 2019; Ponnu et al., 2019). We next investigated whether the decreased interaction between CRY1 and COP1 under heat stress resulted in an enhanced interaction between COP1 and HY5 in response to heat stress. As expected from the above hypothesis, CRY1-RFP inhibited the COP1–HY5 interaction, as indicated by the weakened LUC signal reconstituted by HY5-nLUC and cLUC-COP1 at 22°C but not at 44°C (Figure 5D and 5E). In other words, heat inhibits both CRY1 phosphorylation

and CRY1–COP1 interaction, resulting in increased COP1–HY5 interaction in heat.

Because COP1 is the E3 ligase of HY5 (Osterlund et al., 2000), the above findings prompted us to postulate that HY5 protein may undergo excessive degradation under heat stress in the presence of blue light. To test this hypothesis, we first evaluated the fluorescence intensity of HY5-GFP driven by the HY5 native promoter in response to high temperature. HY5-GFP fluorescence accumulated in blue light at 22°C, but the fluorescence signal of HY5-GFP decreased markedly after heat-stress treatment at 44°C (Figure 5F; Supplemental Figure 10), suggesting the degradation of HY5 protein in response to heat stress. By contrast, almost no HY5-GFP fluorescence was detected in darkness (Figure 5F; Supplemental Figure 10). This result was confirmed by immunoblotting analysis of the proteins extracted from these seedlings. Much less HY5-GFP protein was detected under blue light after heat-stress treatment at 44°C for 4 h (Figure 5G). The level of HY5 protein gradually decreased in response to heat stress under blue light (Figure 5H). We further analyzed the blue-light-dependent high-temperature-regulation of HY5 protein stability and found that heat stress inhibited HY5 protein accumulation in response to blue light (Figure 5I). HY5 exhibited substantial accumulation in response to blue light at 22°C, but its accumulation was markedly reduced at 44°C under the same light condition (Figure 5I). Consistent with this result, heat stress accelerated the degradation of HY5 in response to darkness. As shown in Figure 5J, HY5-GFP underwent considerably faster degradation at 44°C when plants were transitioned from blue light to darkness. To further investigate whether COP1 is responsible for the degradation of HY5 under heat stress, we assessed endogenous HY5 protein levels with an anti-HY5 antibody in WT, *cop1*, *cry1*, and *hy5* mutants under blue light. The *hy5* mutants were used as a negative control. As expected, more endogenous HY5 accumulated in the *cop1* mutants and less in the *cry1* mutants at 44°C (Figure 5K). We also examined the polyubiquitination of HY5 protein in *cop1* mutants in response to heat stress using tandem ubiquitin binding entity 2 co-IP assays (Hjerpe et al., 2009; Chen et al., 2021; Liu et al., 2022). The polyubiquitination of HY5 protein increased in response to heat shock, but not in *cop1* mutants (Supplemental Figure 11), confirming that COP1 mediates the polyubiquitination and degradation of HY5 under heat stress. Consistent with this finding, levels of endogenous HY5 protein increased markedly during recovery from heat stress in the presence of blue light (Figure 5L). Taken together, these results demonstrate that, under blue light, heat stress plays a crucial role in regulating the stability of HY5 protein.

We next assessed the thermotolerance of *hy5* and *cop1* mutants, along with *GFP-COP1*- and *HY5-GFP*-overexpressing plants.

CRY1 and Actin were detected using anti-CRY1 and anti-Actin 2 antibodies, respectively, with Actin serving as the loading control. Arrowheads indicate phosphorylated CRY1. The degree of CRY1 phosphorylation was determined by normalizing the amount of phosphorylated CRY1 to that of total CRY1 ($\text{CRY1}^{\text{P}}/\text{CRY1}^{\text{total}}$) and is presented as the mean $\pm$ SD ($n = 3$ individual immunoblots). Different letters indicate statistically significant differences between samples under darkness and blue light (two-way ANOVA followed by Sidak's multiple comparison test, $p < 0.05$).

(E) Representative thermotolerance phenotypes of the indicated genotypes. The experimental procedures and treatments were the same as those in Figure 1A. Pound signs followed by a number indicate different transgenic lines. Scale bars, 1 cm.

(F) Quantification of the survival rates of the seedlings in (E). The data are presented as the mean $\pm$ SD of three biological replicates, with approximately 50 plants per genotype examined in each biological replicate. Different letters indicate statistically significant differences in survival rates between genotypes (one-way ANOVA followed by Tukey's multiple comparison test, $p < 0.05$).

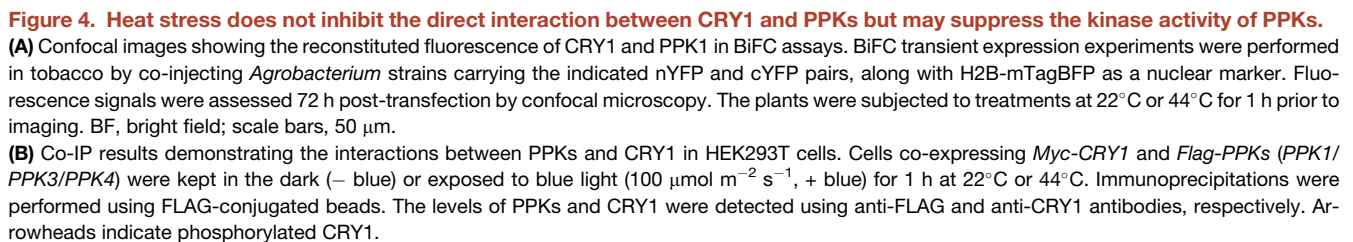

To explore the genetic interactions among CRY1, COP1, and HY5 in the regulation of plant heat-stress responses, we examined the thermotolerance of the *cry1cop1* and *cop1hy5* double mutants in the blue-light conditions described in Figure 1A. The *cry1cop1* double mutants exhibited heat-sensitive phenotypes similar to those of *cop1* mutants (Figure 5O and 5P). This observation that COP1 acts epistatically to CRY1 in the regulation of plant thermotolerance suggests that COP1 acts downstream of

Together, our results demonstrate that, under blue-light conditions, heat stress disrupts the interaction between CRY1 and COP1, leading to an intensified interaction between COP1 and HY5 in response to heat stress and thus promoting degradation of HY5 under heat-stress conditions.

HSFs are highly conserved central regulators of plant heat-stress responses, and they play crucial roles in activating heat-shock responses. HY5 was reported to bind to the promoter of *HSFA2* to repress its transcription, thus helping to regulate plant salinity tolerance (Yang et al., 2023). We hypothesized that HY5 might bind to the promoters of *HSFs* to regulate their expression and, consequently, modulate plant thermotolerance under blue light. To test this hypothesis, we analyzed previously published HY5

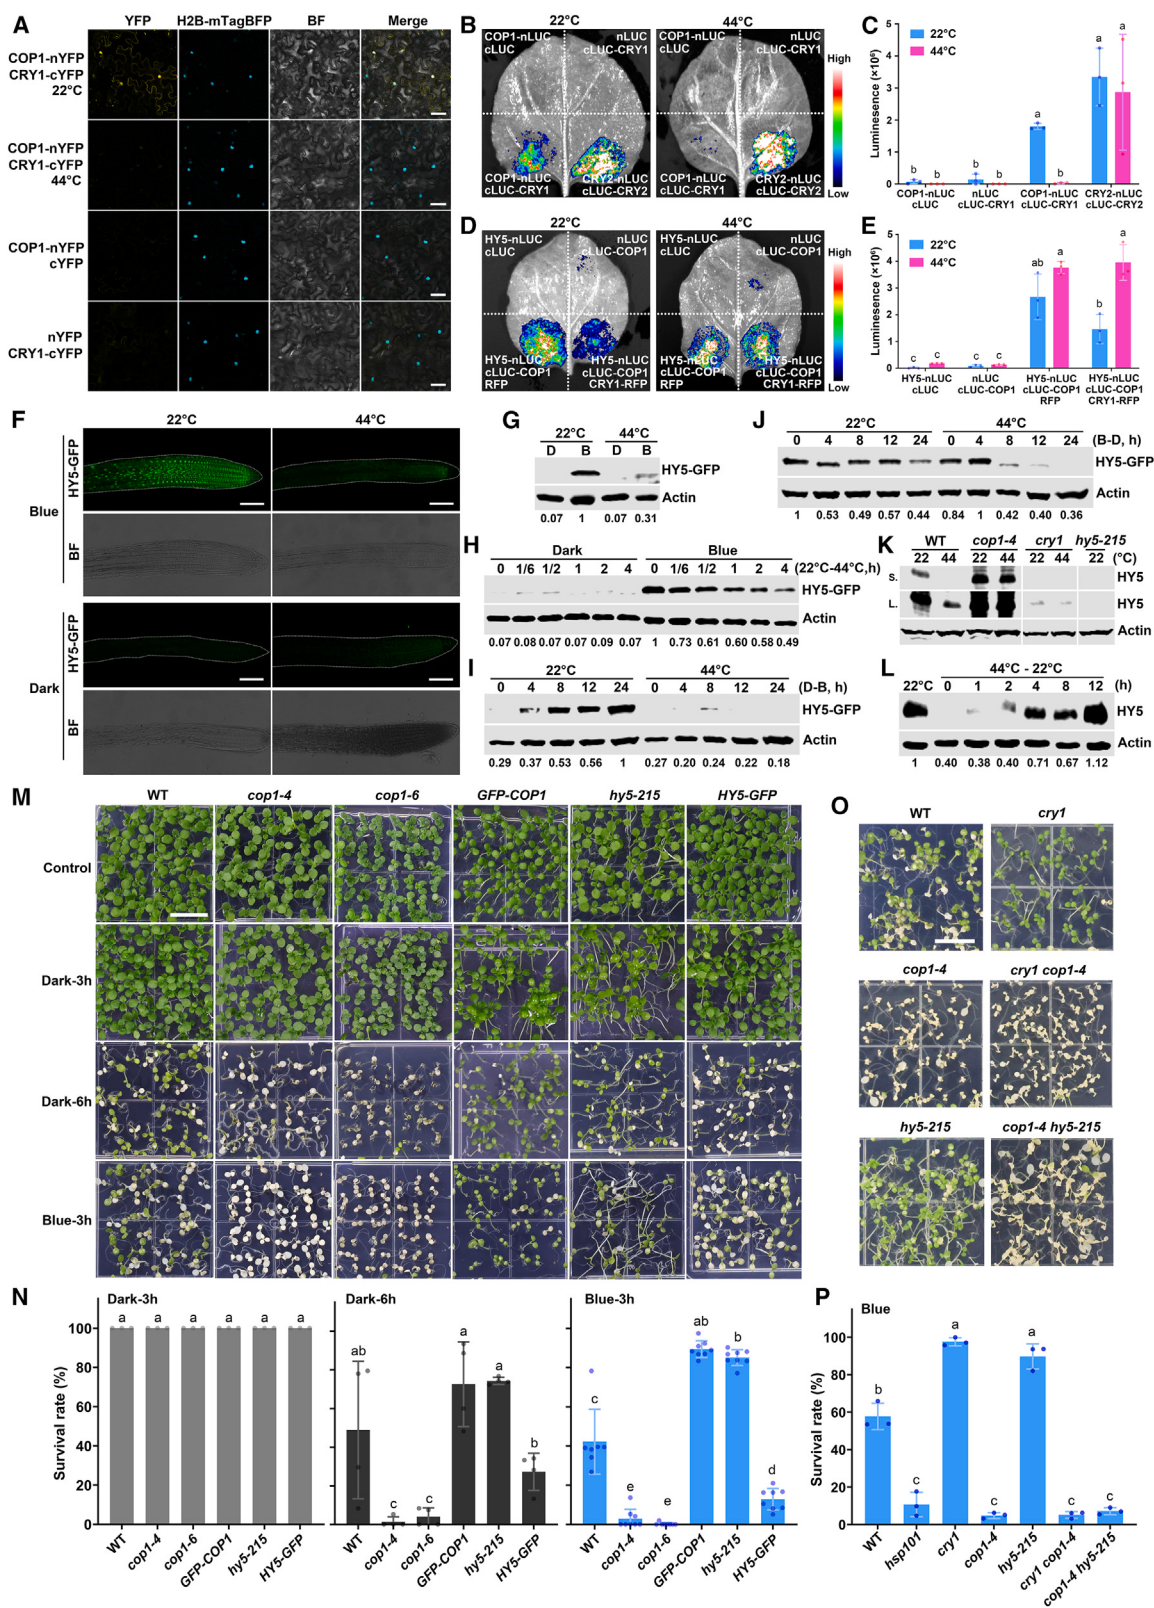

Figure 5. Heat stress disrupts the interaction between CRY1 and COP1, leading to excessive degradation of HY5 in response to heat stress in blue light.

(A and B) BiFC assays (A) and split-LUC assays (B) demonstrating disruption of the COP1 and CRY1 interaction by heat stress. The experimental procedures and treatments were the same as those in Figure 3A. Fluorescence signals were assessed 72 h post-transfection using a confocal (legend continued on next page)

chromatin immunoprecipitation (ChIP) sequencing data and found that HY5 bound to the promoters of 14 of 21 *HSFs* in *Arabidopsis* (Supplemental Figure 13) (Burko et al., 2020). We observed that HY5 seemed to preferentially bind to the promoters of heat-induced *HSFs*. For example, HY5 associated with the promoters of all 11 *HSFs* whose expression was induced by heat stress, whereas HY5 bound to the promoters of only 2 of 8 *HSFs* whose expression was inhibited by heat stress (Figure 2C; Supplemental Figure 13). We arbitrarily chose three HY5-binding *HSFs*, *HSFA2*, *HSFA7A*, and *HSFA7B*, and examined their transcriptional regulation by HY5 in plants. We performed a dual-LUC transient expression assay by co-injecting *Agrobacterium* strains containing *proHSFs::LUC* reporter plasmids and either *HY5-GFP* or *GFP* control effector plasmids into *Nicotiana benthamiana* leaves (Supplemental Figure 14A). The results showed that, compared with the *GFP* control, HY5 suppressed the *proHSFs::LUC* reporter activities at 22°C but not at 44°C (Figure 6A and 6B). Much weaker LUC activity was detected in the reporter groups co-transfected with *HY5-GFP* at 22°C (Figure 6A and 6B). We confirmed that the reduced inhibition of *HSF* reporter activities at 44°C primarily resulted from the degradation of HY5-GFP protein under heat stress. At 44°C, little HY5-GFP protein was detected, whereas the mRNA abundance of *HY5-GFP* remained comparable to that at 22°C (Supplemental Figure 14B and 14C), suggesting that HY5-GFP protein was degraded at 44°C, consistent with the observations in *Arabidopsis* (Figure 5F–5K). HY5 did not inhibit reporter gene activities driven by the *HSFB3* and *HSFB4* promoters, which showed no

HY5 binding in the ChIP sequencing data at either 22°C or 44°C (Supplemental Figure 15).

In addition, we examined HY5 binding to some *HSF* promoters using an electrophoretic mobility shift assay (EMSA) and ChIP quantitative PCR (ChIP-qPCR). HY5 bound directly to the G-box motifs in the *HSFA2* and *HSFA7B* promoters and the heat-stress responsive element (HSE) motif in the *HSFA2* promoter *in vitro* at both 22°C and 44°C (Figure 6C). Increasing amounts of unlabeled cold probes significantly reduced the binding of HY5 to Cy5-labeled probes, but heat-stress temperatures did not affect HY5's DNA-binding activity (Figure 6C). This result suggests that heat stress primarily regulates the protein stability of HY5 rather than its DNA-binding activity. The association of HY5 with *HSF* promoters was also confirmed by ChIP-qPCR in transgenic *HY5-GFP Arabidopsis*. The chromatin regions containing G-box motifs in the *HSFA2*, *HSFA7A*, *HSFA7B*, and *HSFA1E* promoters were highly enriched in the immunoprecipitation products pulled down by the recombinant HY5 protein in transgenic *HY5-GFP* seedlings (Figure 6D and 6E). These results suggest that HY5 can directly bind to the promoters of *HSFs* to modulate their expression.

We next examined the transcript levels of *HSFA2*, *HSFA7A*, and *HSF7B* in blue light at 22°C and 44°C in various mutant backgrounds, including the WT and *hy5* and *cop1* mutants. Quantitative reverse transcriptase PCR results demonstrated that *HSFA2*, *HSFA7A*, and *HSF7B* abundance increased in response to heat

microscope, and luciferase activities were evaluated using a CCD camera. The plants were subjected to treatments at 22°C or 44°C for 1 h prior to imaging. BF, bright field; scale bars, 50 μm .

(C) Quantification of the reconstituted luciferase activities shown in (B). The data are presented as the mean $\pm$ SD of three independent replicates. Different letters indicate statistically significant differences ($p < 0.05$) determined by one-way ANOVA.

(D) Split-LUC assays showing the interaction between COP1 and HY5 at 22°C and 44°C. The plants were subjected to treatments at 22°C or 44°C for 1 h prior to imaging.

(E) Quantification of the reconstituted luciferase activities shown in (D). The data were processed as described in (C).

(F) Confocal images showing reduced HY5 GFP fluorescence in response to heat stress. Four-day-old *proHY5::HY5-GFP* seedlings were grown in either continuous darkness or blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) at 22°C and then subjected to heat-stress treatment at 44°C for 4 h, followed by fixation in 4% paraformaldehyde before imaging. White dashes outline the roots. Scale bars, 100 μm .

(G) Immunoblots showing the HY5-GFP protein levels extracted from the seedlings in (F).

(H) Immunoblots illustrating the degradation of HY5 in response to heat stress. Five-day-old HY5-GFP seedlings, grown under darkness or blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) at 22°C, were subjected to 44°C treatment for the indicated time under the same light conditions.

(I) Immunoblots showing the inhibition of HY5 accumulation by heat stress in blue light. Five-day-old *HY5-GFP* seedlings, grown in constant darkness at 22°C, were transferred to blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) at 22°C or 44°C for the indicated time.

(J) Immunoblots showing the accelerated degradation of HY5 under heat stress in the dark. Five-day-old *HY5-GFP* seedlings, grown under blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) at 22°C, were transferred to darkness at 22°C or 44°C for the indicated time.

(K) Immunoblots showing endogenous HY5 protein levels in the indicated genotypes. Five-day-old seedlings grown at 22°C under blue light were treated at 22°C or 44°C for 4 h in blue light before protein extraction. Proteins from different genotypes were loaded on the same gel and presented in the same blot exposure. S, short exposure; L, long exposure.

(L) Immunoblots demonstrating the re-accumulation of endogenous HY5 during recovery from heat stress. Five-day-old wild-type seedlings, grown under blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$), were treated at 44°C for 4 h and then recovered at 22°C for the indicated time.

(M) Representative thermotolerance phenotypes of the indicated genotypes are shown. The experimental procedures and treatments were the same as those in Figure 1A, except that the heat stress treatment of the dark-pretreated seedlings was prolonged to 6 h (Dark-6h). Scale bar, 1 cm.

(N) Quantification of the survival rates of the seedlings in (M).

(O) Representative thermotolerance phenotypes of the indicated genotypes pretreated in blue light. The experimental procedures were the same as those in Figure 1A. Scale bar, 1 cm.

(P) Quantification of the survival rates of seedlings in (O).

In (G)–(J), the levels of HY5 and Actin were detected using anti-GFP and anti-Actin antibodies, respectively, with Actin serving as the loading control. In (K) and (L), the levels of HY5 and Actin were detected using anti-HY5 and anti-Actin antibodies, respectively. In (G)–(J) and (L), the relative intensities of HY5 protein are shown below the immunoblots, normalized to the intensities of Actin, and the highest intensity of HY5 on a given blot was set to 1. In (N) and (P), the data are presented as the mean $\pm$ SD of three biological replicates, with approximately 50 plants per genotype examined in each biological replicate. Different letters indicate statistically significant differences in survival rates between genotypes within each treatment (one-way ANOVA followed by Tukey's multiple comparison test, $p < 0.05$).

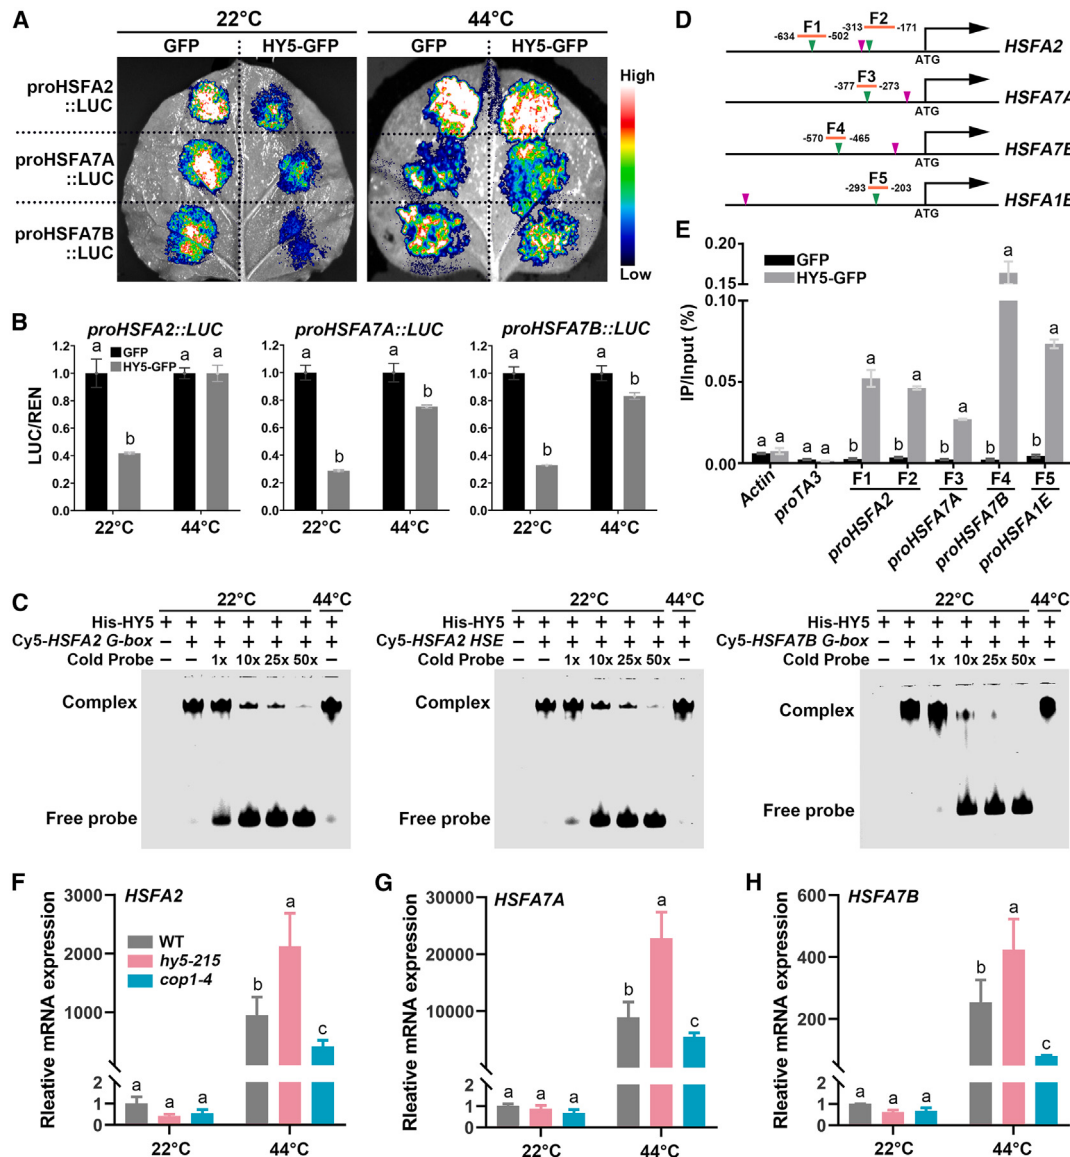

Figure 6. HY5 binds to the promoters of *HSFs* to repress their transcription.

(A) Dual-LUC assays demonstrating the regulation of *HSF* transcription by HY5. *Agrobacterium* strains harboring effector and reporter plasmids were co-injected into tobacco leaves. Luciferase activities were evaluated using a CCD camera 72 h after transfection. The plants were subjected to treatments at 22°C or 44°C for 1 h before imaging.

(B) Quantification of the relative *HSF* reporter activities in (A). Relative LUC activities normalized to REN (*Renilla* luciferase) activities (LUC/REN) are shown. The data are presented as the mean $\pm$ SD of three independent replicates. The levels of LUC activity co-injected with GFP at 22°C and 44°C were set to 1. Different letters indicate statistically significant differences in LUC/REN between GFP and HY5-GFP samples at 22°C or 44°C (one-way ANOVA followed by Tukey's multiple comparison test, $p < 0.05$).

(C) EMSAs showing the binding of HY5 to the promoter DNA probes of *HSFA2* and *HSFA7B*. The promoter DNA probes were labeled with Cy5. Unlabeled promoter DNA probes are shown as cold probes.

(D) Diagrams depicting the putative promoters of *HSFA2*, *HSFA7A*, *HSFA7B*, and *HSFA1E*. Green triangles indicate the G-box motifs, and purple triangles indicate the HSE motifs. F1, F2, F3, F4, and F5 indicate the fragments analyzed by qPCR in the ChIP assays.

(E) Representative results of ChIP-qPCR assays showing the association of HY5 with the *HSFA2*, *HSFA7A*, *HSFA7B*, and *HSFA1E* promoters. *proHY5::HY5-GFP* and *pACT2::GFP* seedlings grown in blue light ($100 \mu\text{mol m}^{-2} \text{s}^{-1}$) at 22°C for 10 days were harvested for ChIP-qPCR analysis using GFP-trap beads. The positions of F1, F2, F3, F4, and F5 are indicated in (D). *Actin 2* and *TA3* promoters were used as negative controls. The data are shown as the mean $\pm$ SD ($n = 3$ technical replicates). Different letters indicate statistically significant differences in each gene between the GFP and HY5-GFP samples (one-way ANOVA followed by Tukey's multiple comparison test, $p < 0.05$).

How the deposited data were processed for this re-analysis (not part of the article)

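Seedlings of *Arabidopsis* WT and *cry1* at 22°C and after 2 h at 44°C were profiled by RNA-seq, with 3 biological replicates in each of 4 groups. Genotype, temperature and replicate number were taken from the sample labels, and the light treatment from the paper, whose 4 days of white light differ from the 7 days in the labels. The paper gives rRNA-depleted RNA, to which the sample labels add polyA RNA and a kit for stranded mRNA libraries, as well as trimming with Trimmomatic v0.39 and quantification with RSEM v1.3.1 on TAIR10, and the submitters' processing notes name TopHat2 2.0.11. Whether the counting itself used the strand of the reads is not given in the sources used here, so reads of a gene and of an antisense partner cannot be told apart.

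The authors deposited expected counts per gene for 12 libraries and 26891 genes, and 6.9 to 10.3 percent of the values above 0 in a library are not whole numbers. All 26891 gene identifiers were found in the TAIR10 reference annotation, and no column of per-sample values was left unmapped (0 columns). The design written beforehand assumed FPKM and limma, since the methods of the paper give FPKM. Because the table held expected counts, edgeR's quasi-likelihood test on the rounded counts took limma's place, and limma on log2(FPKM + 0.1) became an alternative. FPKM were rebuilt from the counts and gene lengths. They were checked on the genes that the paper's supplementary tables give per library. There 74.9 to 79.7 percent of the rebuilt values lay within 0.1 log2 units of the paper's, and each library matched its own column best. The length offset of each checked library was itself set from those printed values, so the match in level is partly built in. Values of the *cry1* libraries at 44°C could not be checked this way with the tables used here.

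One model was fitted to all 12 libraries with a term per group, in R 4.3.3 with edgeR 4.0.16 (robust quasi-likelihood fit, library totals as the scale). Total counts per library ranged from 10539271 to 21752824. The common biological coefficient of variation was 0.103. Genes with a log2 mean FPKM above -5 in each group were tested, which left 21626. The comparisons were 44°C against 22°C in WT and in *cry1*, *cry1* against WT at each temperature, and the heat response of *cry1* minus that of WT. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. For members of gene lists and named genes the adjusted p alone was used. The standard error of a log2 fold change was derived from the fold change and its F statistic. Levels are CPM, counts scaled to the library total, as mean and SD over 3 libraries. Lists were compared with all other genes by camera (limma 3.58.1), with Benjamini-Hochberg adjustment over 21 lists.

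The comparisons, the thresholds, the gene lists, the rule for named genes and the alternatives named first below were fixed before the data were examined. The rule took every gene the paper names, whose values in Supplemental Datasets 1, 2 and 5 had been seen. It also took, per list and comparison, up to 2 higher and 2 lower members with the largest changes at an adjusted p under 0.05, and per comparison the 5 higher and 5 lower called genes with the largest changes among those with a mean FPKM of at least 5 in the higher group and no overlap between groups. The 58 *HSPs* of Supplemental Dataset 2 were matched to gene identifiers by name where the reference annotation holds the name (37 of them) and otherwise by their printed values (21). *CRY1* itself was not tested, since it falls under the expression limit in *cry1*. Supplemental Datasets 5 to 8 were held only in part, so no overlap or enrichment was run on them.

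Replicate libraries of a group differed by more than the sampling noise (chi-square per gene 4.65 to 13.8, Pearson r of log2 CPM across genes 0.975 to 0.988), so none was counted as a repeat of another. The fits were tested on simulated counts with 100 genes changed 2-fold and 100 changed 4-fold. These were drawn only from genes above a set mean count, so the shares found do not cover the lowest tested genes. With so few changed genes the adjusted p is stricter than in the real comparisons, so the shares are not detection rates for those. At 44°C against 22°C in WT, 70 and 97 percent of the changed genes reached an adjusted p under 0.05, together with 7 unchanged genes. In *cry1* against WT, 9 unchanged genes did at 44°C and 26 at 22°C.

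The alternatives were limma on log2(FPKM + 1) and log2(FPKM + 0.01), a mean FPKM of at least 1, no filter, TPM scaling, scaling to totals without chaperone genes, median-ratio scaling, an unadjusted p, a test on untransformed FPKM, fits of the compared groups only, the replicate number as a block, an estimated correlation for the lists, and leaving out each library in turn. Alternatives chosen after seeing the data were limma on log2(FPKM + 0.1), DESeq2 1.42.0, TMM scaling, totals over protein-coding genes outside the mitochondrial-like segment, an equal depth for all libraries, and a fold cutoff of 2 for list members. That segment was located with BLAST 2.17.0. The totals without chaperone genes were sums of rebuilt FPKM over genes of at least 500 nt, as for TPM scaling, less the chaperone and heat genes. ChIP-seq, quantitative PCR and protein data of the paper were not analysed here.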

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

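The rule for RNA of seeds, a median log2 fold change of at least 2 at 22°C over the seed genes other than *CRU3*, was set before its result was seen. The level of 2S albumins and *CRB* was not part of that rule. Median-ratio scaling and totals without chaperone genes were alternatives set in advance, but their use to test an explanation, the scalings by TMM and to totals of protein-coding genes, the run at equal depth, the limit of 3 counts for seed genes and the other tests of this part were chosen after the result was seen.

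The heat response differed between *cry1* and WT for 1661 genes, 286 with a log2 change in *cry1* above that in WT and 1375 with one below it, where below can mean a smaller rise or a larger fall, by a test of the difference itself in edgeR. Of 100 groupings of the libraries drawn from 200, only the real one reached that number and the highest other gave 547. This makes chance unlikely but does not exclude it. Not all groupings were run, and mixed groups carry the genotype difference in their spread, which lowers their counts. With median-ratio scaling the split was 652 and 400, and the median heat response of all genes moved from -0.86 to -0.05 in WT and from -1.25 to -0.06 in *cry1*, so the rises and falls below hold for library totals. Among the *HSFs*, the difference was 1.1 for *HSFA1E*, 0.39 for *HSFB1* and -0.99 for *HSFA6B* on the log2 scale (adjusted p = 3.4e-05, 0.022 and 0.020). Those of *HSFB1* and *HSFA6B* are near the threshold. *HSFB1* was lost with TPM scaling (adjusted p = 0.054) and, at 0.053 to 0.061, without WT 22°C replicate 1 or 2, *cry1* 22°C replicate 2 or 3, or *cry1* 44°C replicate 3. *HSFA6B* was lost with median-ratio scaling (-0.60, adjusted p = 0.17), with TMM (0.17), DESeq2 (0.18) and limma on log2(FPKM + 0.01) (0.058) and log2(FPKM + 0.1) (0.053) and, at 0.050 to 0.074, without WT 22°C replicate 1, WT 44°C replicate 1, *cry1* 22°C replicate 2 or *cry1* 44°C replicate 2. The clock genes *CCA1* (1.43, adjusted p = 7.1e-08) and *PRR9* (1.22, adjusted p = 4.6e-06) rose in both genotypes and more in *cry1*, and *HY5* (1.17, adjusted p = 1.5e-05) rose in *cry1* (1.42) and did not pass in WT (0.25), where it passed without WT 44°C replicate 1 (0.34, adjusted p = 0.012) or 3 (0.31, adjusted p = 0.030) and with median-ratio scaling (1.06). *ELIP2* (4.68, adjusted p = 3.5e-05) and *COR15A* (3.80, adjusted p = 0.0012) fell in WT (-4.87 and -4.26) and did not pass in *cry1* (-0.19 and -0.46), *COR15B* (3.01, adjusted p = 0.00027) fell in WT (-2.50) and did not pass in *cry1* (0.51), and *BBX30* (3.03, adjusted p = 1.4e-07) fell in WT (-0.71) and rose in *cry1* (2.32). *AOX1D* (-5.27, adjusted p = 3.6e-06) rose in WT (4.85) and did not pass in *cry1* (-0.43), and *SAG21* (-1.71, adjusted p = 8.9e-06) rose less in *cry1*. *PIF1* (-1.27, adjusted p = 6.4e-05) and the glucosinolate genes *BCAT4* (-1.72, adjusted p = 0.007) and *SOT17* (-1.55, adjusted p = 0.0039) fell in both genotypes and further in *cry1*. *SAG21*, a senescence- and stress-induced gene, stood at 153 ± 18.6 and 2930 ± 260 CPM in WT at 22°C and 44°C, and at 163 ± 17.3 and 948 ± 172 CPM in *cry1* (SD, n = 3). At 44°C, 12 of 17 glucosinolate synthesis genes, a process that Figure 2F of the paper shows at 44°C without its genes or their direction, were lower in *cry1*, and 9 were with median-ratio scaling.

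At 22°C, 41 of the 78 *HSFs* and *HSPs* were higher in *cry1*, whose libraries differ in depth and scale from those of WT. At that threshold 6730 of all 21626 tested genes were higher as well. With all libraries at equal depth 38 of the 41 calls were kept, so few of them need the extra counts. Thinning keeps each gene's expected share of its library, so this run cannot test other differences that go with depth. With median-ratio scaling 16 were kept, but that scaling moved the median of all genes from 0.26 to 0.01 and that of these genes alike, from 0.54 to 0.29, so the count shows only that the calls depend on the scale. At 44°C, 36 of 36 calls were kept at equal depth, with the same limit. With median-ratio scaling 36 were kept as well, but that scaling raises every gene there (-0.11 to 0.02 for the median of all genes) and decides nothing. A change of scale moves all genes alike, so it cannot set these genes apart from the others. The median *HSP* lay 0.35 above the median of all genes at 44°C and 0.21 above it at 22°C. For the median *HSF* these gaps were 0.23 and 0.04. The scale alone does not give such gaps, but the *HSF* list did not pass camera with an estimated correlation (adjusted p = 0.10 and 0.93). Whether the RNA of these genes per seedling rose through the loss of CRY1 cannot be told at either temperature, since no measure of RNA per seedling was used here.

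In WT at 44°C, 9388 genes were lower and 1559 higher than at 22°C, with a median log2 fold change of -0.86. The median stayed at -0.62 with chaperone and heat genes left out of the totals, taken there as sums of rebuilt FPKM. It stayed at -0.78 with totals over protein-coding genes outside the mitochondrial-like segment. These values argue against either share of the counts as the whole cause. Median-ratio scaling sets the median at -0.05 by construction and decides nothing, so a loss of most transcripts and a rise of total RNA per seedling in fewer genes cannot be told apart here without a spike-in. A real fall of most transcripts in heat is thus 1 of the open explanations.

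A list of 14 genes held seed storage and oleosin genes and, of the late-embryogenesis genes, only *EM1* and *EM6*. Of the 12 tested, 9 were called higher in *cry1* at 22°C and 8 at 44°C (7 and 4 of them above 0.285 CPM in WT). None was lower, and *EM1* did not pass at either temperature. The late-embryogenesis gene *LEA3*, outside the list, was lower in *cry1* at 22°C, so the list does not stand for that class. The paper does not discuss the listed genes. At 22°C their summed level was 417, 96.5 and 309 CPM in the *cry1* libraries and 24.8, 39.0 and 31.2 in WT, so the lowest *cry1* library (96.5) lay above the highest WT library, which argues against a single library. Of the 11 genes other than *CRU3*, 6 lay above 0.285 CPM (3 counts in the smallest library) in WT, with a median log2 fold change of 2.48, and with the 3 that only *cry1* raised above that level set to their lower bound the median of these 9 was at least 2.28 (*SESA1* and *SESA4*, under that level in both genotypes, are left out), which ungerminated seeds or seed tissue in the *cry1* samples could give. Over all 11 the fitted median was 2.28, so the rule set beforehand for seed RNA (at least 2) was met. Outside that rule, the cruciferin gene *CRA1* reached 229 CPM in 1 library. The 2S albumins and *CRB*, which are abundant in seeds, nevertheless stood at 1.92 CPM or less in every library. No seed profile was used here, so seed RNA and a change of these genes in *cry1* seedlings cannot be told apart.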

How the results depend on the processing

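The alternatives by TMM, DESeq2, limma on log2(FPKM + 0.1), totals of protein-coding genes, equal depth and a fold cutoff of 2 for list members were chosen after seeing the data. Why the settings differ was not tested. Genes higher at 44°C in WT numbered 4018 with median-ratio scaling, 4023 with DESeq2 and 3881 with TMM, and genes lower 5033, 5019 and 5160. In *cry1* at 22°C, the genes higher were 318, 309 and 333 under these scalings and the genes lower 514, 516 and 489, and the higher *HSFs* and *HSPs* were 16, 17 and 16. The genes higher made up 71.4% of the calls there and 38.2% with median-ratio scaling, and 39.4% and 55.9% at 44°C. Genes whose heat response differs numbered 1052 with median-ratio scaling and 1043 with TMM. With limma on log2(FPKM + 1), which shrinks changes of low genes by its construction, *cry1* had 287 higher and 283 lower genes at 44°C and 309 higher at 22°C, and 890 genes differed in heat response. The percent shared between temperatures was 16.6 with that setting, 12.0 with limma on log2(FPKM + 0.01) and 12.0 on untransformed FPKM, and 11.6 to 14.4 when a library was left out (11.6 without WT 44°C replicate 2). With an estimated correlation, 7 lists in place of 16 passed at 44°C in WT, 2 in place of 14 in *cry1* at 44°C and 2 in place of 11 in *cry1* at 22°C. With a fold cutoff of 2, *cry1* had 1 *HSF* and 1 *HSP* higher at 44°C, and 6 of both at 22°C. The *HSFA1A* fall in WT at 44°C turned to 0.11 with median-ratio scaling, 0.11 with DESeq2 and 0.08 with TMM.

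Among named genes that passed the test, *HSFA1A* alone turned its direction, and no library left out did so. Among those that did not pass, median-ratio scaling turned *HSFB3* (0.51) and *HSFB4* (0.55) in WT at 44°C, as did DESeq2 (0.52 and 0.56) and TMM (0.48 and 0.53), and leaving out a library turned *HSFA1D* (-0.04 without WT 22°C replicate 1, -0.03 without WT 44°C replicate 2) and *HSFB3* (0.12 without WT 22°C replicate 2), while *HSFB1* in *cry1* at 22°C (-0.01) went to 0.06 with TPM scaling and with totals without chaperone genes, and to 0.01 to 0.04 without WT 22°C replicate 1 or 2 or *cry1* 22°C replicate 2 or 3. Counted over named genes and libraries left out, 1975 calls stayed on their side of the threshold, 24 lost it and 5 gained it, and over the other alternatives 2559 stayed, 55 lost it and 22 gained it. For lists these were 567, 9 and 0 without a library, and 631, 35 and 2 otherwise. Relative to the other genes (camera), no list named in the text changed its direction where it passed in the main fit or in the alternative. Lists that passed in neither were not compared by direction. The medians themselves move with the scale. With median-ratio scaling those in WT at 44°C went from -0.15 to 0.66 for HSP60, from -0.07 to 0.74 for dehydration, salt and cold and from -0.27 to 0.55 for hypoxia genes (0.63, 0.71 and 0.52 with TMM), that of auxin genes in *cry1* at 22°C went from 0.15 to -0.10, and medians of further lists near 0 turned as well, several of them in the difference between the heat responses. The fit with the replicate number as a block gave 1556 higher and 9359 lower genes at 44°C in WT, 464 and 698 in *cry1* at 44°C, and 728 and 298 at 22°C. Libraries with the same number did not deviate together (r -0.138 to 0.215 across genes in 18 pairs, with 4 of 12 libraries closest to their own number), so the numbers do not pair the samples. At a total of 10539271 counts in the smallest library, 3 counts are 0.285 CPM, and fitted folds of genes under that level in a group depend on the prior count.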

Differences from the paper's values

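With the main setting, no value that the paper gives and that was also computed here differed by more than the error of the replicates and 1.5-fold. Some did under an alternative. With median-ratio scaling, for example, 5033 genes were lower at 44°C in WT, against about 9200 read from Figure 2A. The paper calls genes at a p under 0.05 with a 2-fold change and does not say whether the p was adjusted, and the counts here use an adjusted p with the same fold. With an unadjusted p the numbers higher and lower were 1578 and 9455 at 44°C in WT, 597 and 929 in *cry1* at 44°C and 860 and 326 in *cry1* at 22°C. On untransformed FPKM, also with an unadjusted p, they were 1418 and 9251, 527 and 661, and 722 and 276.

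Of the CRY1-regulated genes at either temperature, the paper's share common to 22°C and 44°C is 12%, against 13.7% here. Alternatives set before the data were examined gave 12.0% with limma on log2(FPKM + 0.01) and 12.0% on untransformed FPKM, 14.7% with an unadjusted p, 15.2% with a mean FPKM of at least 1 and 16.6% with limma on log2(FPKM + 1), and the others, leaving out a library included, 11.6% to 14.4%.

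The paper's Supplemental Dataset 1 lists 1397 genes as higher at 44°C in WT, against 1559 here. Of the 1396 that were tested, all had a log2 fold change above 0 and 1374 were called (98.4%), while 185 genes were called here and are not in that dataset.

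The paper counts 11 *HSFs* as induced and 8 as inhibited by heat in WT, without a stated threshold for these counts. Here 10 were higher and 6 lower at an adjusted p under 0.05 among 20 tested, and by sign alone 12 lay above 0 and 8 below (15 and 5 with median-ratio scaling). The number higher was 11 with totals without chaperone genes and 12 with median-ratio scaling, both set before the data were examined. The number lower was 3 with median-ratio scaling and 5 on untransformed FPKM, each more than 1.5 times below the paper's 8, and 6 with the other alternatives set in advance.

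Read by eye, the paper's numbers of called genes are about 9200 lower at 44°C in WT in Figure 2A (9388 here), about 470 higher in *cry1* at 44°C in Figure 2B (457 here), and about 750 higher and about 270 lower in *cry1* at 22°C in Supplemental Figure 5A (732 and 293 here). The number lower in *cry1* at 44°C that Figure 2B prints matches the 702 here with an adjusted p, against 929 with an unadjusted p. Supplemental Figure 4D shows about 22000 genes expressed in every group, and 21626 were tested here.

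The paper describes most *HSFs* and *HSPs* as induced by heat in WT. Here 10 of 20 *HSFs* and 40 of 58 *HSPs* were higher at an adjusted p under 0.05. It describes these genes as further raised in *cry1* at 44°C, where 6 of 20 *HSFs* and 30 of 58 *HSPs* were higher here, and 12 and 48 had a log2 fold change above 0.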

Other observations

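Lists of genes outside the heat-shock families also moved. In WT at 44°C, 16 of 17 glucosinolate synthesis genes were lower and none was higher (camera adjusted p = 7.7e-08, adjusted p = 0.11 with an estimated correlation), with 14 lower and 1 higher with median-ratio scaling, and *CYP79B2* fell by 5.22 log2 units (adjusted p = 5.2e-13). Of 10 leaf senescence genes 7 were higher and 3 lower (7 and 2 with median-ratio scaling, adjusted p = 3.4e-06, and 0.010 with an estimated correlation), and *SEN1* rose by 6.07 (adjusted p = 5.3e-22). Of 17 clock genes 8 were higher and 8 lower, and 13 and 3 with median-ratio scaling (adjusted p = 0.0054, and 0.24 with an estimated correlation), with *PRR9* at 3.26 (adjusted p = 2.9e-17) and *LHY* at -2.79 (adjusted p = 4.0e-16).

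In *cry1* against WT at 44°C, 7 of 17 clock genes were higher and none lower (12 and 0 with median-ratio scaling, camera adjusted p = 4.4e-05, and 0.16 with an estimated correlation), among them *GI* (0.62, adjusted p = 3.6e-05) and *TOC1* (0.56, adjusted p = 2.1e-04). At 22°C, 6 of 14 hypoxia genes were lower and none higher (7 and 0 with median-ratio scaling, adjusted p = 1.2e-05, and 0.18 with an estimated correlation). In the heat response of *cry1* minus that of WT, 9 of 17 clock genes lay above 0 and 2 below at an adjusted p under 0.05 (14 and 0 with median-ratio scaling, adjusted p = 5.0e-12, and 0.089 with an estimated correlation).

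The splits of the libraries in this part were counted after the results were seen. A comparison of 3 with 3 libraries has 10 splits, too few for a share under 0.05. In WT at 44°C the real split gave 1559 higher and 9388 lower genes, 10 *HSFs* and 40 *HSPs* higher (each 0 in the highest other split, and 1 split as large, the real one) and 16 lists (12 in the highest other). In *cry1* at 44°C against 22°C, 13218 genes changed (highest other 0). In *cry1* against WT at 44°C these were 457 higher and 702 lower genes, 6 *HSFs* and 30 *HSPs* (each 0 in the highest other) and 14 lists (highest other 8), and at 22°C 732 higher and 293 lower genes and 41 *HSFs* and *HSPs* (each 0 in the highest other) and 11 lists, where 3 of the 10 splits gave as many and the highest other gave 12. For the percent of CRY1-regulated genes shared by 22°C and 44°C (13.7), 100 regroupings were counted, but only 17 of the others called any gene at all, with 0 as their highest percent, so they decide nothing about chance.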
